# A Single‐Nucleus Transcriptomic Atlas Reveals Cellular and Genetic Characteristics of Alzheimer's‐Like Pathology in Aging Tree Shrews

**DOI:** 10.1002/mco2.70114

**Published:** 2025-03-15

**Authors:** Liu‐Lin Xiong, Rong He, Ruo‐Lan Du, Rui‐Ze Niu, Lu‐Lu Xue, Li Chen, Li‐Ren Huangfu, Qiu‐Xia Xiao, Jing Li, Yong‐Ping Li, Si‐Min Zhang, Chang‐Yin Yu, Xiao‐He Tian, Ting‐Hua Wang

**Keywords:** Alzheimer's‐like pathology, cross‐species analysis, Natural aging, tree shrews, single‐nucleus transcriptomic atlas

## Abstract

The lack of natural aging‐inducing Alzheimer's disease (AD) model presents a significant gap in the current preclinical research. Here, we identified a unique cohort of 10 naturally aging tree shrews (TSs) displaying distinct Alzheimer's‐like pathology (ALP) from a population of 324, thereby establishing a novel model that closely mirrors human AD progression. Using single‐nucleus RNA sequencing, we generated a comprehensive transcriptome atlas, revealing the cellular diversity and gene expression changes underlying AD pathology in aged TSs. Particularly, distinct differentiation trajectories of neural progenitor cells were highly associated with AD pathology. Intriguingly, cross‐species comparisons among humans, TSs, monkeys, and mice highlighted a greater cellular homogeneity of TSs to primates and humans than to mice. Our extended cross‐species analysis by including a direct comparison between human and TS hippocampal tissue under AD conditions uncovered conserved cell types, enriched synaptic biological processes, and elevated excitatory/inhibitory imbalance across species. Cell–cell communication analysis unveiled parallel patterns between AD human and ALP TSs, with both showing reduced interaction strength and quantity across most cell types. Overall, our study provides rich, high‐resolution resources on the cellular and molecular landscape of the ALP TS hippocampus, reinforcing the utility of TSs as a robust model for AD research.

## 1 Introduction

Aging has a profound and devastating effect on the brain, often accompanied by decline in cognitive function and enhanced risk of neurodegenerative disorders like Alzheimer's diseases (AD) [1]. AD manifested by cognition decline closely pertains to the progressive degradation of neurogenesis in hippocampus with age [2]. For many years, researchers have relied upon a very limited number of laboratory intervening models for the investigations of AD, including dogs, mice, and so on [3]. In current studies, investigators tend to construct artificial genetically modified animal models to mimic AD pathogenesis [4]. However, the characteristics of these laboratory animals might be atypical for natural aging‐inducing AD populations, which could inadvertently yield counter‐productive data pertinent to clinical AD patients [5]. Recently, great interest has grown in natural aging‐inducing AD models that are noninvasive and more resembles clinical manifestation [6, 7]. Thus, identifying a novel animal model mimicking natural aging‐inducing AD is of vital importance for clinical AD diagnosis and therapeutics.

Fortunately, tree shrews (TSs; *Tupaia belangeri*), a kind of small animal between primates and insectivora, possessing highly developed motor system and great potentials used for the modeling of human diseases [3], including depression, cognitive disorders, brain ischemia, spinal cord injury, aging, and so on [8, 9, 10, 11, 12]. Previously, studies of TS genomes revealed a closer relation to primates than rodents [13] and reported high homology of AD‐related differentially expressed genes (DEGs) in the brain tissues of TSs with human [13]. In addition to similar genetic, physiological, and neurological characteristics with human, they are also advantageous for small body size, low cost of feeding and maintenance, and short reproductive cycle. More importantly, day‐active TS resembles human circadian rhythms and potentiates as an animal model of human‐like diurnal rhythms [14]. Nevertheless, whether TSs represent ideal models for investigating naturally aging human hippocampus remains largely unknown. In the current context, single‐cell clarification is required to illustrate the high complexity in its cellular composition and dissect the molecular mechanisms underlying hippocampal aging and cognitive decline in natural aging brains. It is of substantial significance to figure out the cell types, cell linage, molecular features, and transcriptional regulation of the aging hippocampus at high resolution.

In the present study, we delineated the distinction of naturally senescent TSs manifesting Alzheimer's‐like pathology (ALP) phenotypes compared with control TSs, establishing a novel model that closely mirrors human AD symptoms in the biomedical research. Besides, single‐nucleus RNA sequencing (snRNA‐seq) assay illustrated the cellular composition, genetic characteristics, and transcriptional regulation of the hippocampus in ALP TSs. Cross‐species analysis further underscored that TSs indeed exhibit great potentials to simulating natural aging‐inducing AD pathology. This high‐resolution resource provides valuable insights into hippocampal cellular and molecular characteristics in ALP TSs, facilitating the identification of potential diagnostic biomarkers and therapeutic targets for AD in the context of natural aging.

## 2 Results

### 2.1 The Successful Verification of Natural Aging‐Inducing AD Phenotypes in TSs

In this study, 6 naturally aging TSs with ALP (referred as ALP TSs throughout this article) were selected from a cohort of 324 TSs based on pipeline maze performance (Table S1). These AD phenotypes were further validated through behavioral evaluation, morphological and imaging examination aligned with clinical AD criteria. ALP TSs spent apparent longer time to navigate the pipeline maze compared with control TSs (Figure 1A). Cognitive and motor impairments were evident in ALP TSs, as indicated by lower correct rate and higher error rate in the food‐induced maze (Figure 1B), as well as reduced jump heights and fewer standing attempts in the jumping test (Figure 1C). Social function deficits were also observed, with ALP TSs exhibiting decreased sleep and wake‐up time, fewer visit times and following behaviors, and an increase in escape attempts (Figure 1D). Interestingly, Nissl staining revealed no obvious pathological difference in the hippocampal tissues of ALP TSs compared with control TSs, indicating no overt neural damage in the hippocampus (Figure 1E). However, immunostaining showed augmented Aβ deposition, and elevated levels of amyloid precursor protein (APP) (the source of the Aβ peptide) and phosphorylated Tau—the key components of senile plaques and neurofibrillary tangles, the two histopathological hallmarks of AD [15], in the hippocampus of ALP TSs (Figures 1F–H and S1A,B).

**FIGURE 1:**
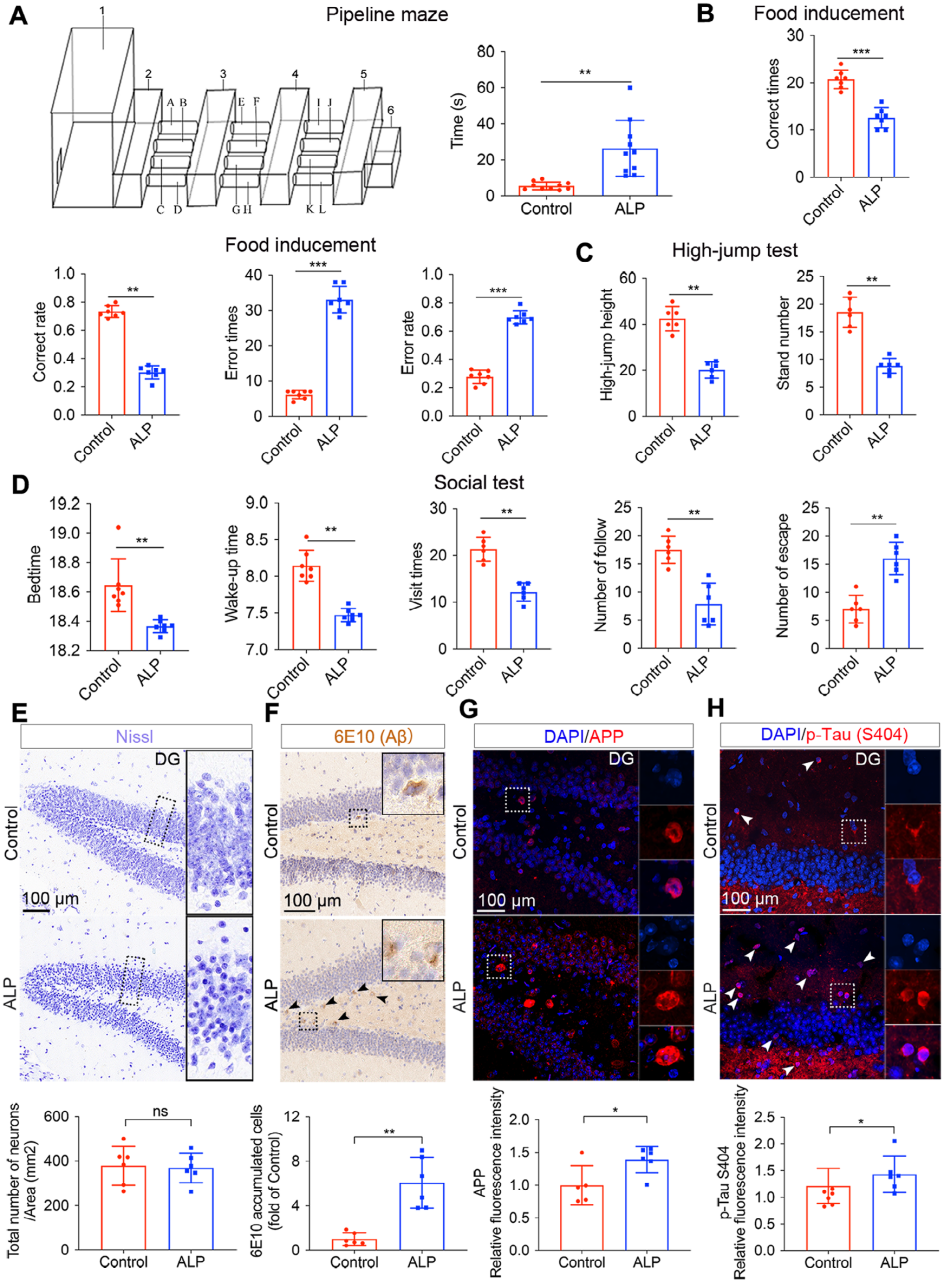
Behavioral and morphological evaluations of natural aging‐inducing AD phenotypes in TSs. (A) Natural aging‐inducing ALP TSs were selected from a cohort of 324 TSs in accordance with the pipeline maze completion time aligned with 90% percentile curve. (B) Comparison of the correct/incorrect times and rates between ALP and control groups in food inducement test. (C) The comparison of high‐jump height and standing times between ALP and control TSs. (D) The waking and sleeping durations, and activity measures (visiting, following and escaping times) within 24 hours between ALP and control TSs. (E) Nissl staining shows pathological changes of hippocampal DG area in ALP and control TSs. (F) Immunohistochemistry and quantification show the Aβ plaques deposition in the hippocampal DG region of ALP and control TSs. (G–H) Immunostaining detects APP and phosphorylated Tau levels in the hippocampal DG region of ALP and control TSs. Scale bar = 100 µm (E, F, G, H). Dots represent the value of quantification for individual subjects (A–D). Individual dots represent the value of quantification for different sections (E–H). The dashed boxes indicate the regions to be magnified. *N* = 5–10/group, independent‐samples *t* test, *p < 0.05, **p < 0.01, ***p < 0.001. ALP, Alzheimer's‐like pathology; APP, Amyloid precursor protein; ns, no significance; p‐Tau, phosphorylated Tau protein; TSs, tree shrews.

In addition to behavioral and morphological evaluations, magnetic resonance imaging (MRI) [16] was used to detect structural brain changes associated with AD. The T2‐weighted imaging (T2WI), diffusion‐weighted imaging (DWI) images, and 3D reconstructions revealed significant reductions in the volume of white matter, hippocampal size, and hippocampal length in ALP TSs compared with control TSs (Figure S2A–E,G), while the gray matter volume and the lateral ventricle size were significantly increased (Figure S2F–G). Additionally, hippocampal signal intensity in ALP TSs was significantly lower than that of control group (Figure S2H). Finally, the PET–CT reveled significantly lower glucose uptake in the brains of ALP TSs (Figure S2I), further corroborating the presence of AD‐like metabolic dysfunction. All these detections comprehensively demonstrated the successful induction and characterization of AD phenotypes in naturally aging ALP TSs.

### 2.2 Single Cell Transcriptome Profiling of the Hippocampus in Natural Aging‐Inducing ALP TSs

TSs are emerging as promising laboratory subjects for neurological research, particularly given the confined availability of primate macaques. However, the cellular and molecular alterations underlying natural aging‐inducing ALP TSs remain unexplored at single‐cell resolution. 

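Nuclei of the hippocampus were sequenced on the 10× Genomics 3′ platform, with 1 library for each of 3 control tree shrews (TSs) and 3 ALP TSs. For each library the authors deposited raw counts per gene and nucleus barcode, as written by Cell Ranger. Each count is a number of unique molecular identifiers (UMIs), so that amplified copies of 1 captured RNA molecule count once. The methods name a version of Cell Ranger that differs from the version in the headers of the matrices, and they take genome and annotation from TreeshrewDB without naming the build. The annotation lists 83605 features, of which 22595 are named as antisense transcripts and 31776 as long intergenic ones. The methods do not state whether strand was used in counting, so values of antisense-named features are uncertain.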

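Control 1, 2 and 3 held 8785, 3011 and 7969 barcodes with 32679011, 19748976 and 35898940 UMIs in total, and a median of 2231, 5181 and 2254 UMIs per barcode. ALP 1, 2 and 3 held 5091, 7151 and 5596 barcodes with 20119934, 30520809 and 19182981 UMIs, and a median of 2276, 2492 and 1747 UMIs per barcode. The filters of the methods were applied, at least 200 and at most 2500 genes and at most 5% mitochondrial UMIs per nucleus. They kept 7022, 1614 and 5751 control nuclei and 3927, 5217 and 4702 ALP nuclei. No barcode had fewer than 235 genes, and the upper limit on genes took out 20.0%, 46.4% and 27.7% of the control barcodes and 22.8%, 27.0% and 16.0% of the ALP barcodes. The nuclei kept held 47.2%, 21.1% and 31.4% of the UMIs of the control libraries and 46.5%, 39.2% and 54.3% of those of the ALP libraries. Their median depth was 1804, 2187.5 and 1726 UMIs in the control libraries and 1593, 1772 and 1502.5 UMIs in the ALP libraries.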

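The nuclei kept were scaled to 10000 UMIs, log-transformed and clustered by the Leiden method at resolution 2, the resolution of the study, over 2000 variable genes, 30 principal components and 20 nearest neighbours, without correction between libraries. A cluster was given a name such as Astro-like where at least 3 markers of that cell type were detected in it and its leading genes did not go against the name. Of the study's 10 cell types, 8 were found in this way: 3237 Astro-like, 418 Endo-like, 1343 Micro-like, 8686 Oligo-like, 2674 OPC-like, 2585 Gran-like, 1989 Pyra-like and 2492 InN-like nuclei. Another 383 nuclei formed an excitatory cluster that was neither Gran-like nor Pyra-like, and a cluster of 239 nuclei that carried CAMK2A and SLC17A7 stayed unnamed but was counted with it as other excitatory nuclei. Where markers of several classes were found, the class whose markers had the highest mean log2 fold gave the name. At least 3 NPC markers were found in 4 clusters that were named Astro-like in this way, and no cluster was named NPC. OLFM1 alone is no set of markers, so that neither population of the study was rebuilt by name. A pair of clusters with 3060 nuclei and a median of 745 UMIs stayed unnamed, 2207 nuclei for want of 3 markers of any class and 853 because mitochondrial or haemoglobin genes led. Each barcode was also scored against simulated doublets. At an assumed 0.8% of doublets per 1000 barcodes, 3.49%, 0.186% and 3.37% of the kept control nuclei and 2.22%, 3.58% and 2.66% of the kept ALP nuclei were marked, and they stayed in unless stated otherwise.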

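Nuclei of 1 animal are not independent replicates, so comparisons between groups used 1 value per library. UMIs were summed per library and class and compared between the 3 ALP and the 3 control libraries with edgeR's quasi-likelihood test after TMM normalization. Genes passed edgeR's filter on low counts (minimum count 10), and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change beyond 0.25 in either direction, the thresholds of Figure 7A. The paper fitted a mixed model over nuclei with MAST, with sex as a covariate. Sex is not given per library and was not a term here. Transcripts of Y-linked genes were present in Control 1, Control 2 and ALP 2 and nearly absent from the other libraries. Sex may therefore be unbalanced between the groups, and a term for this split was tried as an added alternative. Shares of nuclei were compared by a two-sided exact permutation test over the 20 arrangements of the 6 libraries, for which the smallest possible p is 0.1.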

We conducted snRNA‐seq on hippocampus from 3 ALP TSs and 3 control TSs by using the 10× Genomics platform (Figure 2A), and captured 28,233 high‐quality cells (13,846 from ALP TSs and 14,387 cells from control TSs) (Figure S3A–F) across 10 cell populations: astrocytes (Astro: AQP4), endothelial cells (Endo: FLT1, CLDN5), microglia (Micro: CSF1R, CD74), oligodendrocytes (Oligo: PLP1, MOG), oligodendrocyte progenitor cells (OPCs: Oligo1, Oligo2), dentate gyrus neurons (Gran: PROX1, RBFOX1), OLFM1^+^ excitatory neuron subtype (OLFM1_ExN: OLFM1), pyramidal neurons (Pyra: SNAP25), inhibitory neurons (InN: DCX, SLC6A1, SST, CALB2), and neural progenitor cells (NPC: ASCL1) (Figures 2B,C and S3G–R and Tables S2 and S3). Here, OLFM1‐expressing neurons, defined as a specific subtype of ExN, are implicated in the regulation of axonal growth within both the embryonic and adult central nervous system [17]. By inhibiting RTN4R–LINGO1 interactions, OLFM1 plays a crucial role in preventing axon growth cone collapse, and it may also influence the generation of neural crest cells and modulate olfactory responses [18]. Cell proportion analysis revealed reduced Endo and OLFM1_ExN populations and increased NPC, Oligo, and Pyra populations in ALP TSs (Figure 2D). 

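Among the nuclei kept in each library, Endo-like nuclei made up 2.15% ± 0.700 (SD, n = 3) in control and 0.80% ± 0.176 (SD, n = 3) in ALP TSs. All 3 ALP shares lay below the 3 control shares (exact permutation p = 0.1). Pyra-like nuclei made up 3.86% ± 3.03 in control and 10.8% ± 1.45 in ALP TSs (SD, n = 3 each), again without overlap (exact permutation p = 0.1), and Control 3 held the lowest share with 0.365%. OPC-like nuclei were less frequent in every ALP library, with 10.7% ± 1.40 against 8.48% ± 0.493 (SD, n = 3 each, exact permutation p = 0.1). Oligo-like nuclei made up 23.9% ± 11.7 in control and 33.3% ± 4.90 in ALP TSs, a difference within the spread of the control libraries (SD, n = 3 each, exact permutation p = 0.3). This difference was 9.40 percentage points with all libraries and 14.6 without Control 1, in which case every ALP share lay above the other control shares. Control 2 held the lowest share (181 of its 1614 kept nuclei), and without it most of the difference was lost.
The groups overlapped for Gran-like nuclei (7.22% ± 5.42 in control against 9.41% ± 0.712 in ALP TSs, exact permutation p = 0.5), Astro-like nuclei (13.4% ± 5.64 against 11.4% ± 3.51, exact permutation p = 0.6), Micro-like nuclei (4.22% ± 2.37 against 4.39% ± 0.850, exact permutation p = 0.9) and InN-like nuclei (11.1% ± 6.46 against 9.29% ± 2.78, exact permutation p = 0.9). Without Control 1 the 3 ALP shares of Gran-like nuclei lay above both remaining control shares, by 5.28 percentage points on average. Without Control 2, which held the lowest Gran-like share, most of the difference between the group means was lost. Without Control 2 the difference in Astro-like nuclei turned to 0.939 and that in InN-like nuclei to 1.90 percentage points, higher in ALP TSs. The difference in Micro-like nuclei turned negative without Control 2 (-0.919), Control 3 (-0.0112) or ALP 2 (-0.303).
The low-depth unnamed clusters made up 16.6% ± 9.99 of the nuclei in control and 5.65% ± 1.15 in ALP TSs (SD, n = 3 each), with every ALP share below every control share (exact permutation p = 0.1). Control 1 (6.86%) lay only just above ALP 1 (6.72%). Control 3 held the highest share (26.8%), and the difference is smaller without it. Unnamed clusters with many marked doublets made up 1.29% ± 0.0669 and 2.09% ± 0.351, and other unnamed clusters 1.70% ± 0.764 and 2.09% ± 0.751. Without the upper limit on genes Pyra-like nuclei made up 9.55% ± 6.58 in control and 16.1% ± 2.38 in ALP TSs (SD, n = 3 each), and the groups overlapped (exact permutation p = 0.2). The difference in OPC-like nuclei shrank to -0.657 percentage points without the limit (exact permutation p = 0.6, n = 3 each).

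**Figure D1:**
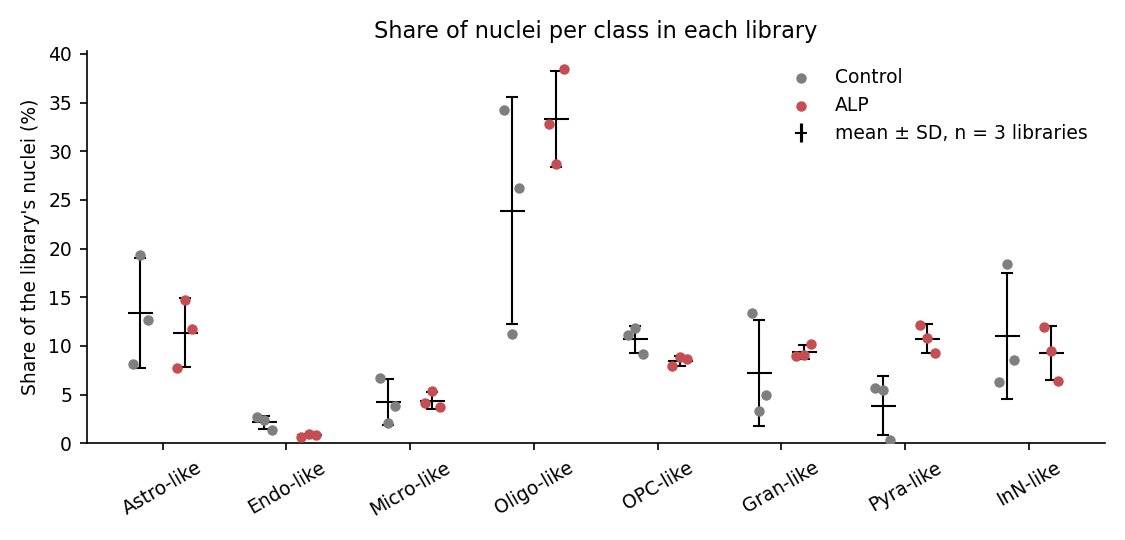
Share of each library's kept nuclei (percent, y axis) in the 8 named classes (x axis), with 1 point per library, control in grey and ALP in red, and bars at the mean ± SD (n = 3). The ALP points lie below the control points for Endo-like and OPC-like nuclei and above them for Pyra-like nuclei, and the other 5 classes overlap.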

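Between ALP and control libraries, 581 of 11787 tested genes were called in Oligo-like nuclei, 227 higher and 354 lower in ALP TSs. Gran-like nuclei gave 205 of 10322 genes (36 higher, 169 lower), OPC-like nuclei 107 of 8670 (27 higher, 80 lower), Micro-like nuclei 39 of 4595 (24 higher, 15 lower) and Astro-like nuclei 13 of 10135 (9 higher, 4 lower). No gene was called in Endo-like (1399 tested), Pyra-like (12222 tested) or InN-like nuclei (11993 tested), where 80, 1612 and 2348 genes had an unadjusted p under 0.05. OLFM1_ExN was not rebuilt as a class. Of the excitatory nuclei outside Gran-like and Pyra-like ones, 6174 genes were tested and 0 called (805 at an unadjusted p under 0.05), and of the low-depth unnamed clusters 5448 were tested and 0 called (391 at an unadjusted p under 0.05). With all nuclei of a library summed, 0 of 22749 genes were called and 5323 had an unadjusted p under 0.05.
With genes of low counts kept in there were 1419 genes in Oligo-like, 767 in Gran-like, 528 in OPC-like, 713 in Astro-like, 89 in Micro-like, 368 in Pyra-like and 1436 in InN-like nuclei. With DESeq2 in place of edgeR, 97 genes were higher and 118 lower in Astro-like nuclei, and 467 genes were called in InN-like nuclei. The counts also depended on single libraries. Oligo-like nuclei gave 1 called gene without ALP 1 or without ALP 3, 8 without Control 3, 288 without Control 1 (211 of them among the 581), 1068 without Control 2 and 1113 without ALP 2. Gran-like nuclei gave 0 calls without ALP 1 or ALP 3, 25 without Control 3, 47 without ALP 2, 393 without Control 2 and 581 without Control 1. OPC-like nuclei gave 0 without ALP 1 or ALP 3, 9 without Control 3, 66 without ALP 2 and 411 without Control 2. Micro-like nuclei ranged from 12 without ALP 1 to 89 without Control 2. Astro-like nuclei ranged from 2 without Control 3, ALP 1 or ALP 3 to 226 without ALP 2. Pyra-like nuclei reached 281 without ALP 2, InN-like nuclei 519 without Control 1, and the sum of all nuclei 2245 without Control 2. The other excitatory nuclei gave 196 calls without Control 1 (39 higher, 157 lower), and the low-depth clusters 267 without Control 2 (242 higher, 25 lower).

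**Figure D2:**
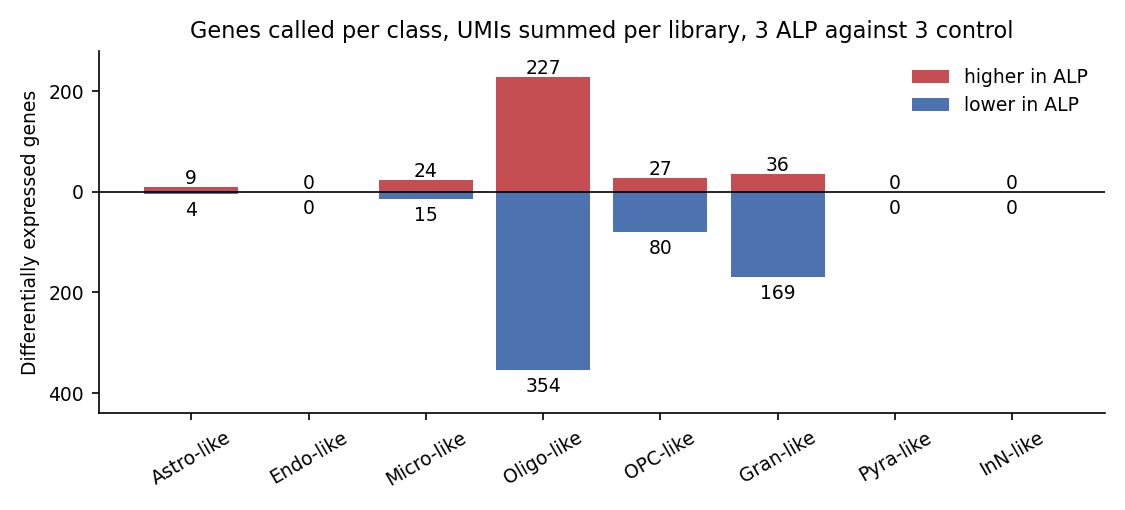
Number of genes called differentially expressed between 3 ALP and 3 control libraries (y axis) in each class (x axis), with bars above 0 for genes higher and bars below 0 for genes lower in ALP TSs and the number on each bar. Oligo-like nuclei show the most calls in both directions, and Endo-like, Pyra-like and InN-like nuclei show none.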

DEGs were identified for each cell type, the OLFM1_ExN population exhibited a notably higher number of upregulated DEGs compared with downregulated ones (Figure 2E). 

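Of the gene and class pairs that the study names for the TS nuclei, 69 of 75 had enough counts to be tested. Among them 5 were called, all higher in ALP TSs, 27 had an unadjusted p under 0.05, and in 23 the 3 ALP values did not overlap the 3 control values, where chance gives 10%. With p-values adjusted over the list alone, 15 pairs passed. None of these numbers is independent evidence, and the 10% is no fair measure for this list, because the study chose these genes on the same samples.
GPNMB in Micro-like nuclei, a gene of the volcano plots, rose from 150 ± 68.6 to 1097 ± 708 CPM (UMIs scaled to equal sums with TMM factors; SD, n = 3 each), a log2 fold change of 2.78 (standard error 0.43, edgeR adjusted p = 0.0054 with Benjamini-Hochberg adjustment). It was higher in all 3 ALP libraries. Its adjusted p lay between 3.8e-13 and 0.105 over the alternatives, and it lost its call only with marked doublets removed and nuclei clustered again (log2 fold change 2.13), where 2 more clusters were named Micro-like. With the clusters kept and the marked nuclei left out, chosen after seeing the data, it was called (log2 fold change 2.67, edgeR adjusted p = 0.0155). LINC-MRPL42-8, labelled in the volcano plots of several cell types, had log2 fold changes from 0.75 in Pyra-like to 1.68 in Oligo-like nuclei. It was called in none of the 8 classes, although its unadjusted p was under 0.05 in all 8, and its smallest edgeR adjusted p was 0.0727, in OPC-like nuclei. In InN-like nuclei, SST rose from 86.0 ± 20.5 to 308 ± 138 CPM (log2 fold change 1.85, edgeR adjusted p = 0.0533) and NPY from 72.1 ± 32.1 to 338 ± 193 CPM (log2 fold change 2.22, edgeR adjusted p = 0.0571). Both were higher in every ALP library but past the threshold. Over the alternatives the adjusted p ran from 4.1e-23 to 0.246 for SST, which was called in 8 of 13, and from 1.6e-32 to 0.250 for NPY, called in 4 of 13. TTR in Astro-like nuclei had 1009, 12 and 30 UMIs in the control and 21, 12 and 15 in the ALP libraries (log2 fold change -3.71, standard error 1.28, edgeR adjusted p = 0.167). Without Control 1 its log2 fold change was 0.22.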

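The called genes with the largest changes, and no overlap between the groups, were taken per class by a fixed rule. Their p-values come from the edgeR test with Benjamini-Hochberg adjustment. In Oligo-like nuclei HLA-B rose by a log2 fold change of 4.04 (12 control against 180 ALP UMIs, adjusted p = 0.017), and its reads could be split with other genes of its family. L1RE1li70, a copy of the L1 retrotransposon, had a log2 fold change of -4.14 in the same nuclei (1032 against 43 UMIs, adjusted p = 8.3e-05), and stayed called under all 13 alternatives. LORF2li186 had 74 against 4 UMIs (log2 fold change -3.88, adjusted p = 0.014), and FTH1-AS-5 had 10 against 80 UMIs (log2 fold change 3.24, adjusted p = 0.021). In Gran-like nuclei PLEKHA2 had 4 control against 51 ALP UMIs (log2 fold change 3.83, adjusted p = 0.024) and SETMARli15 24 against 95 (log2 fold change 2.29, adjusted p = 0.040). ATRNL1li6 had 178 UMIs in the control and 1 in the ALP libraries, and MCTP1-AS-4 had 101 against 8 (log2 fold change -3.51, adjusted p = 0.024).
In OPC-like nuclei BMERB1-AS-3 (15 against 44 UMIs, adjusted p = 0.046) and SAPCD1 (27 against 68 UMIs, adjusted p = 0.0497) rose, while CDCA2li1 fell from 61 to 3 UMIs and MAGOHBli1 from 186 to 14. In Micro-like nuclei LINC-BNIP2-1 had 16 against 110 UMIs (log2 fold change 3.22, adjusted p = 0.0053), ANK3-AS-1 fell from 70 to 3 UMIs and ZEB2-AS-1 from 207 to 21. In Astro-like nuclei FBP1 had 5 against 111 UMIs (log2 fold change 4.93, adjusted p = 0.0033) and LINC-MRPL42-4 10 against 55 (log2 fold change 2.88, adjusted p = 0.036). F5-AS-2 fell from 113 to 8 UMIs and FUT9-AS-3 from 127 to 20. Of these genes, the antisense-named ones are uncertain because the use of strand is not stated. Most of these calls depend on the libraries in the fit. Without ALP 1, for instance, the adjusted p of L1RE1li70 stayed the only one of the 4 Oligo-like genes past the threshold, and those of the 4 OPC-like genes rose to 0.187 or more.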

The volcano plot further illustrated the up or downregulated DEGs in 10 major populations (Figure S4A), and KEGG enrichment analysis highlighted key pathways in different cell types (Figure S4B), including “axon guidance” in NPC, “glutamatergic synapse” in Gran, “oxidative phosphorylation” in OLFM1_ExN, “glutamatergic synapse” in Pyra, “axon guidance” in InN, “neuroactive ligand–receptor interaction” in OPCs, “alanine, aspartate and glutamate metabolism” in Oligo, and so on. 

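In Astro-like nuclei SOX9 had 116 ± 15.8 CPM in control and 107 ± 21.5 CPM in ALP TSs (SD, n = 3 each), a log2 fold change of -0.12 (standard error 0.21, edgeR adjusted p = 0.811 with Benjamini-Hochberg adjustment). The 409 control and 275 ALP UMIs of SOX9 show no difference beyond the spread between libraries, and without ALP 3 its log2 fold change was 0.04. STAT3 was close to the limit of detection in these nuclei, with 2, 1 and 0 UMIs in the control and 1, 2 and 4 UMIs in the ALP libraries, too few to be tested. The activity of transcription factors that the network shows is inferred from their target genes and was not recomputed here.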

Transcription factor (TF) network presented SOX9 and STAT3 potentially driving AD‐related changes like gliosis and inflammation in Astro cells (Figure S4C). These TFs suggest that each cell type may respond to AD pathology through specific transcriptional changes, driving alterations in cellular functions relevant to AD, such as inflammation, neurogenesis, synaptic transmission, and myelination.

**FIGURE 2:**
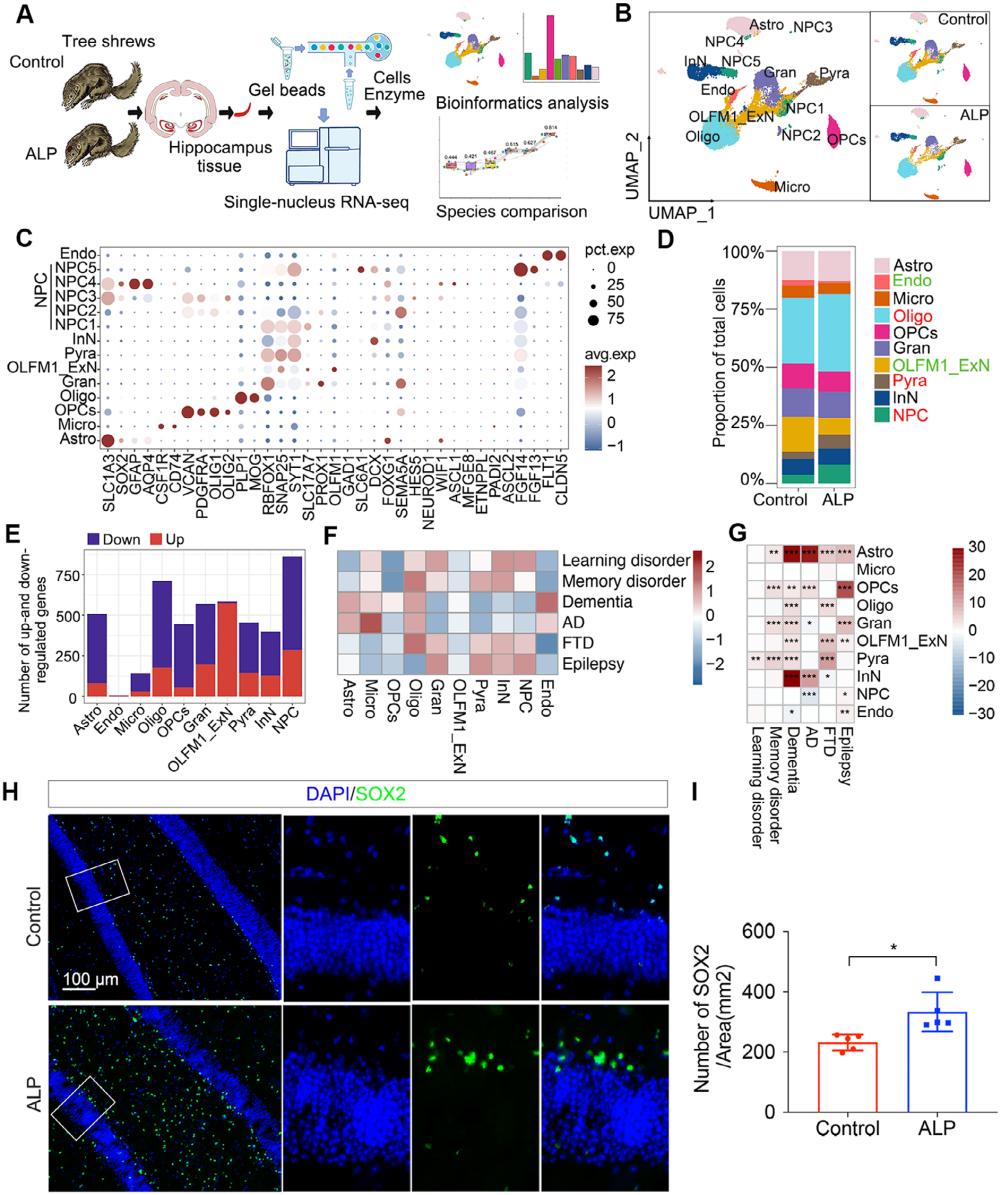
Construction of a snRNA‐seq transcriptomic atlas of natural aging‐induced AD in ALP TSs. (A) The flowchart of snRNA‐seq procedures. (B) UMAP plot depicts 10 major cell populations in the TS hippocampus of ALP and control groups. (C) The dot plot displays the expression of specific marker genes for 10 cell types. (D) The proportion comparison of each cell population within total cells between ALP and control groups, highlighting increases in NPC and Pyra cells and decreases in OLFM1_ExN and Endo cells in ALP TSs. (E) The number of up‐ or downregulated DEGs in each cell populations. (F) The heatmap illustrates the expression patterns of gene sets associated with cognitive impairment across different cell types. The color gradient represents expression abundance, where red indicates higher expression and blue denotes lower expression. (G) The heatmap represents the differential expression changes of gene sets associated with cognitive impairment across distinct cell types. The color scale indicates expression variation, with red signifying increased expression and blue indicating decreased expression. (H) Immunostaining images identify the number of NPC (SOX2^+^) in the hippocampus of ALP and control TSs. Scale bar = 100 µm. (I) Quantification of SOX2^+^ cells between ALP and control groups. Quantification dots represent the value of individual animals. The white boxes indicate the regions to be magnified. *N* = 5/group, independent‐samples *t* test, *p < 0.05. ALP, Alzheimer's‐like pathology; Astro, astrocytes; Endo, endothelial cells; Micro, microglia; Oligo, oligodendrocytes; OPCs, oligodendrocyte progenitor cells; Gran, dentate gyrus (DG) neurons; OLFM1_ExN, a subtype of excitatory neurons; Pyra, pyramidal neurons; InN, inhibitory neurons; NPC, neural progenitor cells; pct.exp., percentage expression; avg.exp., average expression.

We further assessed the expression of gene sets associated with various cognitive impairment, including learning disorder, memory disorder, dementia, AD, frontotemporal dementia (FTD), and epilepsy, across different cell types of ALP TSs (Table S4). 

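The gene sets of Table S4 were scored per nucleus by the method of AddModuleScore (50 control genes from 25 expression bins) and averaged per library and class, so that each score is a mean of 6 libraries. Epilepsy has no set in that table and was not analysed here. The learning disorder set holds 29 genes (27 detected), memory disorder 44 (38), Alzheimer's disease 101 (75), dementia 17 (14) and frontotemporal dementia 7 (5). The dementia set scored highest in Endo-like nuclei (0.320 ± 0.0496, SD, n = 6) and lowest in Gran-like nuclei (0.148 ± 0.0159). The mean over Endo-like and glial classes exceeded that over the 3 neuronal classes by 0.113 ± 0.0215 for dementia and by 0.0297 ± 0.0073 for Alzheimer's disease, in 6 of 6 libraries each. Not every class followed, since for Alzheimer's disease OPC-like nuclei (0.130 ± 0.0030) scored below InN-like (0.158 ± 0.0050) and Pyra-like nuclei (0.138 ± 0.0132). The learning disorder set ran the other way (-0.0697 ± 0.0104, 0 of 6 libraries with the glial mean higher), with the highest score in InN-like nuclei (0.216 ± 0.0146). The memory disorder set did so too (-0.0242 ± 0.0019, 0 of 6). For frontotemporal dementia the difference was -0.0756 ± 0.0208 (0 of 6), although the single class with the highest score was Oligo-like (0.169 ± 0.0223). With mean log2(CPM + 1) of the set in place of the score, this difference was positive in 4 of 6 libraries, and that of the learning disorder set in 1 of 6. Which class ranked first also changed, since by this measure the dementia set was highest in Micro-like and lowest in Pyra-like nuclei, and the learning disorder set highest in Micro-like nuclei.

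**Figure D3:**
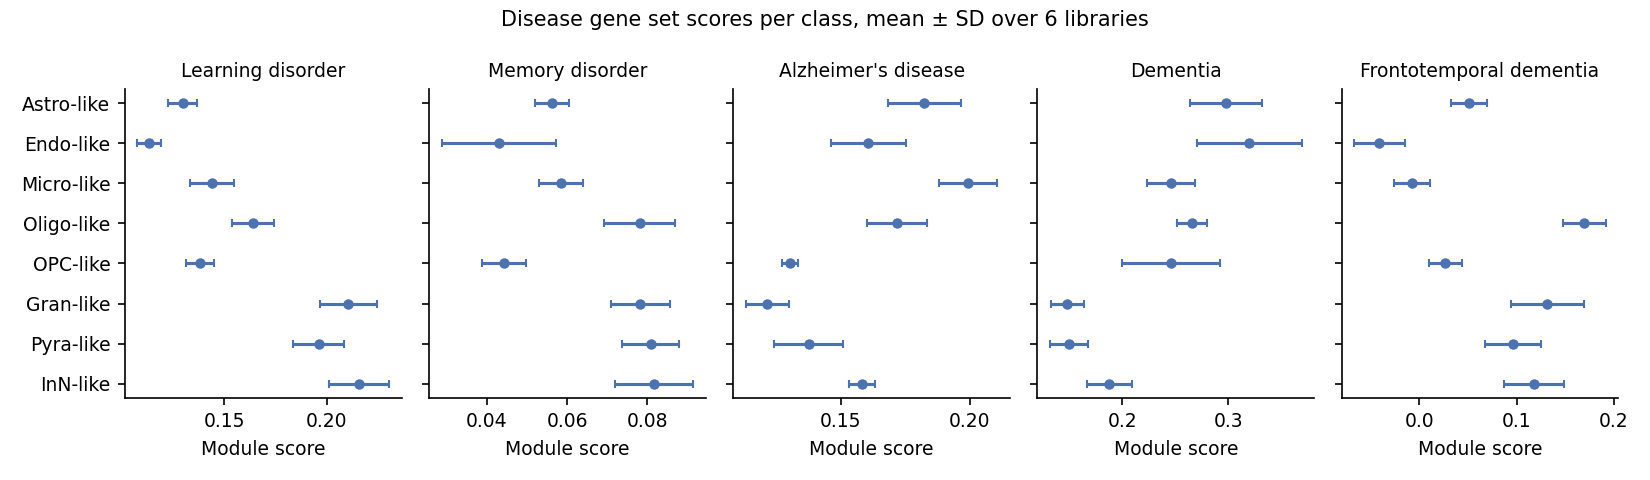
Module score (x axis, no unit) of each of the 5 gene sets (1 panel per set) in the 8 classes (y axis), as mean ± SD over 6 libraries. The dementia panel is highest in Endo-like nuclei at 0.320, and the learning disorder panel in InN-like nuclei at 0.216, while by mean log2(CPM + 1), not shown, both sets are highest in Micro-like nuclei.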

Notably, the gene sets related to dementia and AD exhibit higher expression (red) in cell types such as Endo, Astro, Micro, Oligo and OPCs; gene sets related to learning disorder, memory disorder, FTD1, epilepsy show relatively higher expression (red) in NPC, InN, Gran, and Pyra cells (Figure 2F). The observed comparatively lower expression of AD risk genes in neuronal cell types than glial cell types in ALP TS model might be attributed to species‐specific and cell‐type‐specific variations in gene enrichment. Additional association analysis represented significantly differential expression changes of these cognitive impairment‐related gene sets in these cell types of ALP TSs (Figure 2G). This pattern underscores the involvement of neuronal and glial cells in the pathophysiology of these neurological disorders, suggesting their potential roles in disease progression and cellular dysfunction. 

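Between the groups, the gene sets of Table S4 were tested on the sums per library and class with limma's camera (preset inter-gene correlation 0.01), over 39 pairs of gene set and class. None was called after Benjamini-Hochberg adjustment, and 1 pair had an unadjusted p under 0.05. That pair was the Alzheimer's disease set in Astro-like nuclei, where 28 of 42 tested genes had a positive log2 fold change, with a median of 0.21 (adjusted p = 0.212 from limma's camera). The same calls, none, were obtained with fry, where 9 pairs had an unadjusted p under 0.05, and with an estimated correlation in camera, where 1 pair did. The smallest adjusted p over all alternatives was 0.122, with fry, and the largest of these smallest values was 0.698, with the estimated correlation.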

The hippocampus, a key region affected in AD, supports adult hippocampal neurogenesis (AHN), the lifelong addition of new neurons [19]. AHN persists with mild cognitive impairment and AD but gradually declines as cognitive function deteriorates and AD progresses [20]. Abnormal NPC cell proliferation and self‐renewal are associated with age‐related neurodegeneration and neurodegenerative diseases like AD [21]. Our immunostaining outcomes confirmed elevated SOX2^+^ NPC cells in ALP TS hippocampus (Figure 2H,I), though NPC proliferation remained unchanged (Figure S4D), suggesting abnormal NPC dynamics play a critical role in AD pathology. Subsequent analysis focused NPC transcriptomic changes to further elucidate their contribution to disease progression.

### 2.3 The Differentiation Trajectories of NPC in ALP TSs

To dissect NPC‐specific alterations in the hippocampus ALP TSs, we classified NPCs into five subsets based on expression levels of distinct marker genes: NPC1 and NPC2 expressed CAMK2A; NPC3 and NPC4 expressed AQP4; NPC5 expressed SLC6A1 (Figures 2C and 3A). 

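The subsets NPC1 to NPC5 were not rebuilt, but some of their markers were measured in the named classes. For this each nucleus was thinned to 1000 UMIs and shallower nuclei were left out, 2676 control nuclei (18.6%) and 2203 ALP nuclei (15.9%). A UMI of CAMK2A was then found in 24.2% of Gran-like (median depth 2972 UMIs before thinning) and 22.3% of Pyra-like nuclei (median 4633), and in 2.62% of Oligo-like nuclei (median 1332), a class that should lack it. AQP4 was found in 34.3% of Astro-like nuclei (median 1878) against 0.812% of Oligo-like nuclei. Both genes are also among the markers by which clusters were named.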

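SOX2, which the study stained as an NPC marker, was detected in 7.26% ± 1.22 of thinned control and 7.87% ± 0.529 of thinned ALP nuclei (SD, n = 3 each, exact permutation p = 0.5). Without thinning these shares were 12.8% ± 3.16 and 12.0% ± 0.785, the reverse order. The groups overlapped with and without thinning. Without the upper limit on genes the thinned shares were 5.16% ± 0.254 and 6.13% ± 0.700, and the groups did not overlap (SD, n = 3 each, exact permutation p = 0.1).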

NPC1, which constituted nearly 70% of NPCs in ALP group, increased compared with control group, while NPC2‐NPC5 exhibited decreasing trends (Figure 3B). Gene Ontology biological process (GO‐BP) enrichment analysis revealed subtype‐specific roles: NPC1 was linked to calcium‐mediated signaling and regulation of synaptic transmission, NPC2 to neuron projection development and cell morphogenesis, NPC3 to cell adhesion and anatomical structure development, NPC4 to neuron projection regulation and sodium homeostasis, and NPC5 to neuronal differentiation and ion transport regulation (Figure S5A–E). These specialized functions support neural regeneration and development. The accompanying dot plot illustrated the distinct expression patterns of neurogenesis and nervous system development‐related genes across the five NPC subtypes (Figure 3C), highlighting the differential roles of these NPC subtypes.

**FIGURE 3:**
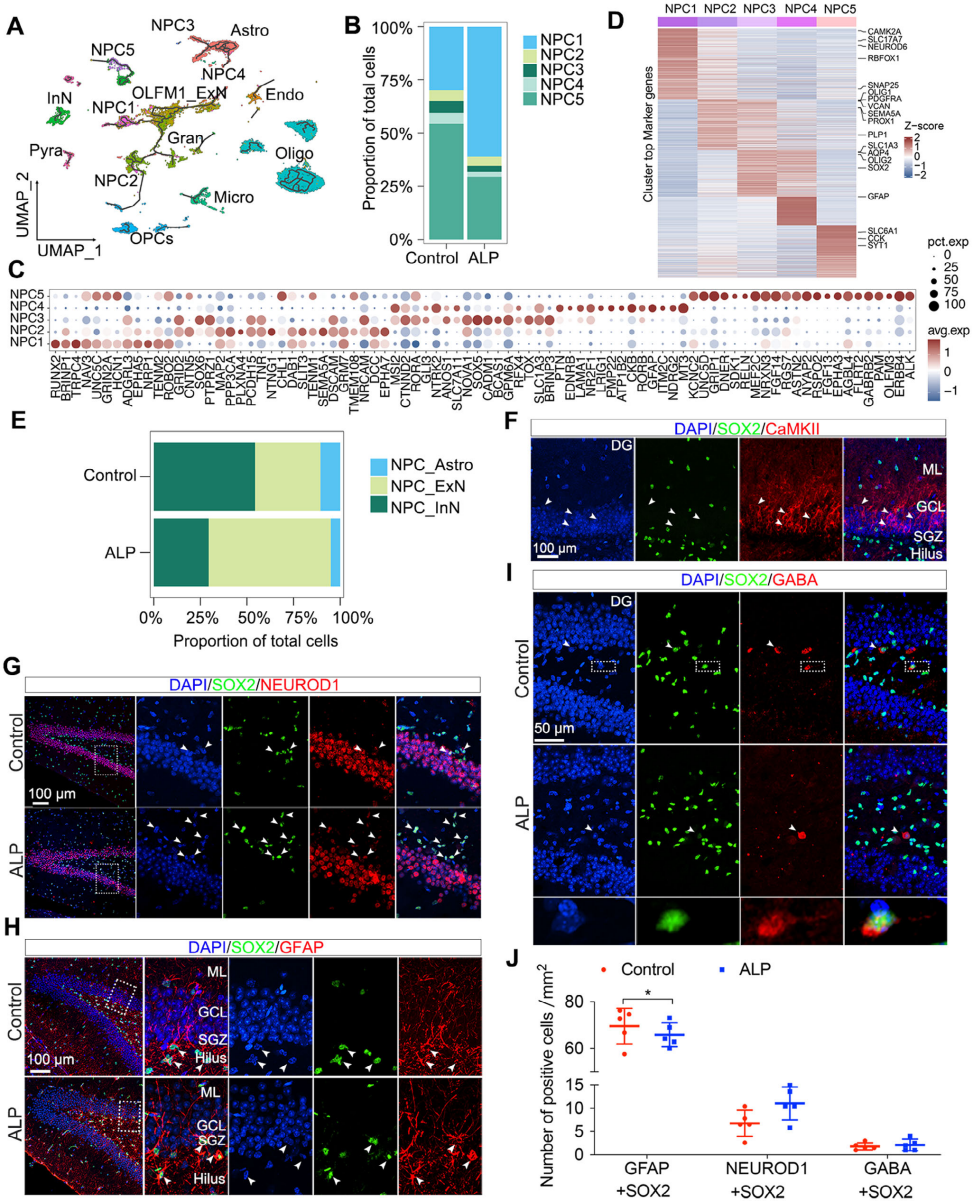
Characteristics of NPC and subpopulations in ALP TSs. (A) The developmental trajectories of five NPC subpopulations with other cell populations analyzed using Monocle3. (B) The proportion comparison of five NPC subpopulations in ALP and control group. (C) The dot plot illustrates the specific expression of neurogenesis and nervous system development‐related genes across the five NPC subtypes. (D) The heatmap shows the specific expression of marker genes across five NPC subpopulations. (E) The proportions of NPC_ExN, NPC_Astro, NPC_InN populations in ALP and control groups. (F) Colocalization identification of Pyra neurons (CAMKII^+^) and NPC cells (SOX2^+^) in ALP and control TS hippocampi. (G–I) Immunostaining identification of NPC_ExN (SOX2^+^Neurod1^+^), NPC_Astro (SOX2^+^GFAP^+^), NPC_InN (SOX2^+^GABA^+^) in TS hippocampi. Scale bar = 100 µm (F–H), 50 µm (I). (J) Quantification of NPC_Astro, NPC_ExN, and NPC_InN cells per unit area (mm^2^) in ALP and control groups. Quantification dots represent the value of individual animals. White dashed boxes indicate the regions to be magnified. White arrows indicate the positive cells. *N* = 5/group, independent‐samples *t* test, *p < 0.05. ALP, Alzheimer's‐like pathology; Astro, astrocytes; Endo, endothelial cells; Micro, microglia; Oligo, oligodendrocytes; OPCs, oligodendrocyte progenitor cells; Gran, dentate gyrus (DG) neurons; OLFM1_ExN, a subtype of excitatory neurons; Pyra, pyramidal neurons; InN, inhibitory neurons; NPC, neural progenitor cells; NPC_ExN, neural progenitor cells with ExN differentiation potential; NPC_Astro, neural progenitor cells with astrocyte differentiation potential; NPC_InN, neural progenitor cells with inhibitory neuron differentiation potential; ML, molecular layer; GCL, granular cell layer; SGZ, subgranular zone; pct.exp., percentage expression; avg.exp., average expression.

Monocle3 revealed distinct differentiation trajectories of five subpopulations: NPC1/NPC2 progressed toward ExN including Gran and OLFM1_ExN cells, NPC3/NPC4 toward Astro, and NPC5 toward InN (Figure 3A). 

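Among the thinned nuclei, NEUROD1 was detected in 1.49% of Gran-like nuclei, against 0.142% of InN-like and 0.712% of Micro-like nuclei, which should lack it. The 0.442% of Pyra-like nuclei lie within this background. The median depth before thinning was 2972 UMIs in Gran-like, 4250 in InN-like, 1009 in Micro-like and 4633 in Pyra-like nuclei. SEMA5A was detected in 45.0% of Gran-like nuclei, 33.9% of OPC-like, 10.2% of Endo-like and 10.0% of Pyra-like nuclei, against 1.67% of Astro-like nuclei with a median depth of 1878 UMIs. SEMA5A is also one of the markers by which Gran-like clusters were named, so its share there is no independent result.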

Marker gene expression demonstrated NPC1/NPC2 expressed ExN‐related genes—NEUROD1, a marker for ExN, and SEMA5A, which is abundantly expressed by developing and adult dentate granule cells [22] (Figure 3D). In the hippocampal DG, Gran cells are ExN as well, sending glutamatergic inputs to other neurons. These indicated that NPC1/NPC2 cells may differentiate into ExN populations. In contrast, NPC3/NPC4 expressed SOX2, a neural precursor marker, as well as Astro markers [23] (AQP4 and GFAP) (Figure 3D). 

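In the named classes, SOX2 was detected in 14.9% of thinned Astro-like, 10.6% of Oligo-like and 9.16% of OPC-like nuclei, against 0.624% of Pyra-like and 3.80% of Endo-like nuclei. GFAP was detected in 26.3% of Astro-like, 0.422% of Pyra-like and 7.66% of Endo-like nuclei, and AQP4 in 34.3%, 0.653% and 6.52% of these. Median depths before thinning were 1878 UMIs in Astro-like and 4633 in Pyra-like nuclei. AQP4 and GFAP are among the markers that named the Astro-like clusters, while SOX2 is not.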

Simultaneous expression of SOX2 and GFAP is characteristic of the type‐1 NPC population, which can be differentiated toward glial lineage (mainly Astro) [24, 25]. These suggested NPC3/NPC4 may differentiate into Astro. NPC5 expressed InN markers (DCX, LHX6, CCK) (Figure 3D), indicating that these cells may differentiate into InN. Therefore, we redefined NPC1/NPC2 as NPC_ExN (neurogenic progenitors), NPC3/NPC4 as NPC_Astro (Astro progenitors), and NPC5 as NPC_InN (InN progenitos). 

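DCX was detected in 18.7% of thinned InN-like, 11.3% of OPC-like, 9.52% of Pyra-like and 6.86% of Gran-like nuclei. Its share was 2.95% in Astro-like nuclei, against 1.22% in Oligo-like nuclei. CCK was detected in 13.1% of InN-like nuclei against 3.63% of Astro-like, 6.38% of Endo-like and 7.83% of Pyra-like nuclei. It was not specific to InN-like nuclei, with 17.5% of thinned nuclei in the unnamed low-depth clusters. There the share was 50.3% in the cluster of 853 nuclei and 5.63% in that of 2207. In an unnamed cluster of 203 nuclei it was 29.2%. LHX6 was seen in only 2.02% of InN-like nuclei at this depth, against 0.0313% of Astro-like and 0.459% of Endo-like nuclei. The median depth before thinning was 4250 UMIs in InN-like, 1878 in Astro-like and 1332 in Oligo-like nuclei. LHX6 is one of the markers behind the InN-like names.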

NPC_ExN clustered near ExN subtypes (OLFM1_ExN and Gran cells), NPC_Astro near Astro cells, and NPC_InN near InN, reflecting distinct differentiation pathways (Figure 3D).

Interestingly, in ALP TSs, NPC_ExN increased while NPC_InN and NPC_Astro reduced relative to the controls (Figure 3E), suggesting altered NPC dynamics under ALP condition. Despite the increase in NPC_ExN, the differentiation into the OLFM1_ExN cells was impaired in ALP group, potentially owing to the retention at progenitor stages. Moreover, immunostaining outcomes confirmed no colocalization between Pyra and NPC cells in both ALP and control TS hippocampus, while an increase of NPC_ExN and substantial decrease of NPC_Astro was observed in ALP hippocampus, with NPC_ExN cells localized to DG region (Figures 3F–J and S5F‐H). These findings highlighted NPC subtype diversity and their altered differentiation trajectories in contributing to AD progression, particularly through expanded NPC_ExN populations with impaired terminal differentiation.

### 2.4 Decrease of OLFM1_ExN Differentiated From NPC_ExN Drove AD Progression in ALP TSs

To explore the role of NPC_ExN differentiation into OLFM1_ExN and Gran populations in AD pathogenesis and progression, we reclustered NPC_ExN, OLFM1_ExN and Gran cells for in‐depth analysis, revealing differences in OLFM1_ExN and Gran proportions between ALP and control groups (Figure 4A,B). 

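Gran-like nuclei made up 13.4%, 3.28% and 4.97% of Control 1, 2 and 3 and 8.94%, 9.07% and 10.2% of ALP 1, 2 and 3. The control libraries thus spread on both sides of the ALP libraries. OLFM1_ExN was not rebuilt as a class. Of the 2 unnamed low-depth clusters, the cluster with OLFM1 in 65.3% of 247 thinned nuclei made up 1.38%, 10.0% and 4.40% of the control libraries and 2.57%, 1.94% and 2.96% of the ALP libraries, with overlap (exact permutation p = 0.4). The other, with OLFM1 in 13.0% of 681 thinned nuclei, made up 5.48%, 6.07% and 22.4% of the control and 4.15%, 3.85% and 1.49% of the ALP libraries, without overlap (exact permutation p = 0.1). Another unnamed cluster, of 203 nuclei and greater depth, had OLFM1 among its leading genes (59.3% of 133 thinned nuclei, median depth 1528 UMIs). It made up 0.655%, 1.43% and 0.556% of the control and 0.433%, 0.748% and 0.978% of the ALP libraries, with overlap (exact permutation p = 0.7). OLFM1 was detected in 20.9% of thinned Endo-like, 14.3% of Gran-like and 8.99% of Astro-like nuclei. Median depth before thinning was 743 and 745 UMIs in the low-depth clusters against 1878 in Astro-like nuclei. Since only nuclei with at least 1000 UMIs could be thinned, the share of OLFM1 in the low-depth clusters describes their deeper part.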

Pseudo‐time analysis demonstrated a reduction in NPC_ExN cells and an increase in OLFM1_ExN and Gran populations over time (Figure 4C), with immunostaining confirming fewer OLFM1_ExN neurons in ALP TSs (Figure 4D,E). To understand AD‐related changes along the differentiation trajectories, we analyzed pseudo‐time DEGs across the three cell subtypes (Figure 4F,G). KEGG enrichment analysis highlighted AD‐related pathway dysregulation, with OLFM1_ExN showing downregulation in “ferroptosis,” “mineral absorption,” “cAMP signaling pathway,” and “endocytosis,” while these pathways were upregulated in Gran cells. Conversely, OLFM1_ExN upregulated pathways like “glutamatergic synapse” and “axon guidance,” which were downregulated in Gran cells (Figure 4G,H).

**FIGURE 4:**
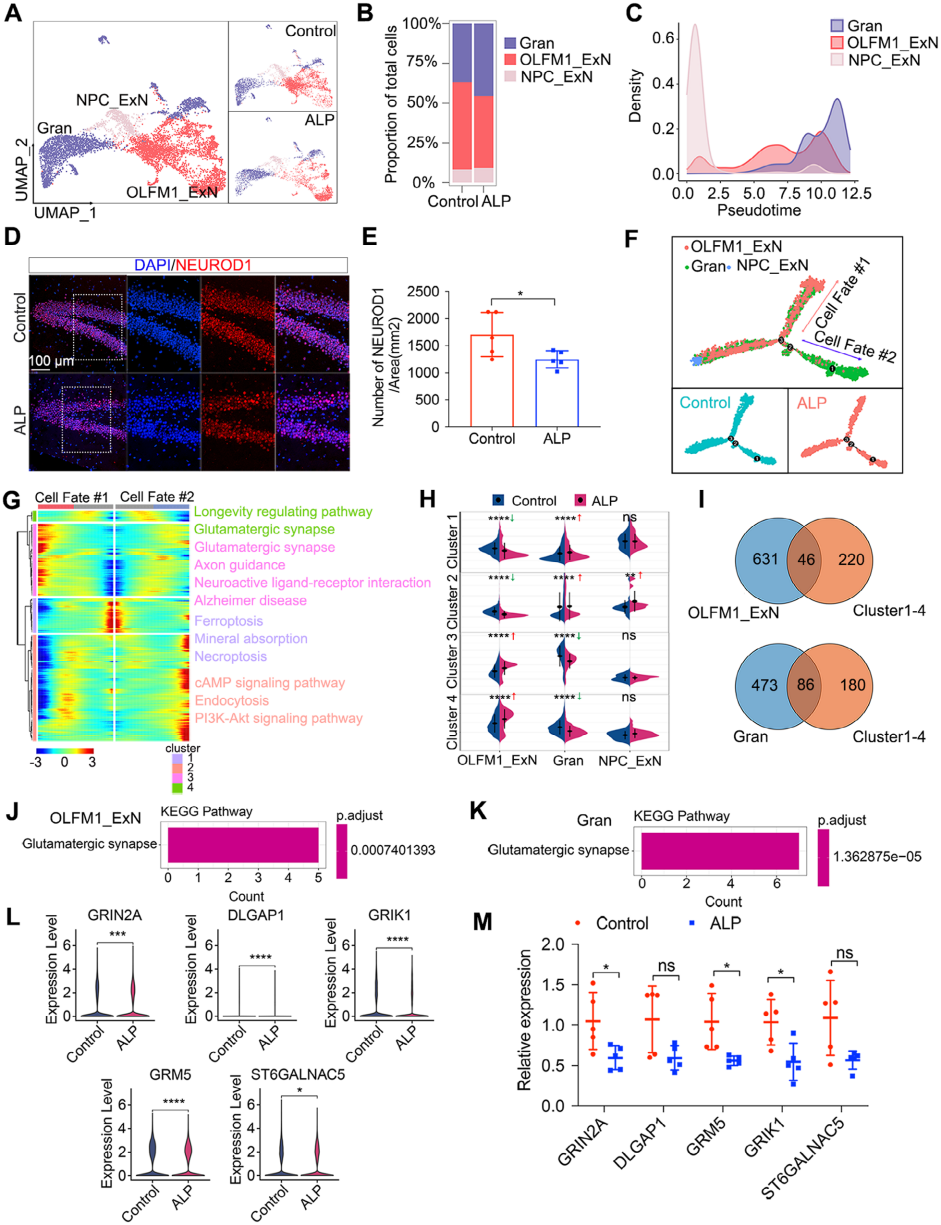
Characteristic profiling of NPC_ExN subpopulations differentiation into OLFM1_ExN and Gran populations. (A) UMAP displays NPC_ExN, OLFM1_ExN, and Gran cell populations. (B) The proportions of three cell populations in ALP and control groups. (C) Pseudo‐time analysis on NPC_ExN, OLFM1_ExN, and Gran cell populations. (D and E) Immunostaining identification and quantification of OLFM1_ExN (NEUROD1^+^) in TS hippocampus of ALP and control groups. Scale bar = 100 µm. Quantification dots represent different sections. *N* = 5/group, independent‐samples *t* test, *p < 0.05. (F) Pseudo‐time analysis on NPC_ExN, OLFM1_ExN, and Gran cell populations. (G) The expression levels of DEGs along the trajectories. DEGs were divided into four clusters with pathways enrichment shown. (H) The violin plot shows enrichment of each gene set across three cell subtypes. Red arrows indicate upregulated enrichment. Green arrows indicate downregulated enrichment. **p < 0.01, ****p < 0.0001. ns, no significance. (I) Venn diagram shows the gene intersection between DEGs in four clusters and AD‐related DEGs in OLFM1_ExN and Gran populations. (J and K) KEGG pathways analysis of upregulated DEGs in OLFM1_ExN population and downregulated DEGs in Gran population. (L) The expression of downregulated DEGs in Glutamatergic synapse pathway. *p < 0.05, ****p < 0.0001. (M) The mRNA expression levels of DLGAP1, GRIK1, GRM5, ST6GALNAC5, and GRIN2A validated by PCR. Quantification dots represent different animals. *N* = 5/group, independent‐samples *t* test, *p < 0.05. ALP, Alzheimer's‐like pathology; Gran, dentate gyrus (DG) neurons; KEGG, Kyoto Encyclopedia of Genes and Genomes; NPC_ExN, neural progenitor cells with ExN differentiation potential; ns, no significance; OLFM1_ExN, a subtype of excitatory neurons.

Further analysis identified 46 DEGs after intersecting DEGs in the OLFM1_ExN with overall DEGs across pseudo‐time DEG clusters, and 86 DEGs after intersecting DEGs in the Gran with overall DEGs across pseudo‐time DEG clusters (Figure 4I). KEGG analysis evidenced the enrichment of the “Glutamatergic synapse” pathway in both OLFM1_ExN and Gran populations (Figure 4J,K). AD pathogenesis is highly correlated with the loss of glutamatergic synapses [26, 27]. 

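DLGAP1, GRM5, ST6GALNAC5 and GRIN2A were tested in Gran-like and Pyra-like nuclei, in the other excitatory nuclei and over all nuclei of a library, the last being nearest to RNA of whole hippocampus. None of the 16 comparisons was called, and 5 had an unadjusted p under 0.05. All p-values below are from edgeR's test with Benjamini-Hochberg adjustment. DLGAP1 fell in Gran-like nuclei from 182 ± 33.5 to 126 ± 7.73 CPM (SD, n = 3 each), a log2 fold change of -0.57 (standard error 0.17, adjusted p = 0.104, range over the alternatives 0.0547 to 0.403). All 3 ALP values lay below the control values there and in the other excitatory nuclei, where the log2 fold change was -0.68 (adjusted p = 0.310). In Pyra-like nuclei it was -0.46 (adjusted p = 0.478) and over all nuclei -0.22 (adjusted p = 0.367). GRM5 had log2 fold changes of -0.28 in Gran-like (adjusted p = 0.391, lower in all 3 ALP libraries), 0.05 in Pyra-like, -0.19 in other excitatory nuclei and 0.05 over all nuclei (adjusted p = 0.860). Without 1 library the value over all nuclei fell to -0.02 and that in the other excitatory nuclei rose to 0.01.
ST6GALNAC5 was higher over all nuclei, with 395 ± 84.5 CPM in control and 557 ± 106 CPM in ALP TSs (SD, n = 3 each, log2 fold change 0.50, standard error 0.21, adjusted p = 0.196). It was higher in all 3 ALP libraries among other excitatory nuclei (log2 fold change 0.56, adjusted p = 0.329), and changed by a log2 fold change of 0.36 in Pyra-like and -0.16 in Gran-like nuclei. GRIN2A was also higher over all nuclei (419 ± 91.6 against 581 ± 60.1 CPM, log2 fold change 0.47, standard error 0.19, adjusted p = 0.181), with log2 fold changes of -0.12 in Gran-like, 0.08 in Pyra-like and -0.06 in other excitatory nuclei. The class values of ST6GALNAC5 and GRIN2A between -0.16 and 0.08 changed sign when single libraries were left out, except that of GRIN2A in Gran-like nuclei. GRIK1 had 2 UMIs among all nuclei kept, 1 in Control 1 and 1 in Control 2, too few to test a change. Why so few were counted was not examined.

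**Figure D4:**
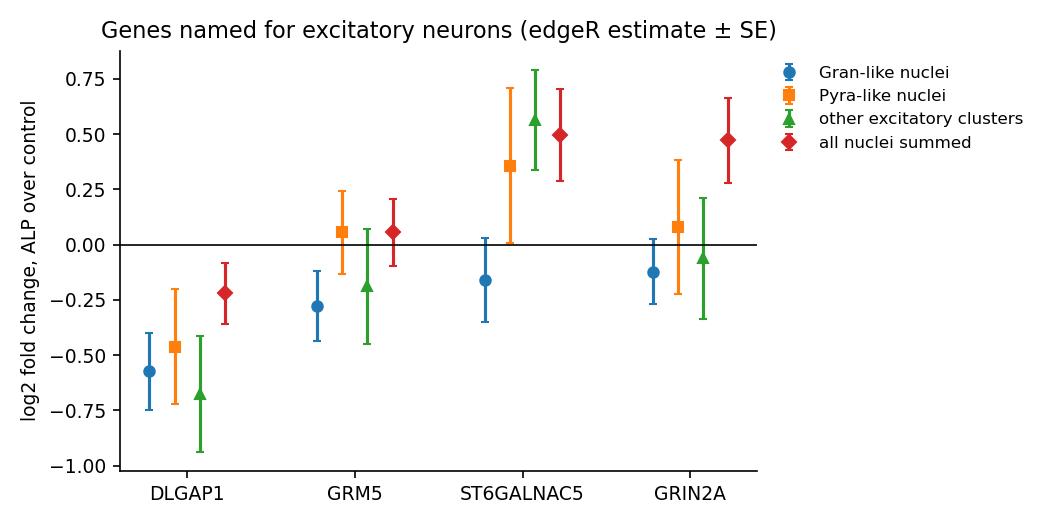
Log2 fold change between ALP and control libraries (y axis) ± standard error from edgeR's fit for DLGAP1, GRM5, ST6GALNAC5 and GRIN2A (x axis) in Gran-like, Pyra-like and other excitatory nuclei and in all nuclei summed. DLGAP1 lies below 0 in all 4 sums, while ST6GALNAC5 and GRIN2A lie above 0 in all nuclei summed at 0.50 and 0.47.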

Key downregulated genes in “glutamatergic synapse” pathway such as DLGAP1, GRIK1, GRM5, ST6GALNAC5, and GRIN2A were validated by real‐time quantitative PCR (RT‐qPCR), which confirmed the downregulation of these genes in the hippocampus of ALP TSs compared with control TSs (Figure 4L,M), consistent with our transcriptomic findings. These findings underscore OLFM1_ExN's critical role in AD progression, where its reduction exacerbates cognitive decline by disrupting glutamatergic signaling.

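OLFM1 itself rose in Gran-like nuclei from 116 ± 12.4 to 190 ± 21.1 CPM (SD, n = 3 each), a log2 fold change of 0.68 (standard error 0.17, edgeR adjusted p = 0.0609 with Benjamini-Hochberg adjustment). It was higher in all 3 ALP libraries, and its adjusted p ran from 0.0438 without the upper limit on genes, where it was called, to 0.274. Without the limit the class gained a cluster of 198 nuclei with OLFM1 among its leading genes, and the log2 fold change was 1.29. With this cluster and 1 led by LAMP5 left out, chosen after seeing the data, it was 0.92 and still called (edgeR adjusted p = 0.0379). The log2 fold change was -0.41 in Pyra-like nuclei (adjusted p = 0.694), where it turned to 0.13 without Control 3 and to 0.49 without the upper limit, and 0.18 in other excitatory nuclei (adjusted p = 0.860). From fewer OLFM1_ExN cells and lower transcripts of the glutamatergic synapse in ALP TSs, the paper reasons that glutamatergic signaling is disrupted, and concludes that the loss of these neurons worsens cognitive decline.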

### 2.5 Cellular and Molecular Characteristics of InN Cells in ALP TSs

Abnormal accumulation of Aβ alters InN cell properties, impairing network activity in AD [28]. To investigate InN heterogeneity, we reclustered InN cells and NPC_InN cells into four major subpopulations based on literature‐defined maker genes [23]: CGE1, CGE2, MGE, and NPC_InN (Figure S6A,B). 

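InN-like nuclei were clustered again at resolution 1, and sub-clusters were named from markers of the medial (MGE) and caudal (CGE) ganglionic eminence. MGE-like nuclei made up 25.7% ± 4.94 of the InN-like nuclei in control and 29.2% ± 7.06 in ALP TSs (SD, n = 3 each, exact permutation p = 0.6). Without ALP 1 the difference turned to -0.157 percentage points. CGE-like nuclei made up 28.6% ± 7.36 and 26.0% ± 3.83 (exact permutation p = 0.7), and sub-clusters with too few markers for a name 45.7% ± 6.58 and 44.8% ± 8.32 (exact permutation p = 0.7). These differences lie within the spread between libraries. SST, one of the markers of MGE-like nuclei, itself tended to higher counts in ALP TSs, which can move nuclei between sub-clusters. NPC_InN was not rebuilt.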

ALP TSs showed increased MGE and NPC_InN proportions but reduced CGE1 and CGE2 proportions compared with controls (Figure S6C). Monocle3 trajectory analysis indicated that CGE1 and CGE2 progressed from NPC_InN, while CGE2 progressed toward MGE cells (Figure S6D,E). Further pseudo‐time DEG analysis revealed that pathways such as “circadian entrainment,” “glutamatergic synapse,” “axon guidance,” and “giycossphingolipid biosynthesis‐lacto and neolacto series” were upregulated in CGE1, while “cAMP signaling pathway,” “long‐term depression,” “giycossphingolipid biosynthesis‐lacto and neolacto series,” and “pancreatic secretion” pathways were downregulated in CGE2 (Figure S6F,G), linking these two InN subtypes with AD. Additionally, the overlapped DEGs between DEGs in CGE1/CGE2/MGE and pseudo‐time related DEGs were displayed (Figure S6H). KEGG analysis further revealed that “regulation of lipolysis in adipocytes,” “ferrotosis,” “retrograde endocanbinoid signaling” pathway was upregulated in CGE1, while “arrhythmogenic right ventricular cardiomyopathy,” “Hippo signaling pathway,” and “Adheres junction” pathways were downregulated in CGE2 (Figure S6I), indicating increased inhibitory signals in the process of InN cell differentiation in AD. 

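CTNNA3 and MGLLli1 were tested in all InN-like nuclei, since CGE1 and CGE2 were not rebuilt as such. CTNNA3 fell from 302 ± 48.3 to 179 ± 12.6 CPM (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.15, edgeR adjusted p = 0.0542 with Benjamini-Hochberg adjustment). It was lower in all 3 ALP libraries. The adjusted p ran from 0.0022 to 0.246 over the alternatives, and CTNNA3 was called with DESeq2, with upper-quartile normalization, with low counts kept in, and without Control 1 (0.0453) or Control 2 (0.0373). MGLLli1 had 30.4 ± 11.5 CPM in control and 47.3 ± 19.0 CPM in ALP TSs (SD, n = 3 each, log2 fold change 0.60, standard error 0.33, edgeR adjusted p = 0.355), with overlapping groups. MGLL, of which MGLLli1 is a copy that could share reads, had a log2 fold change of 0.51 (edgeR adjusted p = 0.637).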

Among those crucial DEGs, MGLLli1 presented as the crucially upregulated gene in CGE1, while CTNNA3 as the CGE2 critically downregulated genes (Figure S6J). These findings provide insights into InN cell alterations and their roles in AD progression in ALP TSs.

### 2.6 Astrocytic Transcriptomic Diversity in ALP TS Hippocampus

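By the module score of the Alzheimer's disease set, Astro-like nuclei (0.182 ± 0.0142, SD, n = 6 libraries) ranked second of the 8 classes, after Micro-like nuclei (0.199 ± 0.0113). The scores of Oligo-like (0.172 ± 0.0115), Endo-like (0.161 ± 0.0145) and InN-like nuclei (0.158 ± 0.0050) followed within about the spread between libraries, and Gran-like nuclei had the lowest score (0.122 ± 0.0083). OPC-like nuclei (0.130 ± 0.0030) came below InN-like and Pyra-like nuclei (0.138 ± 0.0132). By mean log2(CPM + 1) Micro-like nuclei were also highest and Gran-like nuclei lowest, while InN-like nuclei (0.093 ± 0.0553 relative to the mean of the classes) came before Astro-like nuclei (0.080 ± 0.0476).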

Astro cells exhibited high AD risk scores in the TS hippocampus (Figure 2F,G). Reclustering of Astro and NPC_Astro cells identified four subpopulations: Astro1, Astro2, Astro3, and NPC_Astro, with NPC_Astro reduced and Astro1 increased in ALP TS (Figure S7A–C). Pseudo‐time analysis revealed that Astro1 and Astro3 cells originated from NPC_Astro (Figure S7D,E). Additional pseudo‐time DEG analysis demonstrated that “adherens junction,” “bile secretion,” “circadian entrainment,” “glutamatergic synapse,” “oxytocin signaling pathway,” “dopaminergic synapse,” and “ABC transporter” pathways were significantly downregulated in Astro1 cells (Figure S7F,G), indicating that astrocyte involvement in AD risk pathways through various regulatory mechanisms. We further identified 111 overlapping DEGs by intersecting the downregulated DEGs in Astro1 with pseudo‐time DEGs (Figure S7H). KEGG analysis revealed that in Astro1, “glutamatergic synapse,” “long‐term depression,” “synaptic vesicle cycle,” “dopaminergic synapse,” and “GABAergic synapse” pathway was significantly downregulated (Figure S7I), indicating that synapse‐related pathways were downregulated in the Astro differentiation process in AD. In these downregulated pathways, expression levels of CACNA1A, GRIK2, and SYT1 was reduced in ALP group relative to control group (Figure S7J). These findings illustrate Astro's unique molecular features in ALP TSs, offering insights into AD‐related mechanisms.

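In Astro-like nuclei CACNA1A fell from 131 ± 53.7 to 46.0 ± 4.83 CPM (SD, n = 3 each; 517 control and 122 ALP UMIs), a log2 fold change of -1.53 (standard error 0.30, edgeR adjusted p = 0.0620 with Benjamini-Hochberg adjustment). It was lower in all 3 ALP libraries. Its adjusted p ran from 9.2e-07 to 0.343 over the alternatives, and it was called with DESeq2 (0.0023), with low counts kept in and without Control 2 (0.0090). SYT1 fell from 164 ± 57.2 to 97.1 ± 15.2 CPM (SD, n = 3 each, log2 fold change -0.73, standard error 0.27, edgeR adjusted p = 0.187), with overlapping groups. GRIK2 had a log2 fold change of -0.21 (standard error 0.17, edgeR adjusted p = 0.545). The levels below are CPM without TMM factors, so that classes can be compared (SD, n = 3 each). SYT1 had 2760 ± 88.1 CPM in control InN-like nuclei, and 163 ± 50.7 CPM in control Astro-like against 171 ± 58.8 CPM in control Oligo-like nuclei, so that free RNA from neurons can carry its level in Astro-like nuclei. For CACNA1A, control Astro-like nuclei had 133 ± 58.9 CPM against 68.3 ± 23.1 CPM in Oligo-like nuclei, and ALP Astro-like nuclei 42.2 ± 6.01 against 44.6 ± 11.3 CPM, so that free RNA can carry its ALP level as well. CACNA1A was lower without overlap outside Astro-like nuclei too, from 368 ± 42.9 to 230 ± 4.34 CPM in Gran-like and from 338 ± 75.7 to 198 ± 24.3 CPM in OPC-like nuclei.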

### 2.7 Transcriptomic Diversity of Hippocampal Oligo in ALP TSs

Intercellular communication in the hippocampus, crucial for maintaining tissue homeostasis, was examined in ALP TSs using CellChat. Notably, increased interactions were observed between Pyra and Oligo, as well as NPC and Oligo in ALP TSs (Figure 5A). The differential interaction strength heatmap across 10 subpopulations displayed intensified communication signaling between NPC and Oligo populations (Figure 5B). Further ligand–receptor pairs analysis observed a notable increase in the NRG3–ERBB4 signaling between NPC and Oligo populations in AD (Figures 5C and S8A–E). 

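Ligand and receptor pairs were not scored here, and values are given for the genes alone. Over all nuclei of a library NRG3 had 170 ± 12.5 CPM in control and 207 ± 15.2 CPM in ALP TSs (SD, n = 3 each, log2 fold change 0.28, standard error 0.14, edgeR adjusted p = 0.255 with Benjamini-Hochberg adjustment), higher in every ALP library. Within classes NRG3 was lower, with log2 fold changes of -0.23 in Gran-like (edgeR adjusted p = 0.432) and -0.23 in Pyra-like nuclei (edgeR adjusted p = 0.681), where all 3 ALP values lay below the control values, and -0.11 in InN-like nuclei. Without the upper limit on genes the value in Pyra-like nuclei turned to 0.05. ERBB4 in Oligo-like nuclei had 6037 ± 2333 CPM in control and 4606 ± 650 CPM in ALP TSs (log2 fold change -0.39, standard error 0.28, edgeR adjusted p = 0.454). NRG1 over all nuclei had a log2 fold change of 0.68 (standard error 0.22, edgeR adjusted p = 0.119, range over the alternatives 0.0250 to 0.335), called without Control 2 and with low counts kept in, and NRG2 one of -0.09 (edgeR adjusted p = 0.718). NPC were not rebuilt as a class.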

The linkage between NPC and Oligo might play a crucial role in AD pathogenesis. 

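The marker genes of the 3 Oligo subpopulations differed between the groups in different ways when all Oligo-like nuclei were summed. CD9 rose from 169 ± 19.6 to 470 ± 64.7 CPM (SD, n = 3 each), a log2 fold change of 1.5 (standard error 0.19, edgeR adjusted p = 0.0092 with Benjamini-Hochberg adjustment), and was higher in all 3 ALP libraries. The call was lost without Control 3 (0.0583), ALP 1 (0.0633) or ALP 3 (0.100), with a range of 3.9e-09 to 0.100 over the alternatives. MDGA2 had 841 ± 196 CPM in control and 475 ± 357 CPM in ALP TSs (log2 fold change -0.81, standard error 0.42, edgeR adjusted p = 0.285, range 0.0082 to 0.662). ALP 2 stood apart with 1791 UMIs of MDGA2 against 473 in ALP 1 and 462 in ALP 3, and without ALP 2 the gene was called, with a log2 fold change of -1.61 (edgeR adjusted p = 0.0082). It was also called with low counts kept in (0.0470). LSAMP had 1034 ± 311 and 732 ± 137 CPM (log2 fold change -0.51, standard error 0.24, edgeR adjusted p = 0.245).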

To further explore the heterogeneity of Oligo involved in AD, Oligo cells were reclustered into three subpopulations: Oligo1 (MDGA2), Oligo2 (CD9), and Oligo3 (LSAMP) (Figure 5D,E). ALP TSs exhibited lower proportions of Oligo1 and Oligo3 but higher Oligo2 compared with control TSs (Figure 5F). 

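The study's subpopulations were not rebuilt. Instead the 20 nearest neighbours of each Oligo-like nucleus were counted in 30 principal components. On average over the libraries, 77.6% ± 23.5 of the neighbours came from the same group (SD, n = 6), where the sizes of the libraries alone give 50.0%. The share was 81.0%, 31.4% and 83.5% in Control 1, 2 and 3 and 94.2%, 81.1% and 94.7% in ALP 1, 2 and 3. From the same library came 44.2% ± 22.9 of the neighbours, where the sizes give 16.7%. Centring each gene within each library removes the library means by construction. After it, 80.9%, 79.7% and 80.8% of the neighbours of ALP 1, 2 and 3 still came from ALP libraries (52.8% by size), and 29.8%, 22.3% and 32.7% of those of Control 1, 2 and 3 from control libraries (47.1% by size), so that neighbours were mostly ALP nuclei in either group. Before centring, nuclei of 1 library lay together, with 73.6%, 5.94% and 59.0% of neighbours from the same library in Control 1, 2 and 3 (27.7%, 2.07% and 17.4% by size). Neighbours from another library of the same group were fewer than the sizes give for each control library and more for each ALP library, for ALP 2 only slightly. A large share from the own library, as in Control 1 and Control 3, leaves room for fewer such neighbours. For these libraries the count therefore cannot tell whether control nuclei lay together beyond their own library. Nuclei of Control 2, with few neighbours from their own library, did not lie together with other control nuclei. In 1 cluster of 776 Oligo-like nuclei, 663 came from Control 3.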

DEG analysis further highlighted the distinct molecular changes within these subpopulations (Figure 5G), with Oligo1 and Oligo2 showing more DEGs than Oligo3 (Figure 5H). 

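Beyond CD9, the genes called in Oligo-like nuclei from among those the study shows were RNASE1, TF and ACTG1. RNASE1 rose from 58.9 ± 2.38 to 239 ± 62.1 CPM (SD, n = 3 each), a log2 fold change of 2.02 (standard error 0.22, edgeR adjusted p = 0.0086 with Benjamini-Hochberg adjustment). The call was lost without ALP 1 (0.0616) or ALP 3 (0.0510), and the adjusted p ran from 8.3e-13 to 0.0616. TF rose from 449 ± 83.7 to 1017 ± 171 CPM, a log2 fold change of 1.17 (standard error 0.21, edgeR adjusted p = 0.017), and lost its call without Control 3 (0.0881), ALP 1 (0.0880) or ALP 3 (0.120). ACTG1 rose from 295 ± 105 to 797 ± 310 CPM, a log2 fold change of 1.48 (standard error 0.32, edgeR adjusted p = 0.027), and lost its call without Control 1 (0.0689), Control 3 (0.125), ALP 1 (0.115) or ALP 3 (0.141), and with a term for Y-linked transcripts, chosen after seeing the data (0.0748). Each of these genes was higher in all 3 ALP libraries. RALYL (0.32), CNTN1 (0.15) and DSCAM (-0.09) were not called, with the log2 fold changes in parentheses (edgeR adjusted p = 0.316, 0.701 and 0.843). The value of DSCAM turned to 0.13 without Control 1 and to 0.02 without ALP 2.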

Immunostaining outcomes revealed increasingly disrupted phosphosphingolipids protein (PLP1) expression in the hippocampal CA1, CA2, and CA3 regions of ALP TSs, whereas it remained continuous in the control hippocampus (Figures 5I and S8F). As for KEGG pathways, the downregulated DEGs in ALP Oligo were linked to pathways like “long‐term depression,” “GABAergic synapse,” “serotonergic synapse,” and “glutamatergic synapse” pathways (Figure 5J). 

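Of the 354 genes called lower in Oligo-like nuclei of ALP TSs, 256 are antisense-named features, against 24 of the 227 genes called higher. The same holds for 121 of 169 lower genes in Gran-like nuclei and 53 of 80 in OPC-like nuclei. With antisense-named features left out before the test, 178 genes were called in Oligo-like, 26 in Gran-like and 7 in OPC-like nuclei, an alternative chosen after seeing the data. Antisense-named features carry no pathway annotation of their own, and the enrichment was not recomputed here.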

Taken together, these findings suggested that intensified intracellular communication between Oligo and NPC might contribute to AD progression, and in particular, the Oligo subpopulations appear to be involved in progressive functional decay of hippocampal cells in ALP TSs.

**FIGURE 5:**
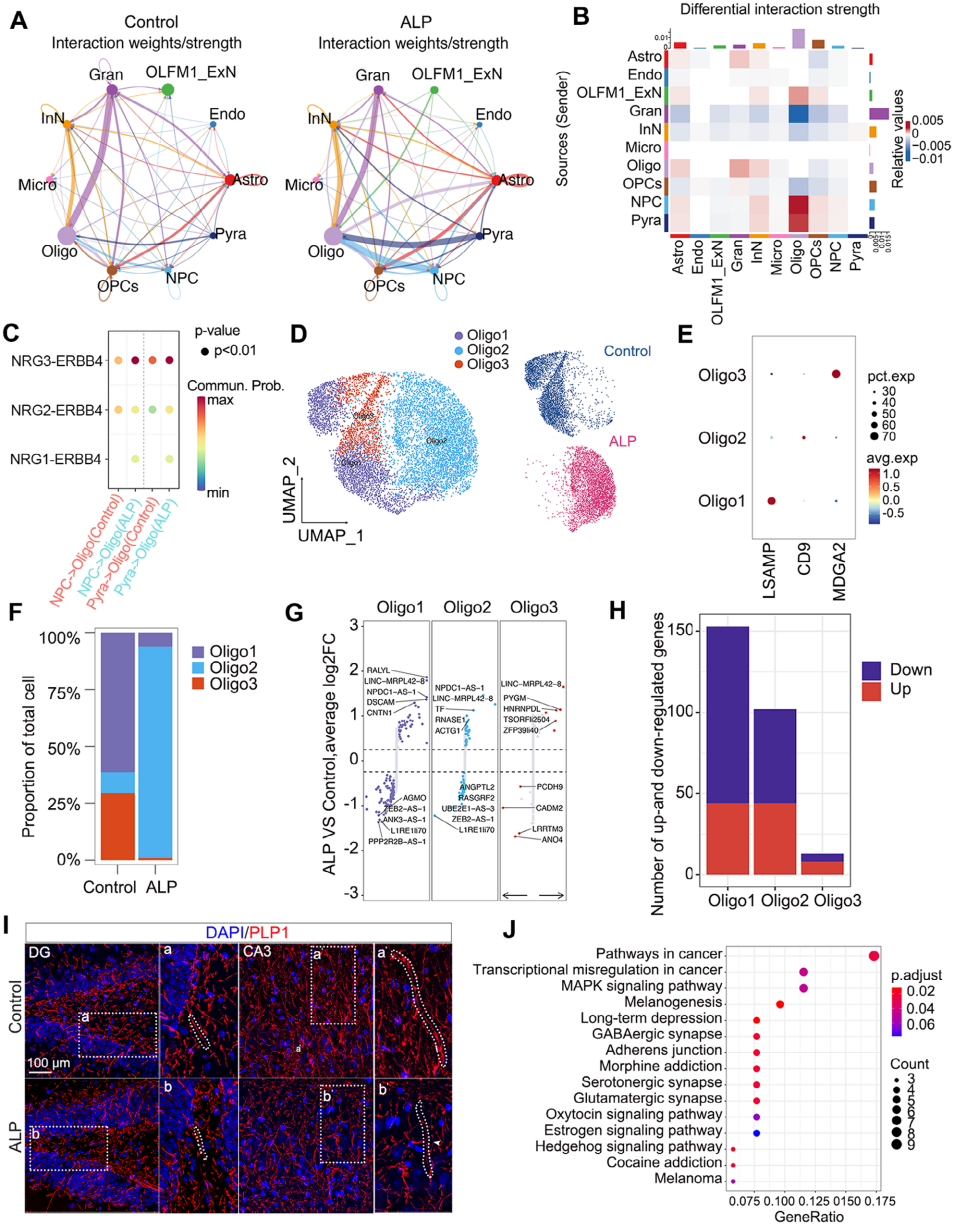
Characteristics of Oligo and their subpopulations in ALP TSs. (A) The interaction intensity map of 10 cell populations. (B) The heatmap displays interaction intensity differences of 10 cell types between ALP and control groups. (C) Dot plot shows the ligand–receptor interaction strength in NPC–Oligo and Pyra–Oligo pairs. The NPC and the Pyra specifically targeted at NGR1–ERBB4, NGR2–ERBB4 pathways of Oligo, and the NGR3–ERBB4 in ligand–receptor pathways was upregulated. (D) UMAP displays the subpopulations of Oligo. (E) The marker gene expression of Oligo subpopulations. (F) The proportions of 3 Oligo subpopulations in ALP and control groups. (G) The volcano plot shows DEGs in 3 Oligo subpopulations. (H) The number of up‐ and downregulated DEGs across 3 Oligo subpopulations. (I) Immunostaining images of PLP1 expression in the TS hippocampus of ALP and control groups. Scale bar = 100 µm. *N* = 5/group. White dashed boxes indicate the regions to be magnified. Irregular dashed lines circle cell morphology of Oligo. (J) KEGG pathways of downregulated DEGs in Oligo2 (ALP group) vs Oligo1 and Oligo3 (control group). ALP, Alzheimer's‐like pathology; Astro, astrocytes; Endo, endothelial cells; Micro, microglia; Oligo, oligodendrocytes; OPCs, oligodendrocyte progenitor cells; Gran, dentate gyrus (DG) neurons; OLFM1_ExN, a subtype of excitatory neurons; Pyra, pyramidal neurons; InN, inhibitory neurons; NPC, neural progenitor cells; Commun.Prob., communications in probability.

### 2.8 Cross‐Species Transcriptomic Diversity Highlighted the Potency of TSs as Novel Natural Aging‐Inducing ALP Model

TS has garnered increasing interest as a promising alternative for modeling natural aging‐inducing AD. We compared hippocampal scRNA‐seq data of TSs, humans, monkeys, and mice to understand cross‐species similarities and differences at the single‐cell level (Figure 6A–D and Table S5). The human hippocampal dataset identified 10 cell subpopulations: Astro, Endo, Micro, Oligo, OPCs, Gran, OLFM1_ExN, Pyra, InN, and NPC (Figure 6A and Table S6). The cell composition identified in TSs and monkeys were highly similar to those in humans, with the same 10 subpopulations present (Figure 6B,C and Table S6). However, in mice, only nine subpopulations were identified, with NPC cells absent from dataset (Figure 6D and Table S6). In addition, the correlation analysis of orthogonal gene expression across species proved that humans and monkeys share the highest genetic similarity, and the transcriptomic profile of TSs was more similar to that of humans than to that of mice (Figure 6E and Table S7). PCA plot and heatmap provide insights into the species‐specific clustering and similarities in terms of cell‐type composition and gene expression in the hippocampus. Humans (red), monkeys (green), and TSs (blue) were clustered relatively close to each other (Figure 6F), suggesting that their hippocampal cell‐type compositions or gene expression profiles are more similar. Also, correlation coefficients confirmed that TSs were more genetically aligned with humans than mice (Figure 6G). Moreover, when comparing the transcriptomic similarities between ALP TSs and AD human, a high degree of genetic consistency and correlation was unveiled (Figure 6H,I). These results suggested that TSs might serve as a suitable model to substitute for humans and monkeys in studies of natural aging‐inducing AD.

**FIGURE 6:**
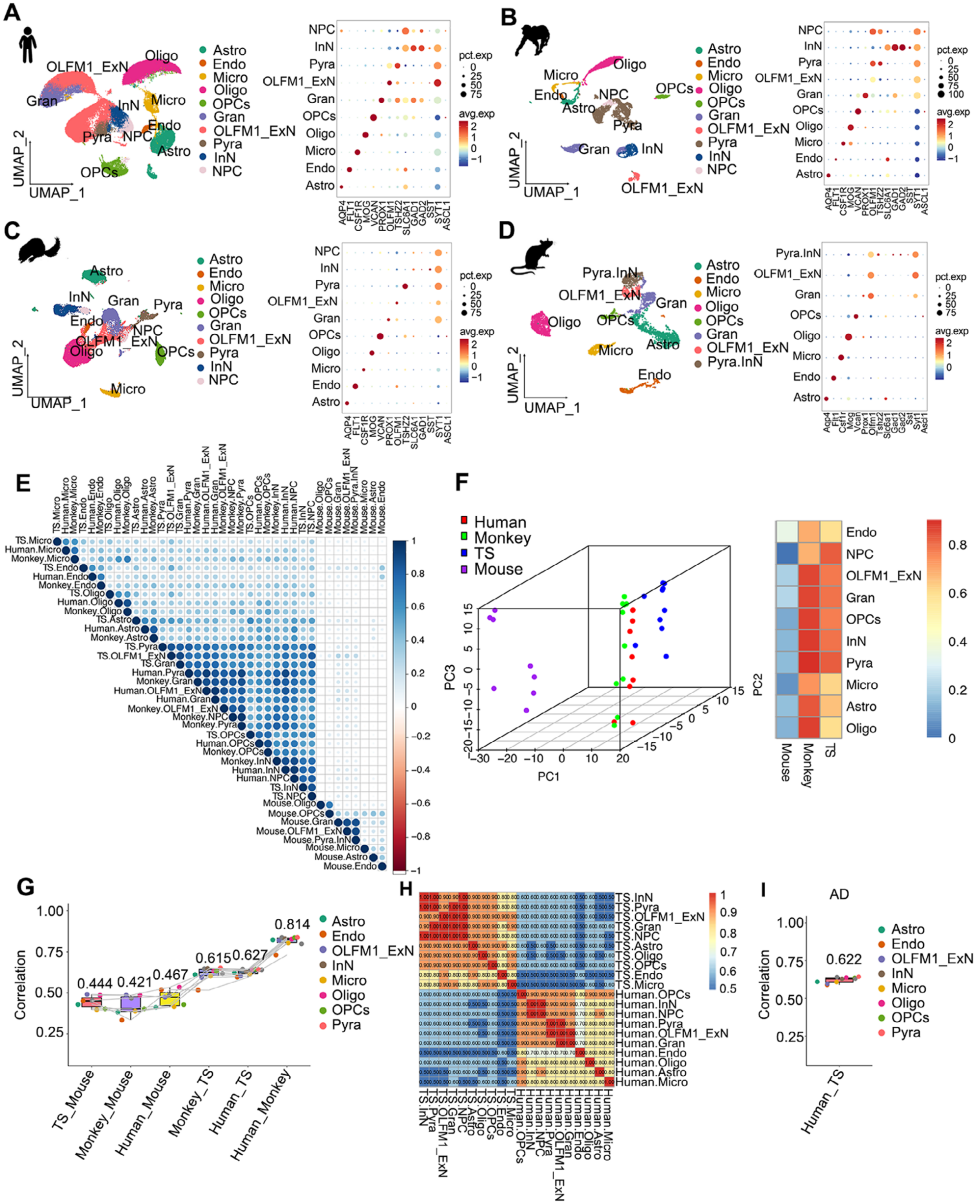
The cross‐species transcriptomic analysis among humans, monkeys, mice, and TSs. (A–D) UMAP visualizes major cell populations in TSs, humans, monkeys, and mice brains. (E) The correlation heatmap of transcriptomic expression in different cell types across species. (F) PCA plot of all cell types for each species, marked by different colors, human (red), monkey (green), TS (blue), mouse (purple). Each dot represents a specific cell type from each species (left). Pearson correlation analysis of all cell types of monkeys, TSs, and mice compared with human (right). (G) The histogram of correlation coefficients among four species. (H) The correlation heatmap of transcriptomic expression in different cell types of ALP TSs and AD humans. (I) The correlation coefficients between ALP TSs and AD humans. ALP, Alzheimer's‐like pathology; Astro, astrocytes; Endo, endothelial cells; Micro, microglia; Oligo, oligodendrocytes; OPCs, oligodendrocyte progenitor cells; Gran, dentate gyrus (DG) neurons; OLFM1_ExN, a subtype of excitatory neurons; Pyra, pyramidal neurons; InN, inhibitory neurons; NPC, neural progenitor cells; pct.exp., percentage expression; avg.exp., average expression.

### 2.9 Comparative Cellular and Molecular Features of Human and TS Hippocampus in AD

To compare the homogeneity and differences between TS and human hippocampal tissue in AD, we performed unified annotation and analysis of cell types in both species to ensure comparability. In the hippocampal tissues of TSs and humans, we identified ten common major cell types. Initially, we analyzed disease‐associated DEGs across different cell types separately (Figure 7A). This analysis revealed species‐conserved DEGs as well as species‐specific DEGs in both human and TS hippocampal tissues. 

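As a count that needs no threshold on p, the genes were tallied whose 3 ALP values did not overlap the 3 control values, which chance gives for 10% of genes on average. They made up 22.0% of the tested genes in Astro-like, 10.1% in Endo-like, 15.5% in Micro-like, 23.5% in Oligo-like, 18.8% in OPC-like, 22.6% in Gran-like, 19.3% in Pyra-like and 24.3% in InN-like nuclei. Genes of a library vary together, so a single split can lie far from 10% by chance. Other splits were not tallied, and a share above 10% is no test of a group effect. An unadjusted p under 0.05 was reached by 1722 genes in Astro-like, 563 in Micro-like, 2546 in Oligo-like, 1333 in OPC-like and 1896 in Gran-like nuclei. The human, monkey and mouse nuclei of this comparison were not analysed here.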

The conserved DEGs were predominantly expressed in nonDG_ExN, DG_ExN, InN, Astro, and Oligo cell types (Figure 7A). These conserved DEGs were enriched in biological processes related to the regulation of chemical synaptic transmission, trans‐synaptic signaling, dendritic spine development, and axon regeneration (Figure 7B), aligning with previous studies that highlight synaptic dysfunction as a core feature of AD and dementia [29, 30, 31, 32]. Imbalances in ExN and InN neuronal activity may lead to large‐scale network dysfunction in the human brain, which contributes to cognitive impairments, as observed in both humans and animal models [33, 34, 35]. 

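In TSs the ratio was taken per library as Gran-like, Pyra-like and other excitatory nuclei over InN-like nuclei. The other excitatory nuclei include those of clusters without a name that carry CAMK2A and SLC17A7, 1 cluster with 239 nuclei here and 8 clusters without the upper limit on genes. The control libraries held 1420, 208 and 436 excitatory and 439, 297 and 490 InN-like nuclei, and the ALP libraries 972, 1141 and 1019 excitatory and 470, 494 and 302 InN-like nuclei. The log2 ratio was 0.34 ± 1.19 in control and 1.34 ± 0.37 in ALP TSs (SD, n = 3 each), a difference of 1.00 (two-sided exact permutation p = 0.3). Control 1, with a log2 ratio of 1.69, lay within the ALP range of 1.05 to 1.75, while Control 2 (-0.51) and Control 3 (-0.17) lay below it. Without Control 1 the difference was 1.68, with no overlap. Without Control 2 the difference was smaller than with all libraries, and Control 1 still lay within the ALP range. The ratio depended most on the unnamed low-depth clusters, which carry CAMK2A in 26.3% of their thinned nuclei. Counted as excitatory, an alternative chosen after seeing the data, they gave log2 ratios of 1.60 ± 0.81 in control and 1.66 ± 0.33 in ALP TSs (SD, n = 3 each, exact permutation p = 0.9). With Gran-like and Pyra-like nuclei alone, also chosen after seeing the data, the difference was 1.21 (exact permutation p = 0.4). Without the upper limit on genes the log2 ratios were 0.95 ± 0.54 and 1.84 ± 0.34 (SD, n = 3 each, exact permutation p = 0.2). There a cluster of 151 nuclei led by RELN, KIT and LAMP5, much like an InN-like cluster among the nuclei kept, was named Gran-like and counted as excitatory. Counted as InN-like, which was chosen after seeing the data, it gave 0.88 ± 0.51 and 1.76 ± 0.32, without overlap (SD, n = 3 each, exact permutation p = 0.1). The human samples of Figure 7C were not analysed here.

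**Figure D5:**
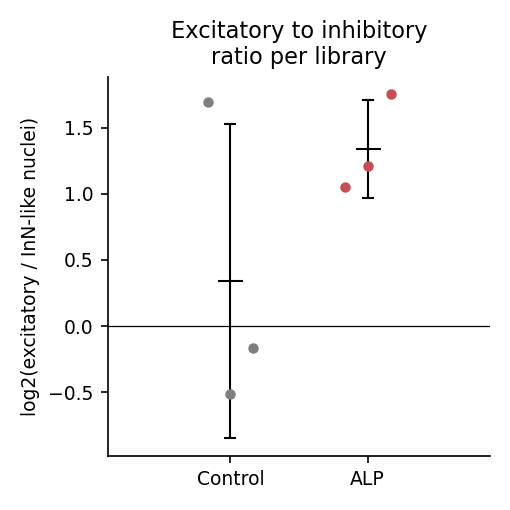
Log2 of the number of excitatory over InN-like nuclei (y axis) per library in the control and ALP groups (x axis), with 1 point per library and bars at the mean ± SD (n = 3). The 3 ALP points lie between 1.05 and 1.75, and the control points between -0.51 and 1.69.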

Our findings indicated an increased ExN/InN ratio in the hippocampal tissues of AD humans and ALP TSs (Figure 7C). This imbalance was observed not only in altered cell ratios but also in disrupted intercellular communication (described below). To further investigate subtype changes across cell types, we performed graph‐based sub‐clustering analysis on the seven main cell types in the human hippocampus (Figure 7D–J). Using human cell subtypes as a reference, we queried and annotated cell subtypes in TSs. Conserved sub‐clusters were observed, primarily in nonDG_ExN, InN, Oligo, and OPC subpopulations (Figure 7D,F–H). Differential gene expression and functional enrichment analyses on these conserved sub‐clusters in both species revealed consistent biological changes in nonDG_ExN3, nonDG_ExN9, and Oligo2 subtypes, including dysregulation of synaptic transmission and organization, Monamine uptake, and protein modification abnormalities (Figure 8A).

**FIGURE 7:**
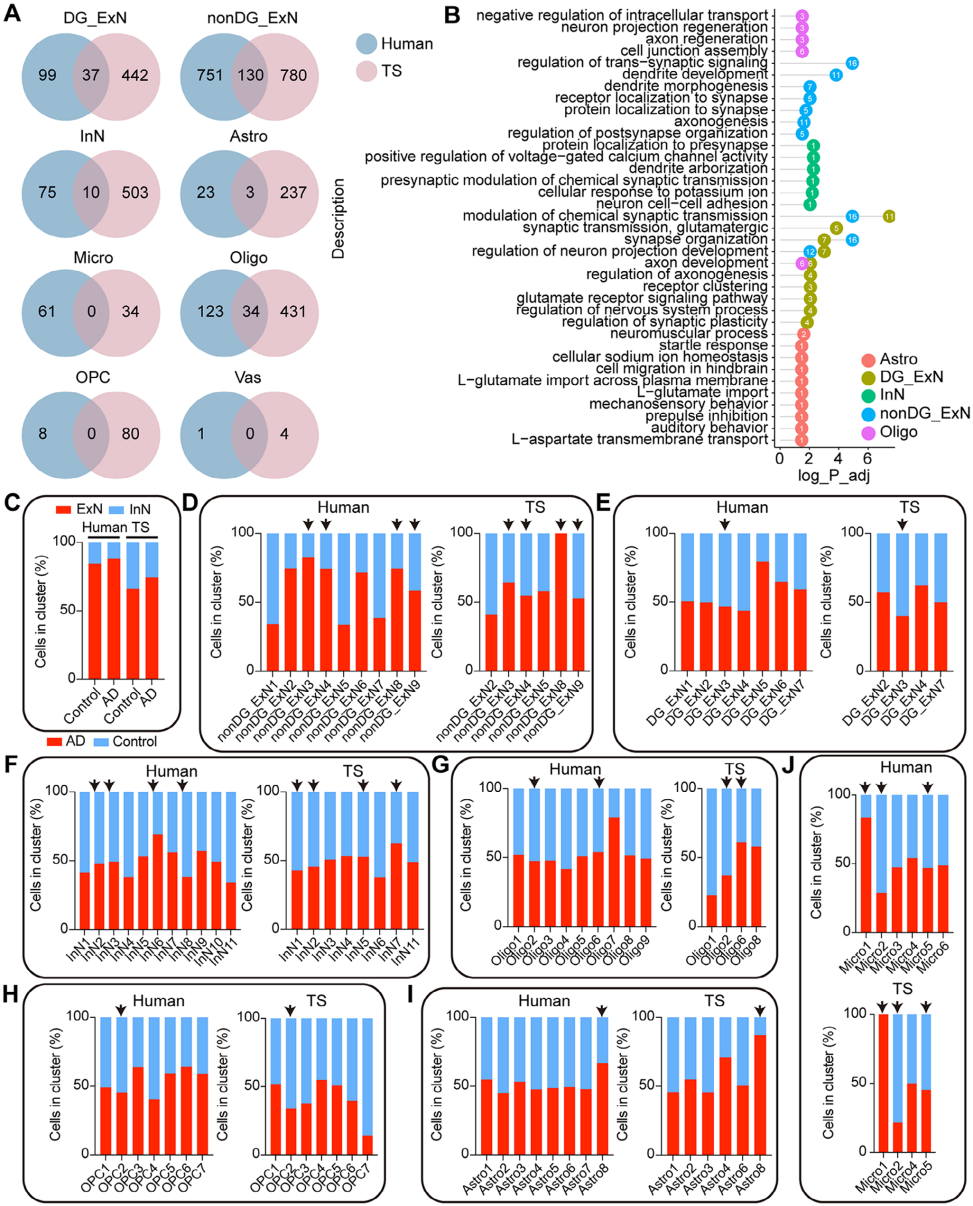
Comparative analysis of DEGs and cell proportion changes in the hippocampus of AD humans and ALP TSs. (A) Overlap of DEGs (FDR < 0.05, |log2FC| > 0.25) across different cell types in the hippocampus of humans and TSs. (B) Biological processes associated with the overlapping DEGs across species, highlighting key functional pathways involved. (C) Changes in the cell proportions of ExN and InN in hippocampal tissues from AD humans and ALP TSs, indicating alterations in ExN/InN balance. (D–J) Proportion changes in different cell subtypes in the hippocampus of AD humans and ALP TSs. Black arrows indicate consistent trends in cell proportion changes between humans and TSs. ALP, Alzheimer's‐like pathology; TSs, tree shrews.

**FIGURE 8:**
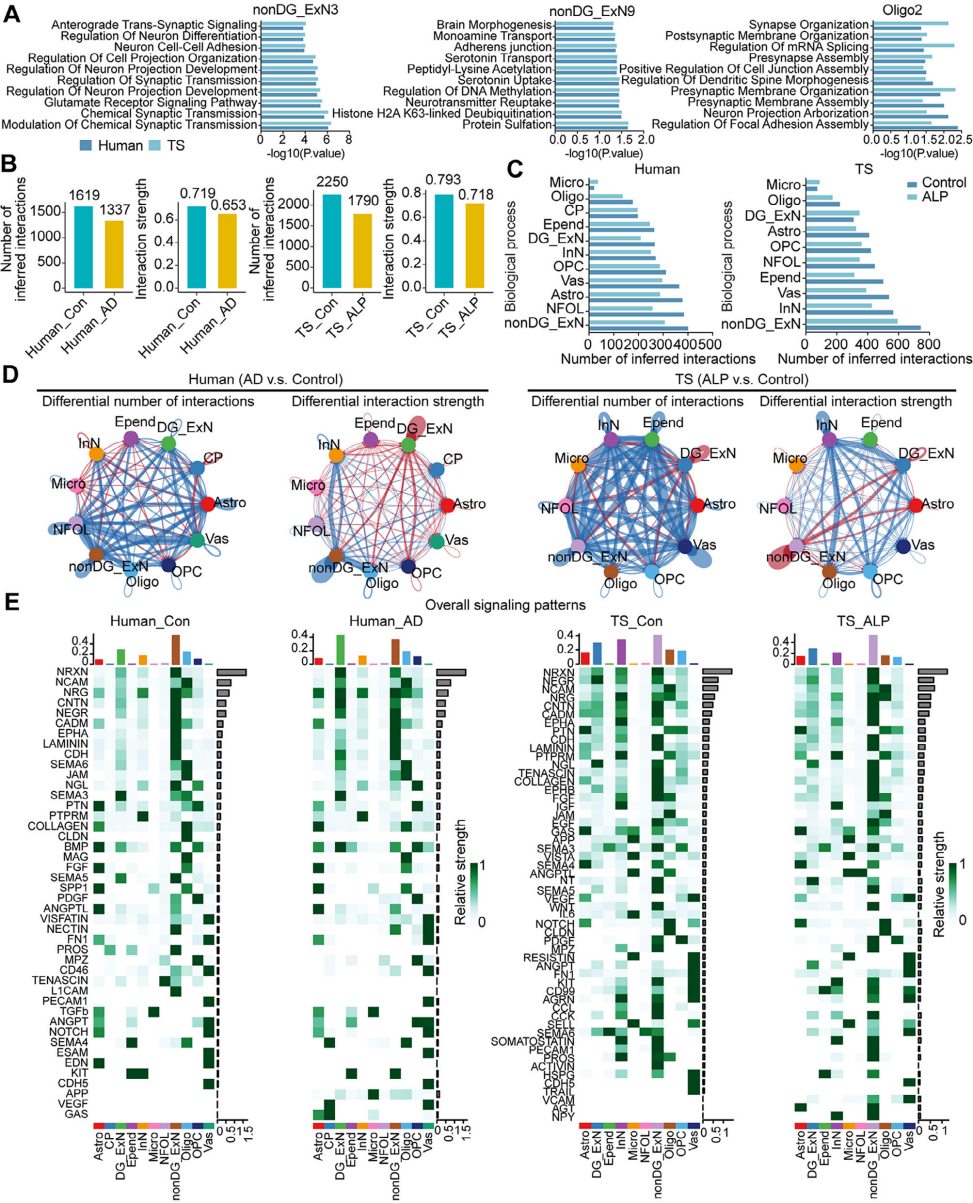
Comparative analysis of differential gene expression, cell communication, and signaling patterns in the hippocampus of AD humans and ALP TSs. (A) Functional enrichment analysis of DEGs in cell subclusters with conserved alteration trends in AD across humans and TSs, highlighting overlapping biological processes. (B) Changes in the overall number and strength of cell–cell communications in the hippocampus of humans and TSs during AD. (C) Variation in the number of cell–cell interactions across different cell types in the hippocampus of AD humans and ALP TSs. (D) Alterations in cell–cell communication patterns among various cell types in the hippocampus of AD humans and ALP TSs. (E) Comparative analysis of cell–cell signaling patterns between different cell types in the hippocampus of humans and TSs in the context of AD. ALP, Alzheimer's‐like pathology; TSs, tree shrews.

To analyze changes in cell–cell communication in the hippocampus, we conducted CellChat analyses for the primary cell types in both human and TS hippocampal tissues. At an overall level, both the number and strength of cell–cell interactions decreased in the hippocampus of AD humans and ALP TSs (Figure 8B), affecting most cell types (Figure 8C). Notably, the number of Micro‐related interactions significantly increased in both species (Figure 8C), indicating a conserved role of immune imbalance in AD pathogenesis. Additionally, DG_ExN‐related cell communication showed a significant decrease in interaction number but an increase in interaction strength in human AD hippocampus (Figure 8C,D). Conversely, in ALP TS hippocampus, DG_ExN‐related communication showed an increase in interaction number but a decrease in strength (Figure 8C,D). The overall signaling patterns in the hippocampus were similar between humans and TSs, with pathways such as NRXN, NCAM, NRG, CNTN, and NEGR showing the most pronounced expression, which are involved in synaptic function and cognitive resilience [36, 37, 38]. Interestingly, APP and GAS signaling pathways were significantly activated in human AD brain tissue (Figure 8E), consistent with prior reports linking abnormal activation of APP and cGAS to AD pathology and cognitive resilience changes [39, 40, 41, 42]. However, this activation was not prominent in the hippocampus of ALP TSs (Figure 8E). In contrast, VCAM signaling was notably activated in vascular‐associated cells in TSs (Figure 8E). 

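APP transcripts were compared in the TS nuclei, while signaling between cells was not inferred here. APP was called in 0 of the 8 classes, with log2 fold changes from -0.27 in Endo-like to 0.22 in InN-like nuclei, and in 0 of them was the unadjusted p under 0.05. Its smallest adjusted p, in InN-like nuclei, was 0.358 from edgeR's test with Benjamini-Hochberg adjustment. There APP had 471 ± 32.4 CPM in control and 547 ± 41.0 CPM in ALP TSs (SD, n = 3 each), higher in all 3 ALP libraries. In Astro-like, Oligo-like and OPC-like nuclei the log2 fold change lay between -0.09 and 0.04 and changed sign when single libraries were left out, for instance to -0.08 in Astro-like nuclei without ALP 2 and to 0.05 in Oligo-like and 0.09 in OPC-like nuclei without ALP 1.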

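VCAM1 had 6, 2 and 4 UMIs in the Endo-like nuclei of Control 1, 2 and 3, and 3, 13 and 6 UMIs in those of ALP 1, 2 and 3. These came from 305 control and 113 ALP nuclei, and the counts were too few to be tested.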

Studies have indicated that VCAM1, a protein that promotes vascular‐immune cell interactions, is significantly elevated in the plasma of elderly individuals and mice, leading to focal upregulation in hippocampal blood endothelial cells of aged mice. Deletion of VCAM1 can counteract the harmful effects of aged plasma on young brains, reversing microglial reactivity and cognitive deficits in aged mice [43].

## 3 Discussion

In this study, a comprehensive single‐nucleus transcriptome atlas of a specific brain region‐hippocampus in the natural aging‐inducing ALP TSs and age‐matched controls was presented. Distinct composition of 10 cell populations included Astro, Endo, Micro, Oligo, OPC, Gran, OLFM1_ExN, Pyra, InN, and NPC in ALP and control TSs, with notable changes observed in NPC, which exhibited significant differentiation potentials into different trajectories closely associated with AD pathological processes. The cross‐species analysis unveiled high similarities between ALP TSs and AD humans, underscoring the feasibility of using TSs as an effective model for simulating natural aging‐inducing Alzheimer's pathology. Together, our study for the first time provides a rich single‐nucleus transcriptomic resource for ALP TS hippocampus, and elicits a solid basis for novel disease model using TSs for its advantages in AD research.

Aging‐induced hippocampal decline leads to profound and inevitable impairment in cognitive abilities and vulnerability to neurodegenerative diseases like AD [44, 45]. Traditional genetically modified animal models like mice, have limitations in simulating natural aging processes. While nonhuman primates closely mimic human AD pathology, their use is constrained by ethical and logistical challenges. Just in search of a natural aging model for human AD conditions, our observations on natural aging TSs revealed that TSs underwent a natural aging process that leads to cognitive decline and neuropathological features resembling human AD, such as amyloid‐beta accumulation and tau pathology. The behavioral characteristics of TSs, including their reliance on complex social behaviors, allow for memory and cognitive testing paradigms that are more translatable to human AD symptoms. Previously, TS has been investigated in the aspects of genome, transcriptome, epigenome, and radiomics, and a basic structural and functional perception closely to human has been established [46, 47, 48, 49, 50]. However, the bulk data are intrinsically restricted in dissecting the heterogeneity and microenvironment of complex tissues. Our study found that TS shares higher transcriptomic similarity with humans and monkeys than with mice. The single‐nucleus transcriptome revealed conserved marker genes across cell types, with TSs showing significant similarities to humans in cellular composition and molecular characteristics. Although monkeys provide high genetic similarity to humans, TS offers practical advantages for longitudinal studies due to their lower maintenance requirements and natural aging‐induced pathology.

The complexity of AD hippocampus necessitates single‐cell‐level investigation to unravel its heterogeneity. Mounting existing sing‐cell resolution studies have provided insights into cell‐type abundance, age‐associated gene expression alterations, and molecular hallmarks of aging in the mouse and monkey hippocampus [51, 52, 53]. In the previous reports [54], the hippocampal cell populations were primarily constituted by neurogenic lineage cells (neural stem cells, transiently amplifying NPC cells, immature neurons, ExN, InN, oligodendrocyte lineage cells, and niche cells), oligodendrocyte lineage cells (OPC and Oligo), niche cells (T cells, Micro, Endo, pericytes, vascular leptomeningeal cells) [53]. Our study complements these findings by establishing a single‐nucleus atlas of TS hippocampus, revealing conserved cellular populations and novel insights into AD‐related alterations. For instance, the proportions of OLFM1_ExN populations were significantly reduced in ALP TSs. AD neurons involved a downregulation of genes associated with synaptic transmission (for example, SNAP25 and RIMS1) and learning [55], consistent with the observed reduction in OLFM1_ExN and Gran cells. These findings highlight impaired neurogenesis and excitatory synaptic signaling as key contributors to AD pathology. Interestingly, the proportions of NPC populations were larger in the hippocampus of ALP TSs. The risk analysis expanded the cell types that correlated with AD development, revealed that Gran, InN, OPCs, NPC, and Pyra had a high correlation with AD, giving a clue to new research direction for clinical treatment. Overall, we have captured a comprehensive landscape of cell types in the natural aging hippocampus of TSs.

Abnormal NPC proliferation and self‐renewal are associated with age‐related neurodegenerative diseases like AD [21]. Decreased NPC proliferation and self‐renewal occur under conditions such as aging, chronic stress, and central nervous system disorders and thereby may contribute to cognitive impairment [56, 57]. In this study, NPCs in ALP TSs showed increased abundance, with differentiation into three subpopulations: NPC_ExN, NPC_InN, and NPC_Astro. Astro played a pivotal role in activating Micro, by releasing NFκB, Ca^2+^, proteoglycans, TGFβ, and complement in mediating neuronal function and AD pathogenesis [58]. Differentiation of NPC into Astro might be entangled in the acceleration of AD progression. Interestingly, NPC_ExN accounted for a high proportion, and two subpopulations were differentiated from NPC_ExN: OLFM1_ExN and Gran, with decreased proportions in ALP TSs and enrichment in glutamatergic synapse pathway. Despite the increase of NPC_ExN in ALP TSs, the differentiation into the OLFM1_ExN cells was decreased in ALP groups, potentially owing to the retention of NPC_ExN without progressing to terminal differentiation. The differentiation into OLFM1_ExN, known for its role in regulating axonal growth and neural development [18], may be indicative of compensatory mechanisms attempting to counteract neurodegenerative processes. Meanwhile, the differentiation into Gran cells, which are implicated in hippocampal function [24, 25], might reflect disruptions in neurogenesis and synaptic integrity associated with cognitive decline in AD. These cellular changes suggest impaired neurogenesis and disrupted excitatory synaptic signaling, contributing to the cognitive and synaptic deficits observed in AD. We further verified glutamatergic‐response‐associated genes in the TS hippocampus, and confirmed the downregulation of DLGAP1, GRIK1, GRM5, ST6GALNAC5, and GRIN2A in the ALP group, confirming that ALP TSs presented weakened glutamate‐related neural signaling. Some reports revealed that the upregulation of glutamatergic‐response‐associated genes in the striatal tissue, enhanced excitatory synaptic transmission in neuronal cultures, and hyperactivity and increased stereotypies in mice [59]. The presence of AD‐related neuropathology contributes to changes in glutamate‐related neural signaling, which subsequently exacerbating an excitatory/inhibitory imbalance and resulting in increased epileptiform activity [60]. This corresponded to the reduction of OLFM1_ExN populations from snRNA‐seq data, and indicated that AD progression might be indispensable with reduction of ExN‐involved glutamatergic signaling. These findings emphasize the potential involvement of altered glutamatergic transmission in AD pathogenesis and highlight NPC_ExN‐derived subpopulations as critical components in understanding disease mechanisms.

Moreover, our analysis reveals a significant overlap in cellular and molecular changes between TSs and humans in the context of AD, underscoring the potential of TSs as a viable animal model for simulating human AD pathology. Both species demonstrated conserved differential gene expression in several key cell types, including nonDG_ExN, DG_ExN, InN, Astro, and Oligo, with these shared DEGs enriched in biological processes related to synaptic transmission, dendritic spine development, and axonal regeneration. These processes are known to play a critical role in AD progression, as synaptic dysfunction and structural abnormalities are hallmark features of AD pathology in humans [61, 62, 63]. Furthermore, our cell–cell communication analysis showed similar trends in overall interaction number and strength across both species’ hippocampal tissues. Specifically, the number of microglia‐related communications was notably increased in both TSs and humans with AD, highlighting a conserved immune imbalance associated with AD. Meanwhile, the overall signaling patterns remained largely conserved, with pathways such as NRXN, NCAM, NRG, CNTN, and NEGR showing significant expression in both species. Interestingly, VCAM signaling was activated in TS vascular cells, which aligns with findings linking VCAM1 to immune response in aging [43]. These findings demonstrate the cellular and molecular consistency between TSs and humans in key aspects of AD pathology, supporting the feasibility of using TS as an animal model for AD. The conserved pathways and cell communication patterns underscore the translational relevance of TSs in studying the underlying mechanisms of AD, potentially enabling the development of therapeutic strategies targeting similar pathological processes in human AD.

Collectively, this study presents a high‐resolution single‐nucleus transcriptomic atlas of the hippocampus in natural aging‐induced ALP TSs, revealing key insights into cellular composition, molecular characteristics, and AD‐related alterations. Notably, the differences in NPC differentiation highlight their importance in AD pathology, suggesting new therapeutic directions. Cross‐species analysis further demonstrated the strong similarity between ALP TSs and human AD, reinforcing TS as a valuable model for studying natural aging‐induced AD. This research establishes TS as a powerful tool for exploring disease mechanisms and potential treatments. However, limitations include the lack of functional validation for key cell types and pathways, and the absence of proteomic or epigenomic data. Additionally, further exploration of sex‐specific differences and cross‐species variations in brain structure is needed to improve the translational value of TS as an AD model.

## 4 Materials and Methods

### 4.1 Animals

A total of 324 TSs aged 5–6 years (140 ± 10 g) were provided by the Animal Center of Kunming Medical University (No. SYXK(Dian)K2020‐0004). Previous published papers defined adult TSs (aged 15–18 months) and aged TSs (aged 6 years or older, ≥72 months) [46, 64]. They were housed in individual dams under a 12‐hour light/dark cycle, with free access to food and water throughout the study. Based on pipeline maze evaluations, 20 TSs were selected and arranged into two groups: ALP group (*n* = 10, TSs with cognitive deficits due to natural senescence) and control group (*n* = 10, age‐matched healthy controls). Of them, 12 TSs (6 per group) were selected for the later behavioral and immunostaining experiments. Detailed information of animals used in this study was provided in Table S1. This study was approved by the Animal Care & Welfare Committee of Kunming Medical University (No. KMMU2020001) and all procedures were carried out in accordance with the Guide for the Care and Use of Laboratory Animals of National Institute of Health.

### 4.2 T2WI and DWI of the TS Brain

TSs were anesthetized with isoflurane, monitored for heart rate, respiratory rate, and temperature, then imaged using a 7.0 T NMR scanner (BioSpec 70/30 USR; Bruker, Germany). EPI scans were performed (TE/TR = 17.766/2000 ms, layer thickness = 1 mm, matrix = 128 × 128, FOV = 3.5 cm × 3.5 cm, volumes = 160). Data were converted from DICOM to nifi format and analyzed with iTK‐SNAP for ROI and volume measurements. 3D reconstructions were done using Surf‐Ice and BrainNet Viewer. T2 images were segmented for gray matter, white matter, and cerebrospinal fluid with SPM12. Apparent diffusion coefficient (ADC) values from DWI were calculated using ParaVision_6.0.1.

### 4.3 Sample Harvest

After imaging, TSs were anesthetized and perfused with 150 mL saline. Brain tissues (cortex and hippocampus) were collected and stored at −80°C for snRNA‐seq and PCR. For immunohistochemistry, Nissl, and immunofluorescent staining, tissues were fixed in 4% paraformaldehyde for 72 h, then dehydrated and embedded in paraffin or frozen. Sections (5 µm for paraffin, 15 µm for frozen) were baked and stored accordingly.

### 4.4 Histological Staining

Histological staining was carried out following established protocols. A detailed description of the staining methods, including the reagents used and the steps involved, is included in Supporting Information. Detailed antibody information is provided in Table S8.

### 4.5 Real‐Time Quantitative PCR

RT‐qPCR was used to verify the differential expression of key genes (DLGAP1, GRIK1, GRM5, ST6GALNAC5, and GRIN2A) identified in transcriptomic analysis. Total RNA was extracted from hippocampal tissue using RNAiso Plus (TaKaRa, Japan) and reverse transcribed into cDNA using RevertAid First Strand cDNA Synthesis Kit (Thermo, USA). PCR amplification was performed using a CFX96 Real‐Time System (Bio‐Rad, USA). The expression levels were normalized to GAPDH using the 2^‐ΔΔCT^ method. Primer sequences are listed in Table S9.

### 4.6 SnRNA‐seq and Data Processing

Hippocampal tissues from three ALP and three control TSs were collected. The reference genome for TS was downloaded (http://ww.treeshrewdb.org/download.html). Raw snRNA‐seq data were processed with CellRanger v.3.1.0, and matrices were analyzed using Seurat (v.4.0). Cells with over 2500 genes, fewer than 200 genes, or more than 5% mitochondrial content were excluded. Data were normalized, scaled, and the top 2000 most variable genes were selected. Principal components were computed, and clustering analysis was performed with a resolution of 2. Uniform Manifold Approximation and Projection (UMAP) was used for visualization [23, 65–67].

### 4.7 Gene Set Score Analysis

Risk genes associated with dementia, AD, learning disorders, memory disorders, FTD, and epilepsy were obtained from the DisGeNET database (https://www.disgenet.org/home/). Human gene sets were mapped to TS genes using homologous gene mapping, including KEGG pathway gene sets. Gene expression scores for these sets were calculated using the “AddModuleScore” function in the Seurat R package. Comparisons of gene expression scores and distributions between the ALP and control groups were performed using the Mann–Whitney *U* test (Wilcoxon rank‐sum test). Genes with statistically significant differences (*p* < 0.05) were identified and reported.

### 4.8 TF Activity Inference

To explore the variation of TF activity between ALP and control groups for TSs, the Dorothea package (https://saezlab.github.io/dorothea/) of R was used to infer TF activity. The top 45 genes with highly variable scores for ALP or control groups (*n* = 90 TFs in total) were displayed for visualization.

### 4.9 Cross‐Species Analysis Among TSs, Humans, Monkeys, and Mice

To perform cross‐species analysis among TSs, human, monkeys (*Macaca mulatta*), and mice, three snRNA‐seq datasets including GSE198323 (human), GSE163737 (monkey), and GSE101901 (mouse) were downloaded from gene expression omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/). GSE198323 comprises 10 controls and seven AD human, GSE163737 comprises one aging monkey, and GSE101901 contains three mice. Only used the one‐by‐one orthologous genes of TSs (*n* = 21,261), human (*n* = 32,614), monkeys (*n* = 18,908), and mice (*n* = 17,621) were used for cross‐species comparison analysis. Only orthologous genes were used for cross‐species comparison. Data were integrated using Seurat's reciprocal PCA method. Cell‐type clustering and marker gene identification were performed as described above. Cell‐type similarity across species was assessed using the MetaNeighbor package, and Spearman's rank correlations were calculated for gene expression in each subpopulation. PCA and Pearson's correlation analysis were performed using R.

### 4.10 Integration Analysis Between Human and TSs

Human and TS scRNA‐seq data were integrated using Seurat (v4.2.0) [68]. We first integrated human cells (including control and AD brain cells) with TS cells in our companion study. Shared variable genes, selected by “SelectIntegrationFeatures()” function, were used for identifying anchors using “FindIntegrationAnchors().” The two datasets were then integrated together with the “IntegrateData()” function. To visualize all the cells together, we then project the all cells into this UMAP structure of human using “MapQuery()” and “TransferData()” function.

### 4.11 DEG Analysis Using Linear Mixed‐Model Regression

To identify genes differentially expressed in ALP TSs compared with control samples per cell type, *p* values were calculated and FDR‐corrected using Model‐based Analysis of Single‐cell Transcriptomics (MAST). All nuclei from three control and three ALP samples for corresponding cell types were used (Table S2). MAST was used to perform zero‐inflated regression analysis by fitting a linear mixed model. To exclude gene expression changes stemming from confounders, such as sex, unique molecular identifier (UMI), fractions of ribosomal and mitochondrial transcripts, the following model was fit with MAST:

$$\begin{array}{c} \mathrm{zlm}(∼\mathrm{group}+\mathrm{nCount}\_\mathrm{RNA}+\mathrm{percent}.\mathrm{mt}+\mathrm{percent}.\mathrm{rb}\\ +\;\mathrm{Sex},\mathrm{sca},\mathrm{method}=\mathrm{glmer},\mathrm{ebayes}=T) \end{array}$$

where percent.rb is ribosomal RNA fraction and percent.mt is mitochondrial RNA fraction.

### 4.12 Statistical Analysis

The sequencing data were analyzed using R software and Cell Ranger v3.1.0. All statistical analysis was carried out using the SPSS 21.0 software. Spearman correlation analysis was employed to analyze correlation of the transcriptome among humans, monkeys, mice, and TSs. Independent sample *t*‐test was used for comparison between two groups, and the data were expressed as the mean ± standard deviation. ^*^ *p* < 0.05 was considered to be statistically significant.

## Author Contributions

**Ting‐Hua Wang, Liu‐Lin Xiong, and Xiao‐He Tian**: conceptualization and supervision. **Liu‐Lin Xiong, Rong He, and Ruo‐Lan Du**: methodology. **Ruo‐Lan Du, Rui‐Ze Niu, Li‐Ren Huangfu, Yong‐Ping Li, Jing Li, and Lu‐Lu Xue**: investigation. **Li‐Ren Huangfu, Qiu‐Xia Xiao, Lu‐Lu Xue, Chang‐Yin Yu, and Si‐Min Zhang**: visualization. **Ruo‐Lan Du, Rui‐Ze Niu, and Li Chen**: writing – original draft. **Liu‐Lin Xiong, Ting‐Hua Wang, and Xiao‐He Tian**: writing – review and editing. All authors have read and approved the final manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Ethics Statement

This study was approved by the Animal Care & Welfare Committee of Kunming Medical University (No. KMMU2020001) and all procedures were carried out in accordance with the Guide for the Care and Use of Laboratory Animals of National Institute of Health.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

The raw sequence data reported in this paper have been deposited in the Gene Expression Ominibus of National Center for Biotechnology Information, under accession number GSE235838 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235838.

# Supplementary material for: A Single‐Nucleus Transcriptomic Atlas Reveals Cellular and Genetic Characteristics of Alzheimer's‐Like Pathology in Aging Tree Shrews
**Source:** MedComm (2020). 2025 Mar 15;6(4):e70114. doi: 10.1002/mco2.70114
**Supplement:** Supplementary file 2 — Supporting Information

Supplementary Materials for

**A single-nucleus transcriptomic atlas reveals cellular and genetic characteristics of Alzheimer's-like pathology in aging tree shrews**

Liu-Lin Xiong *et al.*

**This PDF file includes:**

Figure S1 to S8

Captions of Table S1 to S9

Materials and methods

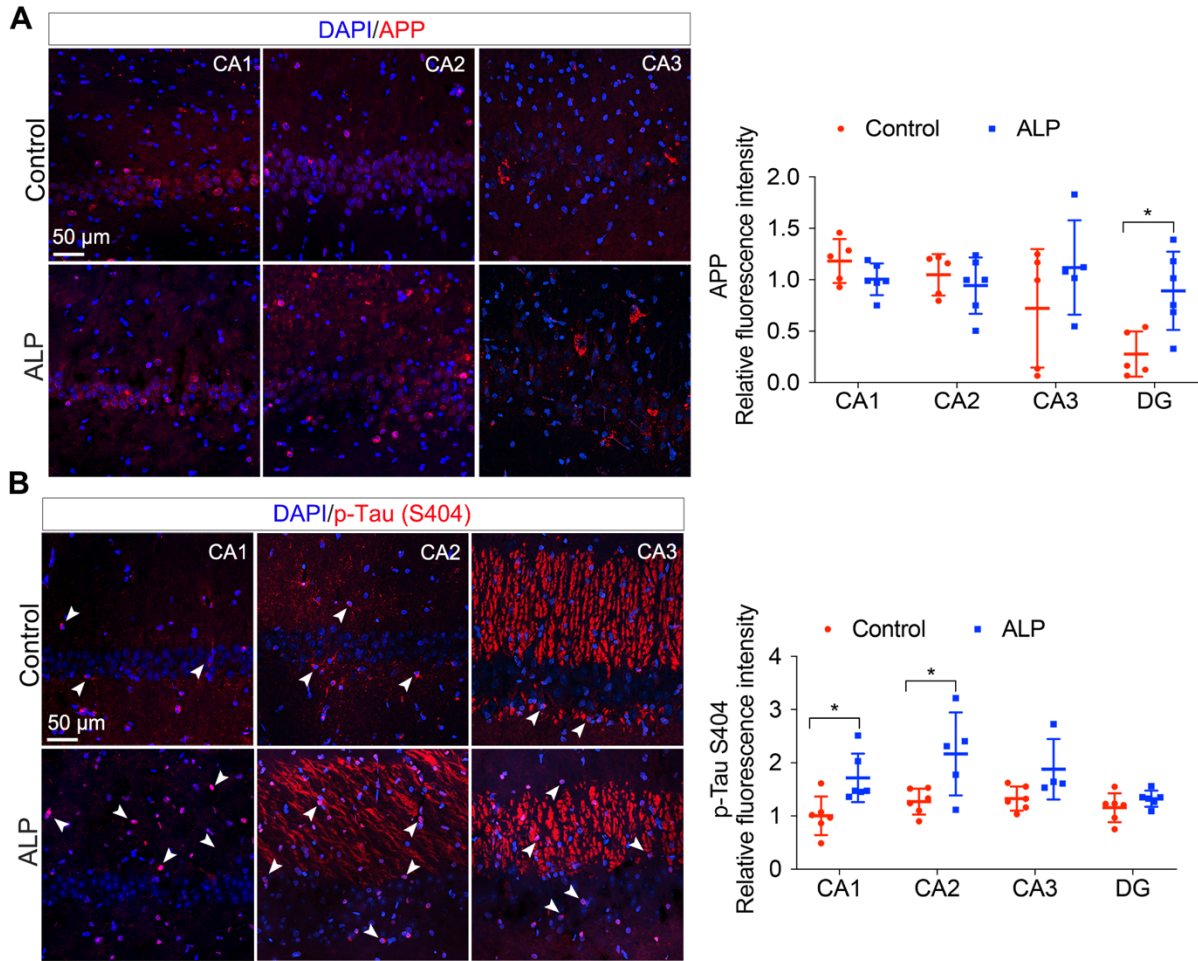

**Figure S1 Immunostaining identified the ALP pathology in hippocampal CA areas.** (A-B) Immunostaining images shows the levels of APP and phosphorylated Tau in the hippocampal CA areas of ALP and Control TS. Scale bar = 50 $\mu$ m. Quantification of fluorescence intensity of APP and S404 in the hippocampal CA1, CA2, CA3 and DG areas. Dots represent the value of quantification for individual subjects. N = 6/group, independent-samples *t* test, \**p* < 0.05. APP, amyloid precursor protein; p-Tau, phosphorylated Tau; ALP, Alzheimer's-like pathology.

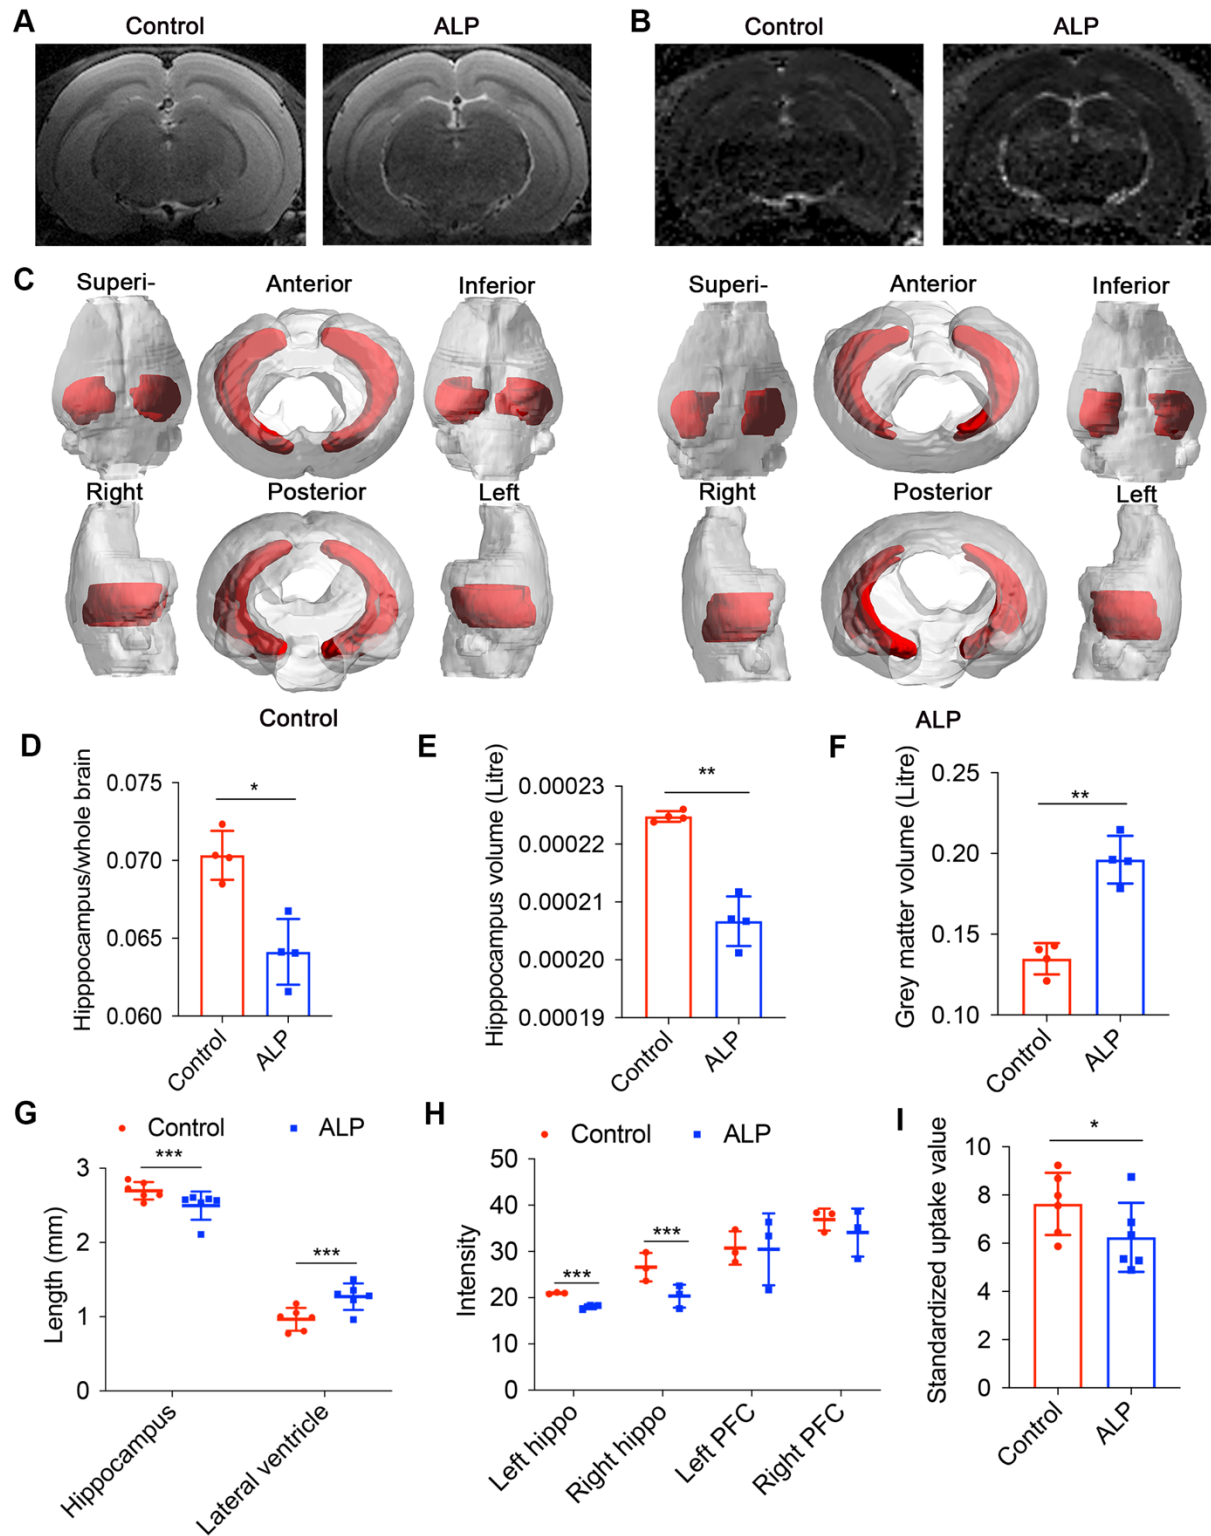

**Figure S2 Imaging examination identification of AD pathology in natural aging-inducing ALP TS.** (A) The T2-weighted imaging (T2WI) of coronal brain sections between Control and ALP groups. (B) The diffusion-weighted imaging (DWI) of coronal brain sections between

Control and ALP groups. (C) The 3D reconstruction of brains from Control and ALP TS, showing superior, inferior, anterior, posterior, right and left perspectives. Red highlights denote the hippocampus. (D-F) Comparison of white matter volume, hippocampal/whole brain ratio, and grey matter volume between Control and ALP groups. (G) Comparison of hippocampal and lateral cerebral ventricle lengths in ALP and Control groups. (H) The signal intensity measurements of the hippocampus and prefrontal lobe in ALP and Control groups. (I) The standard uptake volume of whole brains in ALP and Control TS detected by PET-CT. Quantification Dots represent the value of individual subjects (D-I). N = 4-6/group, independent-samples *t* test, \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. ALP, Alzheimer's-like pathology; Hippo: hippocampus; PFC: prefrontal lobe.

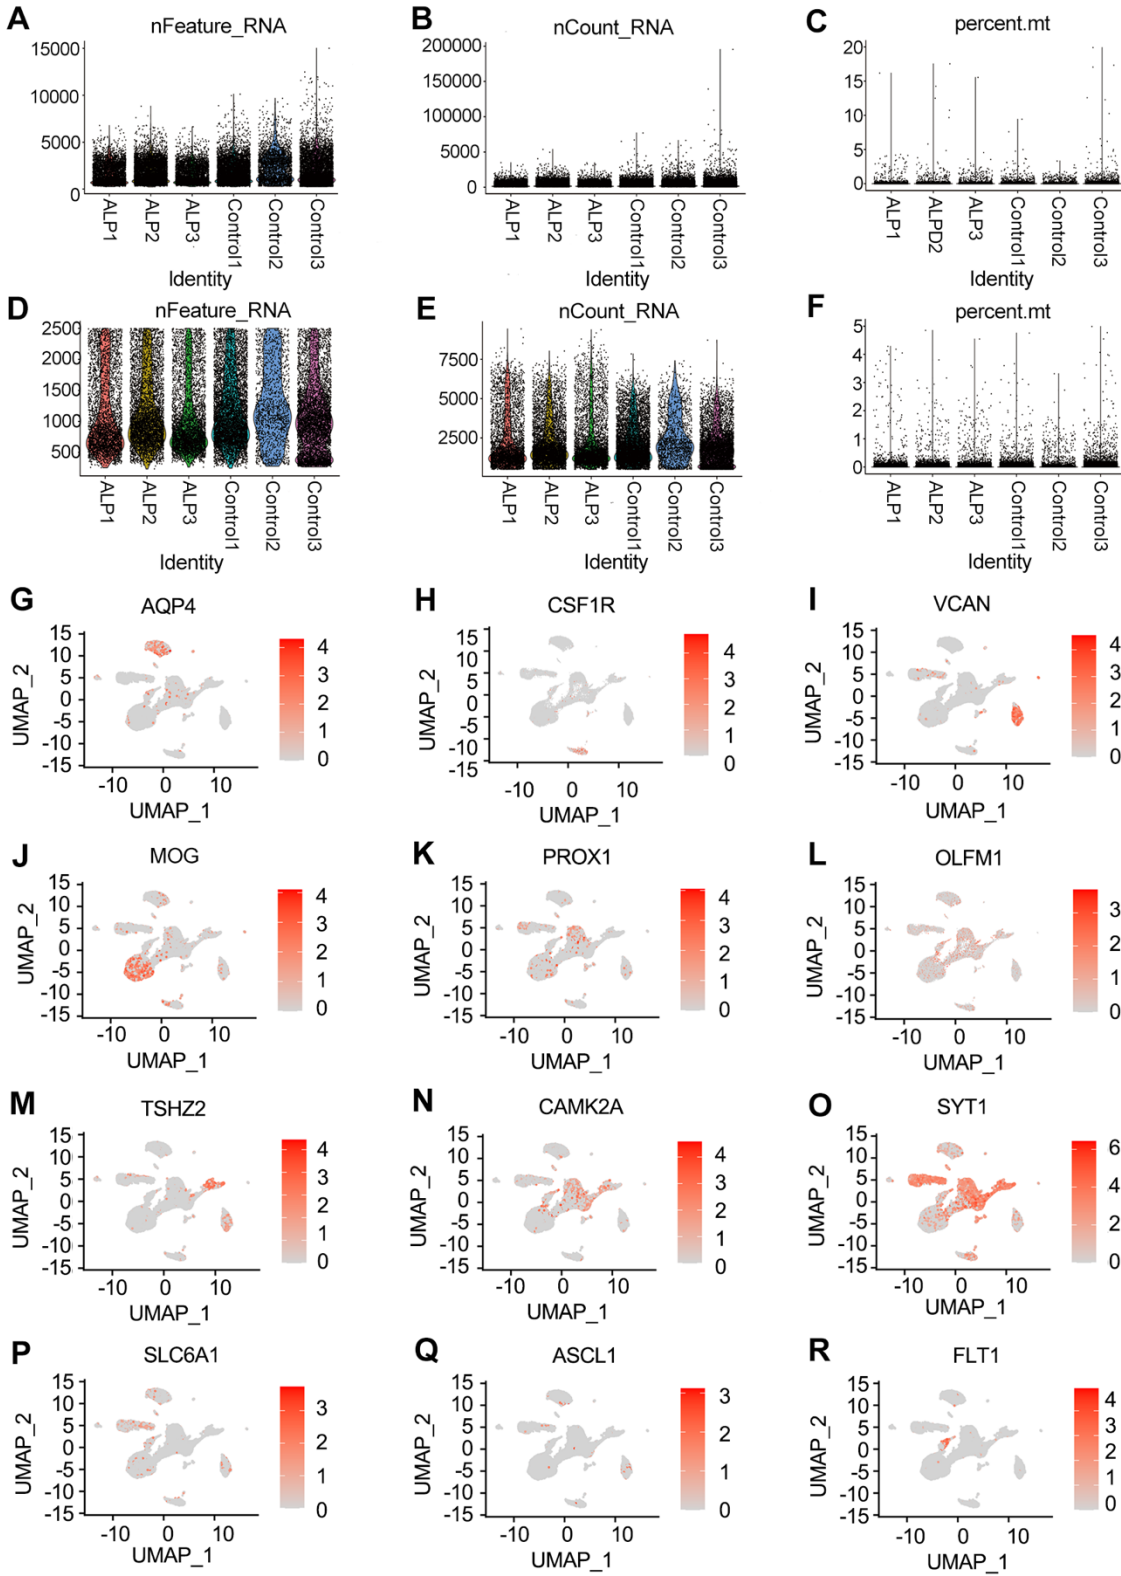

**Figure S3 Quality control and marker genes of identified cell populations.**

(A) Violin plot for the number of mRNAs for each sample before quality control. (B) Violin plot for the reads of mRNAs for each sample before quality control. (C) Violin plot for the

percentage of mitochondrial genes for each sample before quality control. (D) Violin plot for the number of mRNAs for each sample after quality control. (E) Violin plot for the reads of mRNA for each sample after quality control. (F) Violin plot for the percentage of mitochondrial genes for each sample after quality control. (G-O) UMAP plot for the distribution of specific cell-type marker genes. ALP, Alzheimer's-like pathology; UMAP, uniform manifold approximation and projection.

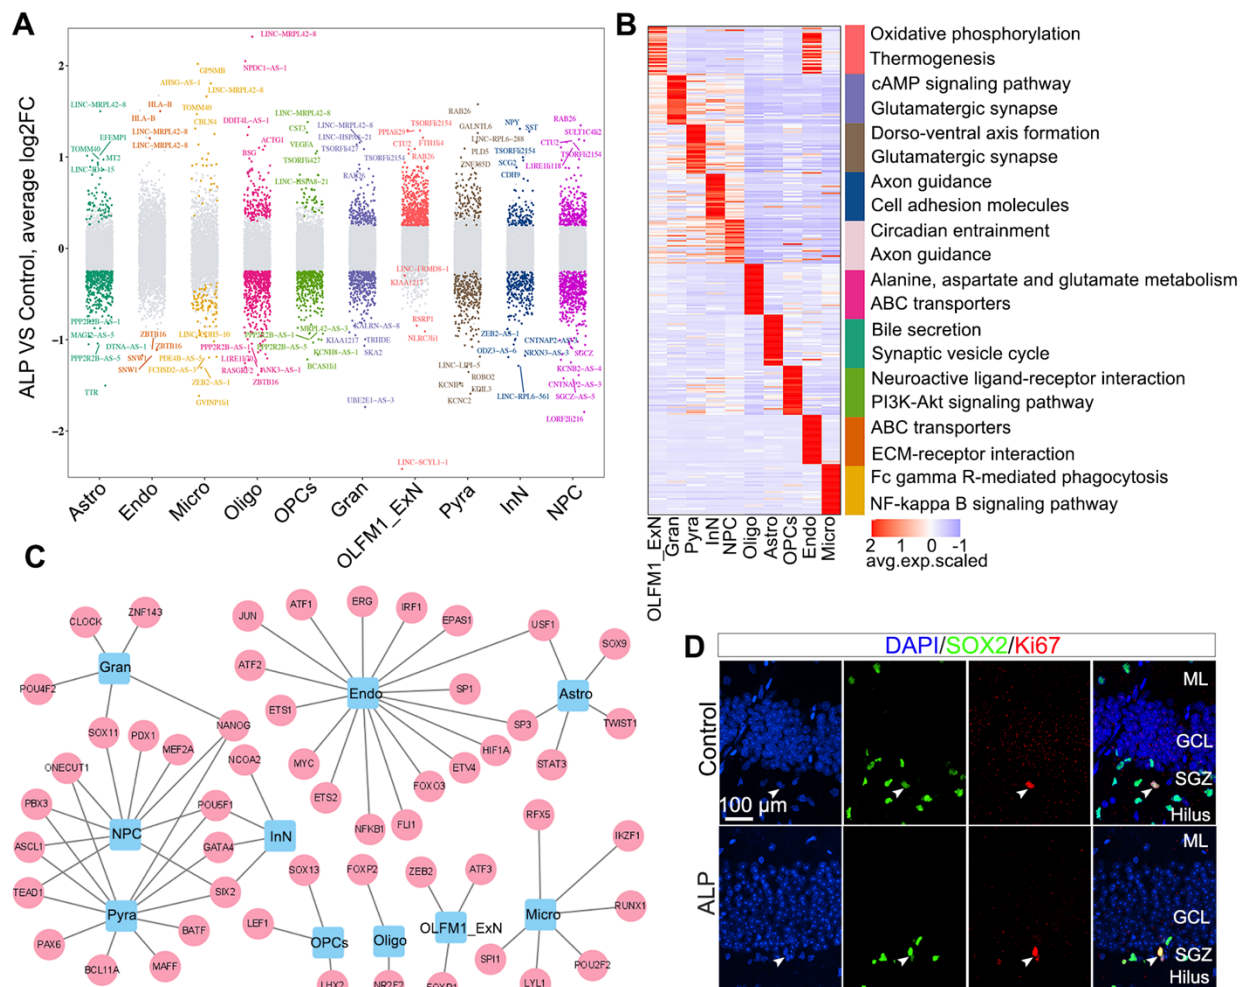

**Figure S4 Comparison of cellular differential expression and biological functions between ALP and Control hippocampus.**

(A) The volcano map shows DEGs in 10 cell populations, and the most up-regulated and down-regulated 5 genes were marked out. (B) The significant pathways from top 20 terms enriched in 10 cell populations. (C) The interaction network of transcription factors in different cell populations. (D) Immunostaining images identified the proliferation of NPC (SOX2<sup>+</sup>Ki67<sup>+</sup>) cells in the hippocampus of ALP and Control TS. N = 5/group. Scale bar = 100  $\mu$ m. White arrows indicate the positive cells. ALP, Alzheimer's-like pathology; Astro: Astrocytes; Endo: endothelial cells; Micro: microglia; Oligo: oligodendrocytes; OPCs: Oligodendrocyte progenitor cells; Gran: dentate gyrus (DG) neurons; OLFM1\_ExN: a subtype of excitatory neurons; Pyra: pyramidal neurons; InN: inhibitory neurons; NPC: neural progenitor cells; avg.exp., average expression; ML, molecular layer; GCL, Granular Cell Layer; SGZ, subgranular zone.

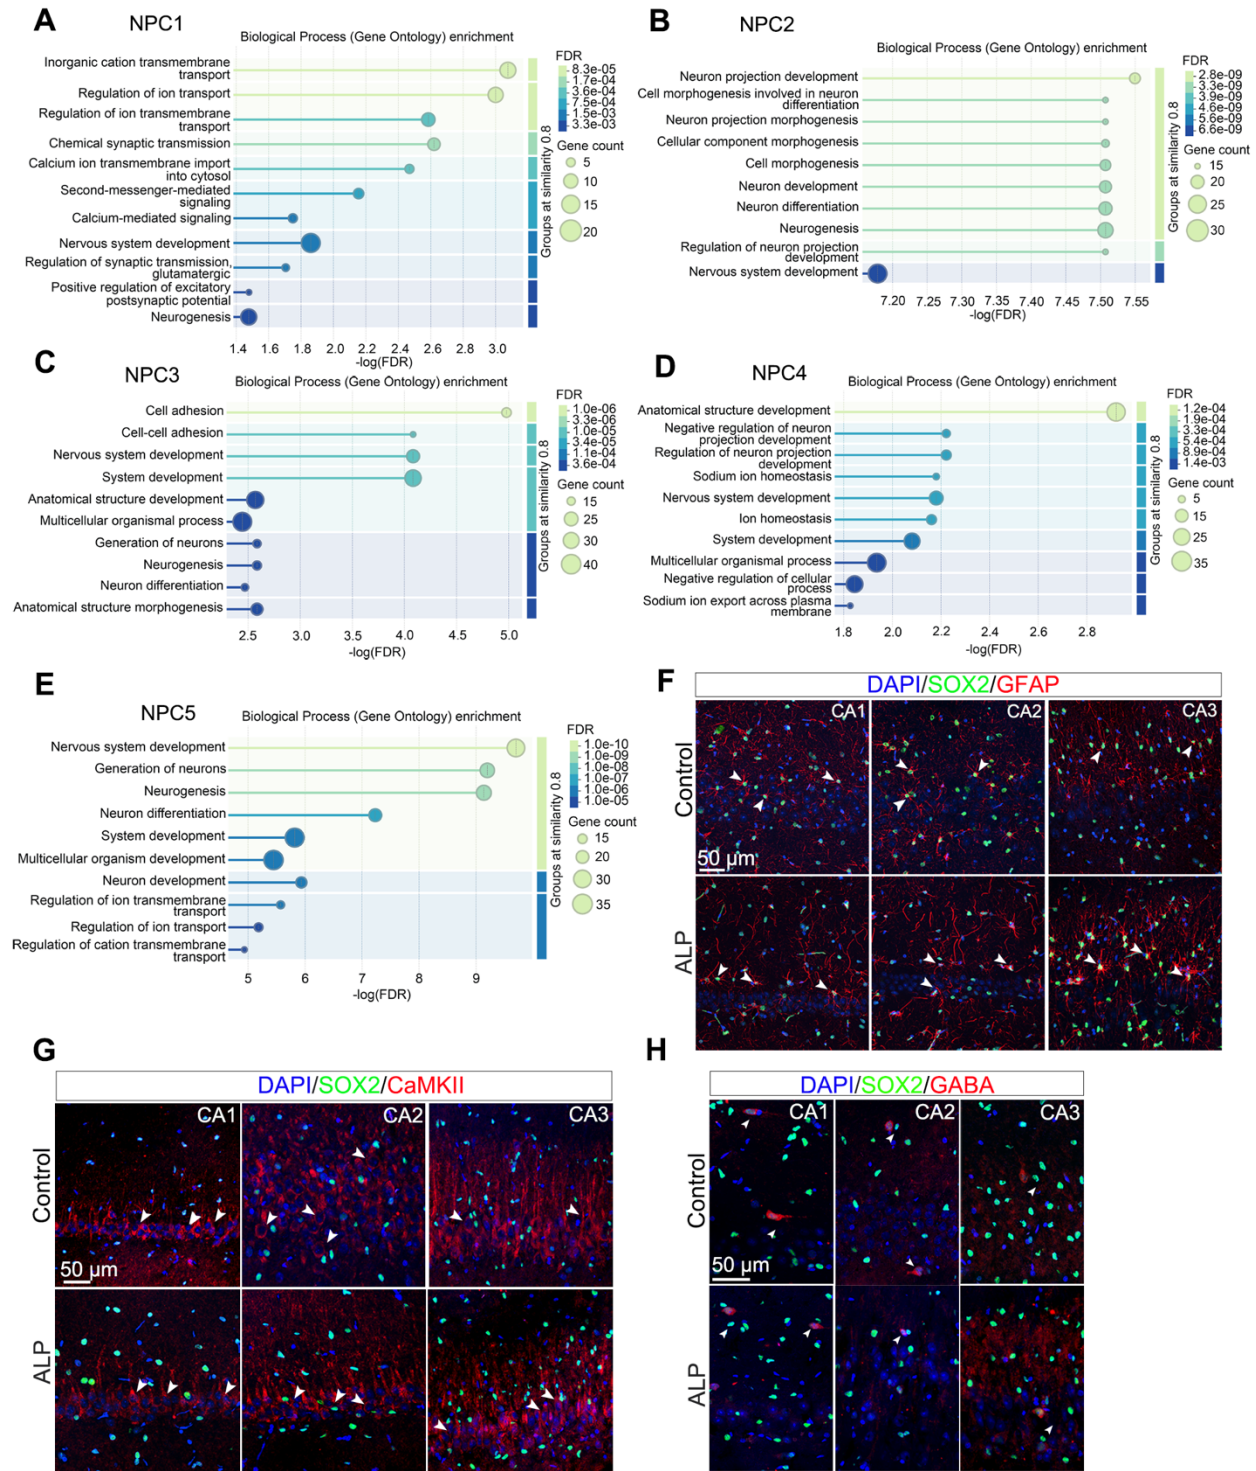

**Figure S5 GO enrichment analysis and immunostaining of NPC subpopulations in hippocampus of ALP and Control TS.** (A-E) Gene Ontology Biological Process (GO-BP) enrichment analysis for the five subtypes of NPCs between ALP and Control groups. The expression of Pyra and NPC in hippocampal CA1 and CA2 areas of ALP and Control TS. (F-H) The expression of (F) NPC\_Astro, (G) Pyra and (H) NPC\_InN cells in hippocampal CA1, CA2

and CA3 areas of ALP and Control TS. Scale bar = 50  $\mu\text{m}$ . N = 5/group. White arrows indicate the positive cells; ALP, Alzheimer's-like pathology.

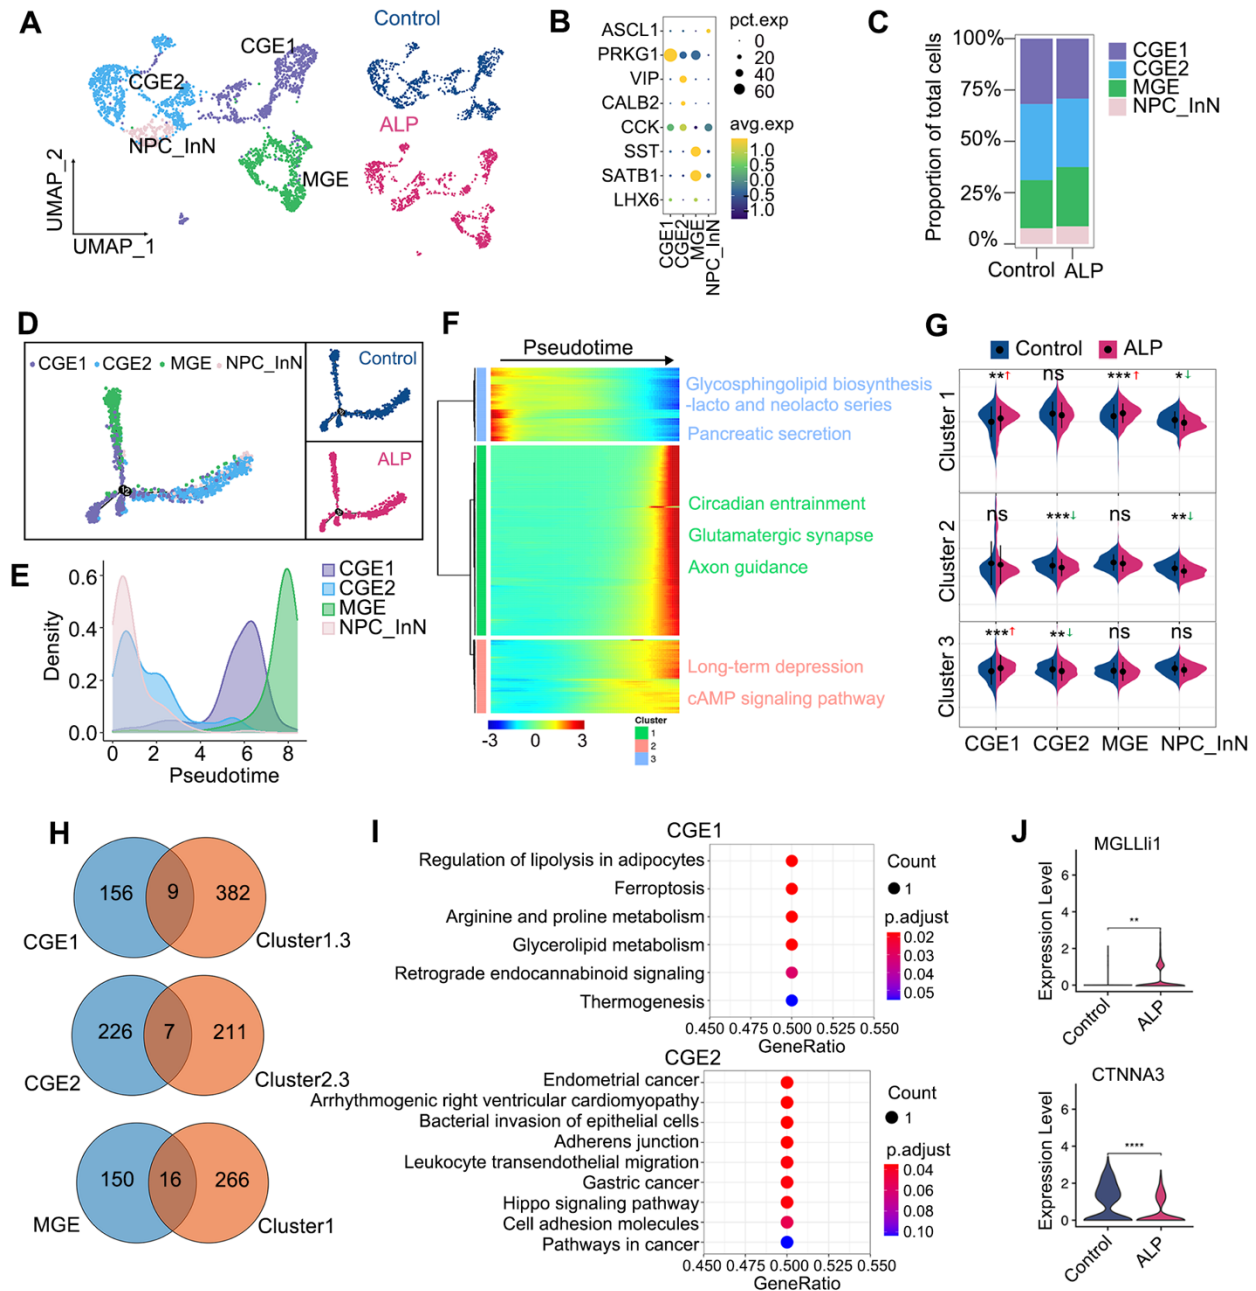

**Figure S6 The development trajectory of InN subpopulations.**

(A) UMAP plot of NPC\_InN and InN cell subpopulation. (B) The marker genes of InN cell subpopulation. (C) The proportions of NPC\_InN and three subpopulations in ALP and Control group. (D) Pseudo-time analysis of NPC\_InN and InN subpopulations. (E) The proportion changes of each cell populations with time proceeding. (F) The expression level and functional enrichment of pseudo-time DEGs. DEGs were divided into three clusters with their expression mode and enrichment pathways. (G) The violin map showed enrichment comparison of each gene set in different cell types. Red arrows indicate upregulated enrichment. Green arrows indicate downregulated enrichment. (H) The Venn Map showed the genetic intersection between DEGs of

4 clusters and DEGs related to AD in InN cell subpopulation. (I) The KEGG pathways analysis of the up-regulated DEGs in CGE1 and the down-regulated DEGs in CGE1 and MGE. (J) The expression of the up-regulated DEGs in CGE1 and the down-regulated DEGs in CGE1 and MGE.  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ,  $****p < 0.0001$ . ALP, Alzheimer's-like pathology; NPC\_InN: neural progenitor cells with inhibitory neuron differentiation potential; pct.exp., percentage expression; avg.exp., average expression.

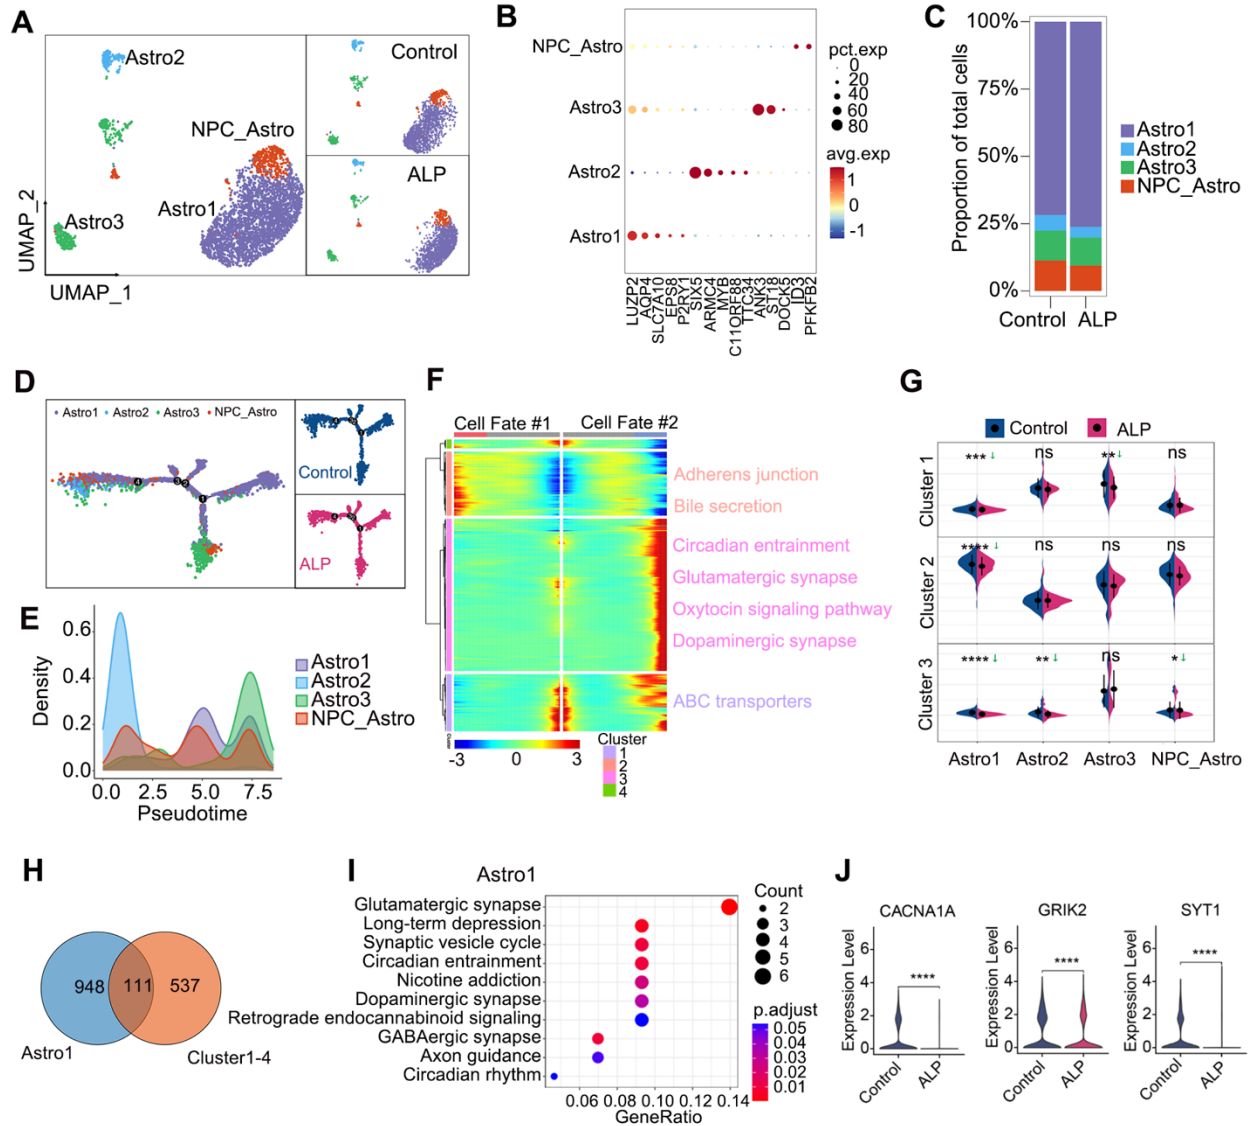

**Figure S7 Astro subpopulations characteristics in ALP TS**

(A) UMAP plot of NPC\_Astro and Astro cell subpopulation. (B) The marker genes of Astro cell subpopulation. (C) The proportion of NPC\_Astro and Astro subpopulations in ALP and Control group. (D) Pseudo-time analysis of NPC\_Astro and Astro subpopulations. (E) The proportional changes of each cell populations with time. (F) The expression level and functional enrichment of pseudo-time DEGs. The DEGs were divided into four clusters with their expression mode and enrichment pathways. (G) The violin map showed enrichment of each gene set across 4 cell subtypes. Red arrows indicate upregulated enrichment. Green arrows indicate downregulated enrichment. (H) The Venn map shows the gene intersection between pseudo-time DEGs of 4 clusters and DEGs related to AD in Astro1 cell subpopulation. (I) The KEGG pathways of the up-regulated DEGs in Astro1 and the down-regulated DEGs in Astro1. (J) The expression of the up-regulated DEGs in Astro1 and the down-regulated DEGs in Astro1 and Astro3.  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ,  $****p < 0.0001$ . NPC\_Astro: neural progenitor cells with astrocyte

differentiation potential; ALP, Alzheimer's-like pathology; pct.exp., percentage expression; avg.exp., average expression.

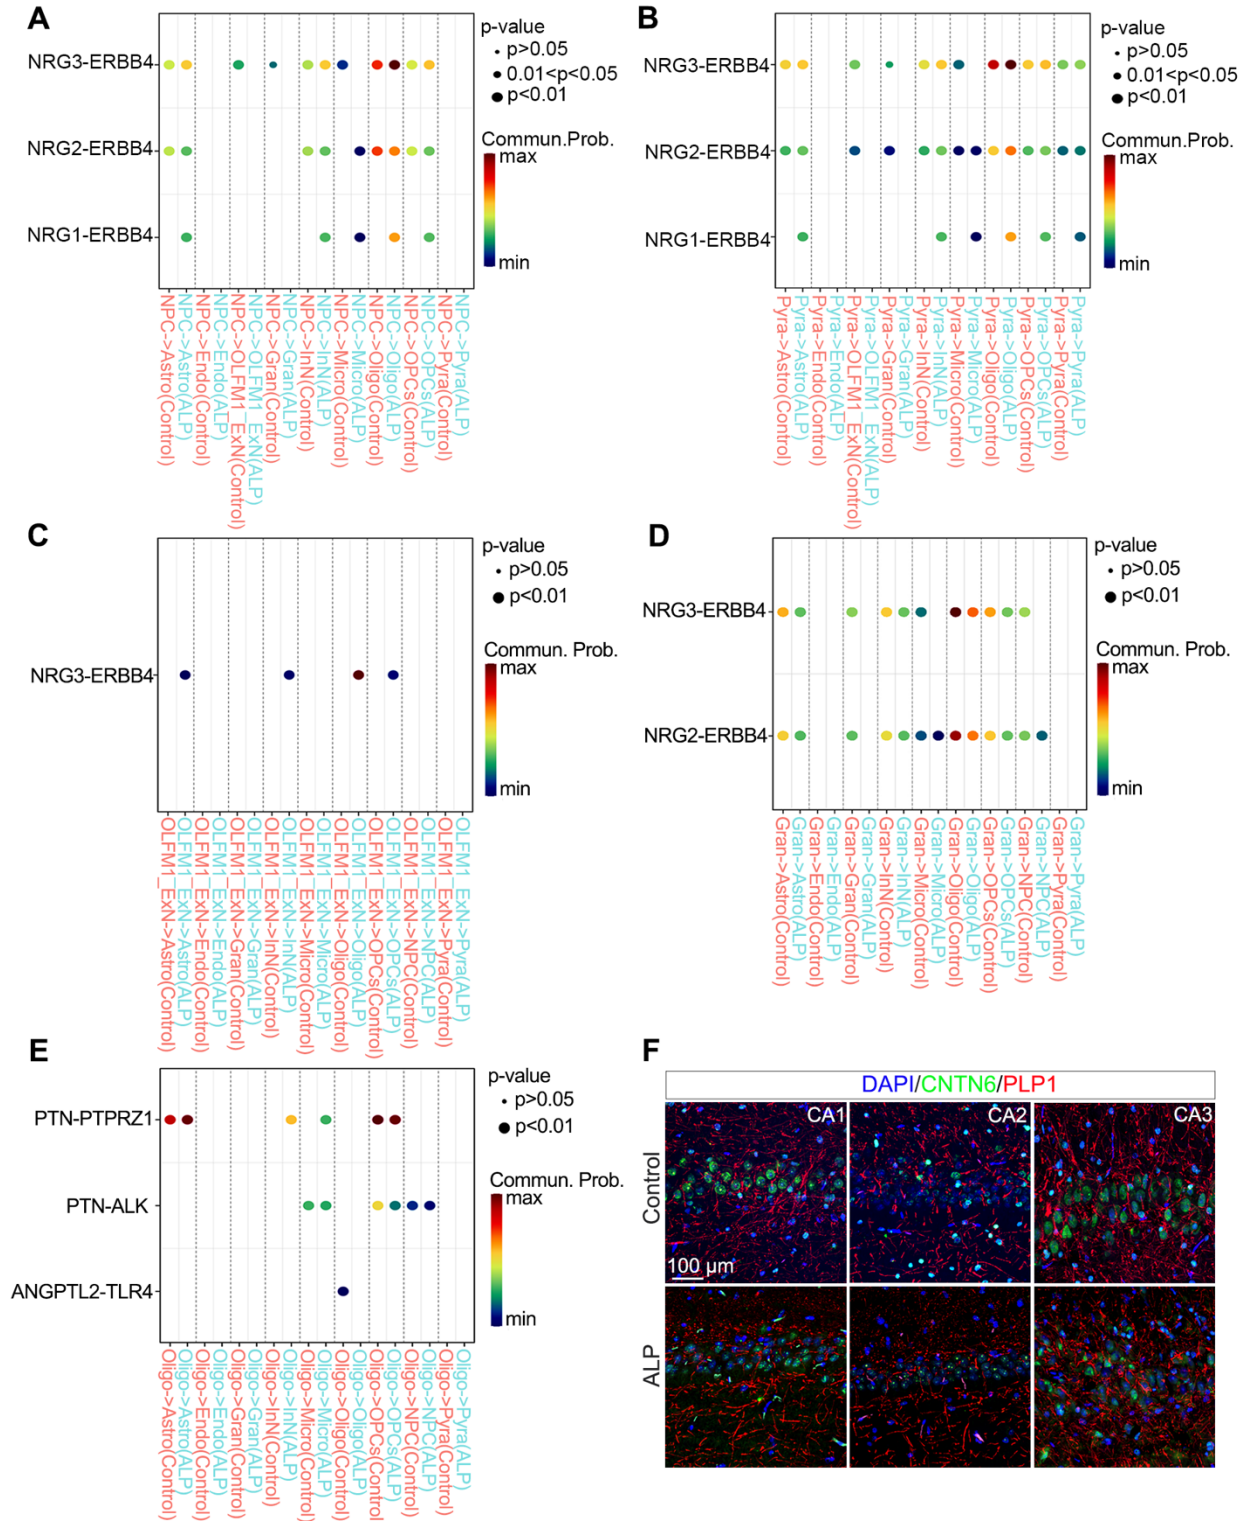

**Figure S8 Comparison of the overall relative information flow in each signaling pathway.** (A-E) The ligand–receptor interaction strength of cells pairs between ALP and Control groups. Signaling pathways colored red were enriched in the Control group, and those colored green were enriched in the ALP group. (F) Double immunostaining of CNTN6 and PLP1 in the hippocampal

CA1, CA2, CA3 areas of ALP and Control TS. Scale bar = 50  $\mu\text{m}$ . N = 5/group. ALP, Alzheimer's-like pathology; Astro: Astrocytes; Endo: endothelial cells; Micro: microglia; Oligo: oligodendrocytes; OPCs: Oligodendrocyte progenitor cells; Gran: dentate gyrus (DG) neurons; OLFM1\_ExN: a subtype of excitatory neurons; Pyra: pyramidal neurons; InN: inhibitory neurons; NPC: neural progenitor cells; Commun.Prob., communications in probability.

**Table S1.**

ALP tree shrews were selected through pipeline maze, provided with age information.

**Table S2.**

The number of cells for clusters and cell types.

**Table S3.**

Marker genes for cell types.

**Table S4.**

Gene sets used in this study.

**Table S5.**

snRNA-seq datasets used for cross-species analysis in this study.

**Table S6.**

The number of cells of snRNA-seq dataset cross species.

**Table S7.**

Spearman correlation analysis of snRNA-seq dataset cross species.

**Table S8.**

The antibody information used in this study.

**Table S9.**

The primer sequences of target genes used in this study.

**Materials and methods****Pipeline maze examination**

Pipeline maze was innovated in this study to evaluate cognitive function and distinguish between Control and ALP TS. The pipeline maze examination consisted of training and formal testing phases (**Figure 1A**). In training period, four paths 12A3E4I56, 12A3F4I56, 12A3E4G56, and 12A3E4H56 were sequentially opened, and each TS navigated through them twice. In the formal test, different routes—12A3H4I56, 12A3G4I56, 12A3F4I56, and 12D3E4L56 were opened in turn, with each TS walking through once per route. Testing was conducted at the same time point each day over 4 days, and the time animals spent wandering through the paths was recorded by an individual blinded to the experimental design. ALP and Control groups were determined based on

percentile curves (**Figure 1A**). The 90% percentile values were calculated as 30 seconds (s) using cumulative frequencies, indicating TS that took longer than 30 s were classified as ALP, while those under 30 s were categorized as Control. Ten TS with longer transit time ( $>30$  s) were assigned into ALP group, while 10 with shorter transit time ( $<30$  s) were arranged into Control group. Finally, 6 TS in each group were selected for subsequent behavioral experiments and imaging examinations. To further verify AD phenotype in TS, the motor, memory, and social abilities of TS were assessed by jumping test, food-induced maze and social function examination.

### **Jumping test**

Jumping test, adapted from our previously established neural behavioral scoring system<sup>1</sup>, was employed to test the motor function of the TS hind limbs. Each TS was placed in a box equipped with a height scale, and the times of autonomous standing and the jumping height were recorded and analyzed.

### **Food-induced maze examination**

The food-induced maze examination was used to test the cognitive and memory abilities of TS. The device consists of four transparent pipes connected to each cage and was divided into four zones: A (start), B (transit), C (correct), and D (error) zones. The experiment spanned 3 days, including 2 days of training and 1 day of formal experiment as follows: 1) on 1<sup>st</sup> day, C zone (containing food) was covered with red cloth, D zone (without food) was covered with green cloth. TS fasted for 8 h were put in the A zone to search for food, with 60 minutes (min) allocated for training; 2) on 2<sup>nd</sup> day, the roles were reversed: C zone (now without food) was covered with green cloth, D zone (now containing food) was covered with red cloth. TS, again fasted for 8 h, were placed in the A zone for another 60 min of training; (3) on 3<sup>rd</sup> day (formal test), neither C zone nor D zone contained any food, but were covered with red cloth and green cloth, respectively. Then TS were placed in A zone, and the number of entries into, and time spent in, the C and D zones within 60 min were recorded.

### **Social function examination**

The social function of TS was tested by using a pipeline apparatus, which connected two cages via a tube, allowing free movement of TS between two cages. They were initially placed into their own cages, and over a 24-hour period, the following parameters were observed and recorded: the

number of visits to each other's cage, duration of stay, number of physical contacts, number of active chases, number of passive escapes, sleep time, and wake time.

### **Positron emission tomography-computerized tomography (PET-CT)**

Briefly, 18F-fluorodeoxyglucose (18F-FDG)<sup>2</sup> was prepared using GE MINITRACE Qilin Medical Cyclotron (GE Healthcare, USA), and TracerLab FDG system (FN model, GE Healthcare, USA), achieving a radiochemical purity of >95%. TS were injected intraperitoneally with 18F-FDG, and key parameters (amount injected, pre-/post-injection time, residual amount) were recorded. PET-CT (Discovery 690/Elite, GE Healthcare, USA) was performed 30 min post-injection. TS was anesthetized with isoflurane and fixed supine for scanning. PET acquisition used 3D mode with a matrix of 128×128, 15-min acquisition time, and 2 bed positions (2.5 min/bed). CT parameters included 120 kV, 260 mA, pitch 0.561, rotation speed 0.5 s, layer thickness 3.75 mm, and field of view 50×50 cm. PET images (47 frames) were reconstructed with MAC mode and attenuation correction. ROIs, including infarcted and contralateral regions, were analyzed using the DICOM network on a post-processing workstation.

### **Immunohistochemical staining**

To investigate the expression of total plaques in the hippocampus (CA1, CA2, CA3 and DG areas) of ALP and Control TS, the immunohistochemical staining was performed. The prepared brain frozen sections were blocked with 3% hydrogen peroxide for 15 min to eliminate endogenous peroxidase, and subsequent incubation with 5% goat serum and 0.3% Triton X-100 was continued for 2 h at room temperature. The sections were then incubated with primary antibody of anti- $\beta$ -amyloid (6E10, Biolegend, Mouse, 1:1500) at 4°C overnight, followed by incubation with secondary antibodies (MaxVision-HRP, mouse/rabbit) for 15 min. DAB reagent was added to color development. Dehydration with graded ethanol, transparency with TO and sealing with neutral resins were performed continuously. The morphological changes in the brain tissues were observed using a digital pathological section scanner (KF-PRO-005, KFBio, Ningbo, China). Five visual fields (0.5 mm<sup>2</sup> each field) of each section and three sections of each animal were randomly selected to determine the number of A $\beta$  plaques with ImageJ software.

### **Immunofluorescence staining**

The prepared TS brain sections were blocked with 3% hydrogen peroxide for 15 min to eliminate endogenous peroxidase, and subsequent incubation with 5% goat serum and 0.3% Triton X-100 was continued for 2 h at room temperature. The sections were then incubated with primary antibodies against APP (Servicebio, Rabbit, 1:200), and p-Tau (Abcam, Rabbit, 1:200) at 4°C overnight, followed by incubation with secondary antibodies. The information of antibodies was provided in **Table S8** in detail. The sections sealed with a DAPI-contained quencher were observed under the two-photon confocal microscope (Leica TCS SP8 DIVE) at x400. The morphological changes in the brain tissues were observed using a digital pathological section scanner (NIS-Elements AX). Five visual fields (2048×2048 pixels) of each section and three sections of each animal were randomly selected to determine the integrated intensity of APP and p-Tau (S404) with ImageJ software.

### **Multiplex immunofluorescence staining**

Hippocampus sections of Control and ALP TS were prepared for multiplex immunofluorescent staining. The tissues were dissected and fixed with 4% paraformaldehyde for up to 24 h and cryoprotected in 30% sucrose at 4 °C for 72 h. The tissue samples were frozen with optimal cutting temperature compound (Tissue-Tek) at –80 °C for 30 min and sectioned at a thickness of 15 µm using a microtome (Leica CM1950). Sections were then stored at –80 °C. After antigen repair with sodium citrate, the sections were incubated with H<sub>2</sub>O<sub>2</sub> for 10 min and blocked with 5% goat serum and 0.3% Triton X-100. Subsequently, the sections were supplemented with primary antibodies for 18 h at 4°C. This was followed by rinsing in PBST five times (5 min each). Secondary antibodies were added, followed by incubation at room temperature for 15 min. This was followed by washing with PBST and incubation for 10 min with TSAPlus fluorescent enhancement dye. For multiplex staining, these sections were subjected to antigen repair again with sodium citrate and were incubated with H<sub>2</sub>O<sub>2</sub> for 10 min, followed by blocking with 5% goat serum and 0.3% Triton X-100. Incubation with primary and secondary antibodies was performed as described previously. Finally, after counterstaining with DAPI for 10 min, sections were sealed with an anti-fluorescent quenching agent. Using a two-photon confocal microscope (NIS-Elements AX), five visual fields (2048×2048 pixels) of each section and three sections of each group were randomly selected to quantify the positive cells, and the number of positive cells was calculated using the ImageJ software. Detailed antibody information is provided in **Table S8**.

### **Nissl staining**

Nissl staining was performed to detect total and dark neurons in the cortex and hippocampus (CA1, CA2, CA3, DG) of both ALP and control TS. Sections were stained for 10 minutes at room temperature, differentiated in alcohol, and cleared with turpentine oil. Images were captured using a digital scanner (Pannoramic MIDI, x100), with five visual fields per section analyzed for neuron count and dark neuron ratios using ImageJ.

### **GO and KEGG pathway enrichment Analysis**

The “enrichGO()” or “enrichKEGG()” function of cluster Profiler R package<sup>3</sup> was used for GO or KEGG enrichment analysis, and the Benjamini-and-Hochberg (BH) method was employed for multiple test correction. A GO term or KEGG pathway with an adjusted P-value lower than 0.05 was considered as significantly enriched.

### **Trajectory analysis**

Monocle3 (v.1.2.9) were used to infer the cells state transition. A CellDataSet object was created from Seurat analysis. DDRTree method and orderCells function were used for dimensional reduction and ordering cells, respectively. NPC populations were regarded as the root state of the trajectory inference.

### **Cell–cell interaction analysis**

Cell–cell interactions among different cell types were computed by CellChat (v.1.1.3). In order to perform CellChat analysis in TS, the genes of TS were converted to human genes based on homologous gene mapping. Then, comparison analysis between ALP and Control groups was performed by using CellChat. The differential number of interaction strength in the cell-cell communication network between ALP and Control groups was visualized by using circle plot. Differential interaction strength was also shown by using heatmaps. By comparing the information flow of each signaling pathway, we identified signaling pathways. We also compared the communication probabilities mediated by ligand-receptor pairs from some cell populations to other cell populations.

## References

1. Wang YY, Niu RZ, Wang JD, Jin Y, Wang TH, Liu F. Establishment of brain ischemia model in tree shrew. *Brain Res.* Sep 1 2019;1718:194-200. doi:10.1016/j.brainres.2019.05.011
2. Hansen S, Keune J, Küfner K, et al. The congruency of neuropsychological and F18-FDG brain PET/CT diagnostics of Alzheimer's Disease (AD) in routine clinical practice: insights from a mixed neurological patient cohort. *BMC Neurol.* Mar 9 2022;22(1):83. doi:10.1186/s12883-022-02614-4
3. Lee KE, Seo J, Shin J, et al. Positive feedback loop between Sox2 and Sox6 inhibits neuronal differentiation in the developing central nervous system. *Proc Natl Acad Sci U S A.* Feb 18 2014;111(7):2794-9. doi:10.1073/pnas.1308758111

How the deposited data were processed for this re-analysis (not part of the article)

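Single-nucleus RNA sequencing of the hippocampus was analysed for 3 control and 3 ALP TSs, 1 library each. The authors deposited raw counts, the number of UMIs per gene and nucleus barcode, as Cell Ranger wrote them after alignment to the TreeshrewDB genome. The methods name a Cell Ranger version other than that in the headers of the matrices, and neither the genome build nor the use of strand is stated. The tables of gene symbols used beside the matrices belong to the assembly TupChi_1.0, were used for names only, and held 14930 of the symbols. The features named by TreeshrewDB identifiers alone, 27777 of 83605, carried 68.8% of the UMIs.

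From the counts, nuclei with at least 200 and at most 2500 genes and at most 5% mitochondrial UMIs were kept, which gave 14387 control and 13846 ALP nuclei. No pair of libraries held the same counts, since at most 0.465% of barcodes were shared and the chi-square statistic per gene was at least 12.0. Kept nuclei were scaled to 10000 UMIs and log-transformed, values were clipped at 10, and 2000 variable genes, 30 principal components and 20 neighbours were used with scanpy 1.11.5 and leidenalg 0.10.2 at resolution 2. Clusters were named from at least 3 markers with a share of nuclei of at least 3% and a fold of at least 1.5 over other nuclei. Where several classes had 3 such markers, the class whose markers had the highest mean log2 fold was taken, and the excitatory markers alone were used only where no other class qualified. No name was given to clusters with at least 15% marked doublets, to clusters of low depth or led by mitochondrial or haemoglobin genes without a marker of the name among the 10 leading genes, to clusters with more markers of another class than of their own among these, or to Pyra clusters led by RELN. The thresholds of this naming were set after seeing the data, and the shares of the clusters that stayed unnamed are given with the class shares. Other excitatory nuclei were those of excitatory clusters that were neither Gran-like nor Pyra-like. Besides 1 cluster named by its excitatory markers they include unnamed clusters with CAMK2A in at least 30% and SLC17A7 in at least 20% of their nuclei, which also count among the other unnamed clusters in the shares. Doublets were scored by the principle of Scrublet, with code written for this purpose.

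UMIs were summed per library and class, with at least 10 nuclei per sum, and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, minimum count 10, Benjamini-Hochberg adjustment). CPM beside an edgeR result carry the TMM factors of that test, while ratios of CPM, CPM of Y-linked transcripts and other CPM are UMIs scaled to equal sums without such factors. Gene sets were tested with limma 3.58.1, and DESeq2 1.42.0 served as an alternative. Module scores used 50 control genes from 25 bins. Shares, ratios and detection rates were compared by exact permutation tests with scipy 1.17.1. To compare detection, the expected share of nuclei with a UMI after thinning to 1000 UMIs was computed exactly. In droplet data free RNA adds UMIs to all nuclei, so that shares are given beside those in a class that should lack the gene.

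The markers, tests, alternatives and the rule for the genes named in the text were fixed before the data were examined, except where stated. By that rule the genes that the study names for the TS nuclei were tested in the class it names, of which some are not reported here, and in addition the 2 largest rises and 2 largest falls per class among called genes whose 3 ALP values lay all above or all below the 3 control values. The alternatives were DESeq2, upper-quartile normalization, no filter on low counts, the replicate number as a block, each library left out in turn, no upper limit on genes, removal of marked doublets, resolution 1, 20 principal components, thinning to 500 UMIs or none, fry and an estimated correlation for gene sets, another score for gene sets, and centring of genes within libraries. Alternatives added later were a term for libraries with Y-linked transcripts, the removal of antisense-named features, the removal of marked doublets with the clusters kept, the removal of 2 clusters from the Gran-like nuclei without the upper limit, and other sets of clusters for the ratio of excitatory to InN-like nuclei.

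The test was tried on simulated counts for the genes and library sizes of each class, with 200 genes changed by known amounts. It recovered 70% of them among 11787 genes in Oligo-like nuclei with 9 false calls, 66.5% among 10322 genes in Gran-like nuclei with 2, 63.5% among 10135 genes in Astro-like nuclei with 6, 70.5% among 11993 genes in InN-like nuclei with 7, and 53% among 12222 genes in Pyra-like nuclei with 6. With raised gene sets in 8 classes, 8 were called, and 0 of 72 unchanged sets were. The simulated sets were all of the same size, and every gene of a raised set rose by the same amount. This gives no power for smaller changes, or for a set as small as frontotemporal dementia with 5 detected genes. Cell communication, pseudotime, pathway enrichment, transcription factor networks, the sub-clusters of Astro, NPC and Oligo, and the nuclei of other species were not analysed here.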

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

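The genes below were singled out because the paper does not discuss them and their level in ALP TSs lay above that of the control TSs. The tests of free RNA were chosen after the result was seen, and the term for Y-linked transcripts and the removal of marked doublets with the clusters kept were added after seeing the data. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

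FBP1 rose in Astro-like nuclei by a log2 fold change of 4.93, from 2, 0 and 3 UMIs in the control libraries to 25, 42 and 44 UMIs in the ALP libraries, and was called under all 13 alternatives set beforehand. Free RNA from other nuclei would give FBP1 a lower level in Astro-like nuclei than over all nuclei, but its CPM there was 6.41 times that over all nuclei in the ALP libraries. For 14 markers of other classes this ratio had a median of 0.249 and a maximum of 4.24 (LRMDA). With a term for Y-linked transcripts, which sort the animals otherwise than the groups, the log2 fold change was 4.78. A difference between the preparations of the groups was not tested, and a response of astrocytes is a hypothesis that stays open beside it.

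LINC-BNIP2-1 rose in Micro-like nuclei by a log2 fold change of 3.22, from 16 to 110 UMIs. The CPM in Micro-like nuclei was 37.3 times that over all nuclei, which argues against free RNA (8 markers of other classes, median 0.962, maximum 1.46 for PECAM1), and the term for Y-linked transcripts left 3.46. With marked doublets removed and nuclei clustered again the adjusted p was 0.0808 (range over the alternatives 5.9e-09 to 0.0808), but clusters of 119 and 13 nuclei were then Micro-like in addition. With the clusters kept and the marked nuclei left out it was called (log2 fold change 3.17, adjusted p = 0.0137). Differences in library preparation and in the state of microglia stay open, both untested.

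PLEKHA2 rose in Gran-like nuclei by a log2 fold change of 3.83, from 4 to 51 UMIs. Its highest level elsewhere was in Micro-like nuclei (28.3 CPM against 13.8 CPM in Gran-like nuclei), but it had too few counts to be tested in any other class. The CPM in Gran-like nuclei was 3.66 times that over all nuclei in the ALP libraries (markers of other classes had a median of 0.320 and a maximum of 1.64 for PECAM1), and 3.91 was the log2 fold change with the term for Y-linked transcripts. Its adjusted p ran up to 0.216 over the alternatives, and the call was lost with the replicate block and without Control 3, ALP 1, ALP 2 or ALP 3. A biological cause was not tested further.

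BMERB1-AS-3 rose in OPC-like nuclei by a log2 fold change of 2.29, from 15 to 44 UMIs. It was higher without overlap in 4 of 4 other tested classes, and its highest level elsewhere was in Gran-like nuclei (49.3 CPM against 22.8 CPM in OPC-like nuclei). Its CPM in OPC-like nuclei was 0.737 times that over all nuclei, within the range of markers of other classes (median 0.285, maximum 1.24 for PECAM1), so free RNA from other classes may carry the rise seen in OPC-like nuclei. The term for Y-linked transcripts left a log2 fold change of 2.14. As an antisense-named feature it is uncertain. The call was lost with the replicate block and without Control 1, Control 3, ALP 1, ALP 2 or ALP 3, with an adjusted p of up to 0.273, and with marked doublets left out of the same clusters (0.0513).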

How the results depend on the processing

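The term for Y-linked transcripts, the removal of antisense-named features, the removal of marked doublets with the clusters kept, the removal of 2 clusters from the Gran-like nuclei without the upper limit and the other sets of clusters for the ratio were chosen after seeing the data, as were the tests on other splits of the libraries, and the alternatives besides these were set beforehand. For values that changed, the cause was not tested unless stated.

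The numbers of called genes depended on the filter, on the tool and on single libraries. With no filter on low counts, which tests many more genes, 713 genes were called in Astro-like nuclei (235 higher, 478 lower), 9 in Endo-like, 89 in Micro-like (37 higher, 52 lower), 1419 in Oligo-like, 528 in OPC-like, 767 in Gran-like, 368 in Pyra-like, 1436 in InN-like nuclei and 3386 in all nuclei summed. This setting moved the median log2 fold change of all genes, to -0.32 in Astro-like and -0.67 in Endo-like nuclei at most. With DESeq2, 215 genes were called in Astro-like (97 higher, 118 lower), 1 in Endo-like, 22 in Micro-like, 49 in Pyra-like and 467 in InN-like nuclei and 1740 in all nuclei summed. Upper-quartile normalization gave 168 in InN-like nuclei. Without the upper limit on genes there were 5 in Astro-like (4 higher, 1 lower), 466 in Gran-like (137 higher, 329 lower; 320 without its clusters led by OLFM1 or LAMP5) and 373 in InN-like nuclei and 1 in all nuclei summed. With marked doublets removed there were 0 in Micro-like nuclei (706 at an unadjusted p under 0.05) and 54 in InN-like nuclei. Removal also named 2 more Micro-like clusters. With marked nuclei left out of the same clusters there were 25 in Micro-like, 59 in OPC-like and 52 in InN-like nuclei, so the loss of all Micro-like calls needs the change of clusters. Resolution 1 gave 28 in Astro-like nuclei (13 higher, 15 lower) and no Endo-like class. The term for Y-linked transcripts gave 71 in Astro-like (18 higher, 53 lower), 194 in OPC-like and 320 in InN-like nuclei. Without antisense-named features 178 were called in Oligo-like, 7 in OPC-like and 26 in Gran-like nuclei, where fewer genes are tested and most of the called falls are antisense-named.

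Across the 6 fits that each left out 1 library, the numbers ran from 2 to 226 in Astro-like, 0 to 4 in Endo-like, 12 to 89 in Micro-like, 1 to 1113 in Oligo-like, 0 to 411 in OPC-like, 0 to 581 in Gran-like, 0 to 281 in Pyra-like and 0 to 519 in InN-like nuclei, and from 0 to 2245 in all nuclei summed. With 2 libraries in a group the power is lower, so that lost calls are not shown to be false.

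With the replicate number as a block there were 6 called genes in Astro-like, 22 in Micro-like, 380 in Oligo-like, 5 in OPC-like (2 higher, 3 lower), 24 in Gran-like, 2 in Pyra-like and 1 in InN-like nuclei. The paper and the labels give no meaning to a shared number. The correlation of the deviations of same-numbered libraries lay between -0.12 and 0.06 in the 8 classes and all nuclei summed, so the numbers are not shown to pair the libraries. In other excitatory clusters the correlations were 0.156, 0.137 and 0.240, and 0 genes were called there with the block (869 at an unadjusted p under 0.05), and in the low-depth clusters they were 0.002, -0.376 and -0.396.

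Of the 10 splits of the 6 libraries into groups of 3, only the real split gave as many called genes as it did in the classes with calls, 1 of 10 in Astro-like, 1 of 10 in Micro-like, 1 of 10 in Oligo-like, 1 of 10 in OPC-like and 1 of 10 in Gran-like nuclei. In Endo-like, Pyra-like and InN-like nuclei, in all nuclei summed, in other excitatory clusters, in the low-depth clusters and for the disease gene sets, where 0 were called, 10 of 10 splits gave as many. With 10 splits no share under 0.1 can be reached. The next largest numbers were 10 in Astro-like, 16 in Micro-like, 14 in Oligo-like, 11 in OPC-like and 8 in Gran-like nuclei. In the low-depth clusters the split of Control 1, Control 3 and ALP 2 against the other libraries gave 464 genes (409 in 1 direction). This split follows the size of the libraries. It sets those with 7151 to 8785 barcodes against those with 3011 to 5596, and total UMIs sort them in the same way.

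The disease gene sets between the groups gave 0 calls under each of 10 alternatives (1 to 9 of the pairs at an unadjusted p under 0.05). The difference in the share of OPC-like nuclei was -0.657 percentage points without the upper limit on genes. The difference in the log2 ratio of excitatory to InN-like nuclei was 0.060 with the low-depth clusters counted as excitatory, and 0.881 without the upper limit on genes and with the cluster led by LAMP5 counted as InN-like. The difference in the share of nuclei with SOX2 turned to -0.753 percentage points without thinning, where depth enters the share. With mean log2(CPM + 1) as the score, glia scored higher in 1 of 6 libraries for learning disorder and in 4 of 6 for frontotemporal dementia. Leaving out single libraries moved the difference in the share of Astro-like nuclei between -4.66 and 0.939 percentage points, of Micro-like nuclei between -0.919 and 1.43, of InN-like nuclei between -4.17 and 1.90 and of MGE-like nuclei among InN-like nuclei between -0.157 and 6.88. The shares of Endo-like, Pyra-like, Oligo-like and Gran-like nuclei kept their direction under all alternatives that gave a value. The differences in Oligo-like and Gran-like nuclei lost most of their size without Control 2.

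Single genes were followed as 81 pairs of gene and class with 1297 values under alternatives, of which 1130 kept direction and side of the threshold, 91 were weaker, 44 stronger and 32 reversed. The reversed values belong to genes that were not called, most of them with small changes, while TTR in Astro-like (-3.71), OLFM1 in Pyra-like (-0.41) and ST6GALNAC5 in Pyra-like nuclei (0.36) had larger ones. With upper-quartile normalization the log2 fold change of GRM5 was -0.0023 in Pyra-like nuclei and -0.022 in all nuclei summed, and that of GRIN2A -0.0020 in Pyra-like nuclei. Without the upper limit on genes it was 0.042 for GRM5 and 0.036 for GRIN2A in other excitatory clusters, 0.049 for NRG3 and 0.49 for OLFM1 in Pyra-like nuclei. GRIN2A in other excitatory clusters had 0.031 with no filter and 0.27 at resolution 1. The term for Y-linked transcripts gave -2.8e-04 for ST6GALNAC5 and -0.13 for GRIN2A in Pyra-like nuclei, 0.050 for APP in Oligo-like and 8.9e-04 for APP in OPC-like nuclei. Without antisense-named features GRM5 had -0.031 in all nuclei summed.

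With single libraries left out, the log2 fold change ran from -0.37 to 0.0051 for GRM5 in other excitatory clusters, from -0.021 to 0.13 for GRM5 in all nuclei summed, from -0.27 to 0.12 for ST6GALNAC5 in Gran-like, from -0.15 to 0.46 for GRIN2A in Pyra-like nuclei and from -0.23 to 0.26 in other excitatory clusters, from -0.24 to 0.042 for SOX9 and from -4.35 to 0.22 for TTR in Astro-like, from -0.28 to 0.13 for DSCAM in Oligo-like, from -0.71 to 0.13 for OLFM1 in Pyra-like, and for APP from -0.078 to 0.16 in Astro-like, from -0.23 to 0.052 in Oligo-like and from -0.20 to 0.085 in OPC-like nuclei.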

Differences from the paper's values

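Pyra-like nuclei made up 10.7% of the ALP nuclei pooled over libraries, against the paper's 6.13% for Pyra nuclei in Table S2. The names were rebuilt here from markers, so the populations can differ. None of the alternatives set before the data were examined closed the gap, with values from 10.1% without ALP 1 to 16.2% without the upper limit on genes.

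In Astro-like nuclei 13 genes were called, against about 240 in Fig. 7A, read by eye. Of the alternatives set before the data were examined, DESeq2 (215 genes), leaving out Control 2 (185) and leaving out ALP 2 (226) came within 1.5 times of the paper's number, and the others did not. In InN-like nuclei 0 genes were called (2348 at an unadjusted p under 0.05), against about 510 in Fig. 7A, read by eye. DESeq2 (467), leaving out Control 1 (519) or Control 2 (423) and no upper limit on genes (373) closed this gap, and the others did not. In Gran-like nuclei 205 genes were called, against about 480 in Fig. 7A, read by eye, and the gap closed without Control 1 (581), without Control 2 (393) and without the upper limit on genes (466) only.

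The paper states that OLFM1_ExN had more upregulated than downregulated genes. That population was not rebuilt, and in the other excitatory clusters and in the low-depth clusters 0 genes were called (805 and 391 at an unadjusted p under 0.05). Without Control 2, 267 genes were called in the low-depth clusters, 242 of them higher, and the split of Control 1, Control 3 and ALP 2 against the other 3 libraries, in which 4 libraries keep their place, gave 464 there. In the other excitatory clusters no setting gave more higher than lower calls. The paper reports significant changes of the disease gene sets in ALP TSs, while 0 of 39 pairs of set and class were called here (1 at an unadjusted p under 0.05), and no alternative called any.

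The paper describes a reduction of Gran cells, while the mean share of Gran-like nuclei was 2.19 percentage points higher in ALP libraries (exact permutation p = 0.5) and higher under every alternative. Most of this difference was lost without Control 2.

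The paper gives DLGAP1, GRIK1, GRM5, ST6GALNAC5 and GRIN2A as lower in ALP TSs, both in its nuclei and by RT-qPCR on RNA of hippocampal tissue. The sums here hold kept nuclei only. DLGAP1 was lower here in each sum but not called. Over all nuclei the log2 fold change was 0.50 for ST6GALNAC5, 0.47 for GRIN2A and 0.05 for GRM5, and GRIK1 had 2 UMIs. No alternative called any of these 5 genes.

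The paper describes more NRG3 to ERBB4 signaling toward Oligo. NRG3 had log2 fold changes of -0.23 in Gran-like and -0.23 in Pyra-like nuclei, and ERBB4 one of -0.39 in Oligo-like nuclei, none called. CACNA1A, which the paper gives as reduced in Astro, was lower here (log2 fold change -1.53) but past the threshold only with DESeq2, with no filter on low counts and without Control 2. SYT1 (-0.73) and GRIK2 (-0.21) were called under no alternative. CTNNA3 (-0.76 in InN-like nuclei) was called with DESeq2, upper-quartile normalization, no filter, without Control 1, without Control 2, and with the term for Y-linked transcripts, which was chosen after seeing the values. MGLLli1 was called under none.

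Among the genes marked in Figure S4A, SST in InN-like nuclei was called under 8 of 13 alternatives (DESeq2, upper-quartile normalization, no filter, no upper limit on genes, doublets removed, and without Control 1, Control 2 or ALP 2) and also with the term for Y-linked transcripts and with marked doublets left out of the same clusters, both chosen after seeing the values. NPY was called with DESeq2, no filter, without Control 1 and without ALP 2, and TTR in Astro-like nuclei with no filter only. LINC-MRPL42-8 was higher in all 8 classes and called in none. With no filter it was called in Astro-like, Oligo-like, OPC-like, Gran-like, Pyra-like and InN-like nuclei, without Control 2 in Astro-like, Micro-like, Oligo-like, OPC-like, Gran-like and InN-like nuclei, and without ALP 2 in Astro-like and Oligo-like nuclei. The paper gives Oligo1 the marker MDGA2 and Oligo3 the marker LSAMP in its text, while Fig. 5E shows them the other way round. MDGA2 in Oligo-like nuclei was called without ALP 2 and with no filter.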

Other observations

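Of the tests below, those on the antisense-named features, on free RNA in Gran-like and OPC-like nuclei, on the sex of the animals, on the mix of classes with TMM factors and on Gran-like nuclei over the limit were chosen after the result was seen, while those on the mix of classes without TMM factors, on the low-depth clusters and on the UMIs of InN-like nuclei were written down before their result was seen.

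Antisense-named features took 7.13% ± 1.34 of the UMIs in control and 4.96% ± 0.340 in ALP libraries (SD, n = 3 each), with every ALP library below every control library (exact permutation p = 0.1, the smallest that 6 libraries allow). The difference was -2.97 percentage points without the upper limit on genes and -1.72 in nuclei of 1000 to 2000 UMIs, so neither the limit nor the depth accounts for it. It appeared without overlap in 7 of 8 classes (not in Endo-like nuclei), which argues against a change in the mix of classes. The sense genes do not carry it, since 78.3% of the antisense-named features lay below the gene they are named after in log2 fold change. Priming on genomic DNA would add a like number of UMIs to every nucleus, but InN-like nuclei held 2.95 times as many antisense-named UMIs as Oligo-like nuclei, near the ratio of 2.94 for all UMIs. Preparation or sequencing of the groups cannot be told apart from the difference between ALP and control animals (exact permutation p = 0.1), since no batch is given, and a difference in nuclear RNA between the groups is a hypothesis that stays open beside it.

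DDX3Y, KDM5D, USP9Y and UTY together had 65.5, 82.9 and 0.799 CPM in Control 1, 2 and 3 and 0.535, 79.8 and 0 CPM in ALP 1, 2 and 3. The libraries were sorted by these genes, which are no condition of the study. With Control 1, Control 2 and ALP 2 set against the other 3 libraries, 7 genes besides those used for sorting were called in 5 or more of the 8 classes, among them TSPY3, TXLNGli1, UTYli1 and ZFX (higher) and LINC-RPL6-288 and LINC-RPL6-197 (lower). A difference in the sex of the animals may explain this split, with 7 such genes. LINC-RPL6-288, marked as upregulated in Pyra in Figure S4A, had 0.260, 2.65 and 252 CPM in the control and 230, 1.51 and 215 CPM in the ALP libraries, and follows this split rather than the groups. The split gave 74 called genes in Pyra-like nuclei, where the real groups gave 0 (1612 at an unadjusted p under 0.05) and also 0 with a term for this split (1170 at an unadjusted p under 0.05). In InN-like nuclei it gave 9 and in all nuclei summed 14, where the real groups gave 0 (2348 and 5323 at an unadjusted p under 0.05).

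TF and CD9 were also called higher in Gran-like nuclei, with log2 fold changes of 1.23 and 1.25 (edgeR adjusted p = 0.041 and 0.040 with Benjamini-Hochberg adjustment). Their CPM in Gran-like nuclei was 0.438 and 0.419 times that over all nuclei, near the ratios of Oligo markers there (0.405 to 0.477), so free RNA of Oligo-like nuclei may carry these rises. In OPC-like nuclei the ratio was 0.499 for TF, slightly above the markers (0.207 to 0.462), which leaves it open, and 1.47 for CD9, which argues against free RNA as the whole cause there.

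A change in the mix of classes may explain why some genes were higher over all nuclei, though ST6GALNAC5 was also higher in the other excitatory clusters (log2 fold change 0.56, not called). With the share of each class in the UMIs held at 1 mix, the difference in mean log2 CPM without TMM factors changed from 0.07 to -0.31 for NRG3, from 0.49 to -0.039 for NRG1, from 0.29 to -0.013 for ST6GALNAC5 and from 0.28 to -0.076 for GRIN2A. The scaling itself matters here, since with TMM factors NRG3 started from 0.28, higher in every ALP library, while without them the groups overlapped. With TMM factors the same mix took NRG3 to -0.14, NRG1 from 0.70 to 0.13 and GRIN2A from 0.49 to 0.096, while ST6GALNAC5 kept 0.16 of 0.50. The mix can thus carry the rises of NRG3, NRG1 and GRIN2A under both scalings, and for ST6GALNAC5 it is left open. DLGAP1 was lower in all 3 ALP libraries at the fixed mix under both scalings (-0.56 without and -0.38 with TMM factors). GRM5 depended on the scaling, with -0.15 without and 0.059 with TMM factors, and at the fixed mix -0.21, lower in all 3 ALP libraries, against -0.035 with overlap.

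The profile of the unnamed low-depth clusters, which were more frequent in control libraries, correlated across genes more with the sum of all other nuclei than with any named class in 5 of 6 libraries. In Control 3, which holds most of these nuclei, it correlated more with other excitatory clusters (0.802 against 0.785; genes are not independent replicates). The nearest class was a neuronal one in 4 libraries, but Endo-like in Control 2 (0.656 against 0.657 for the sum) and ALP 3 (0.629 against 0.689). These clusters may hold free RNA of the library or damaged nuclei (5 of 6 libraries nearest to the sum), which is left open. Both low-depth clusters were pooled for this, so the nearest class can reflect their mix. The cluster led by mitochondrial or haemoglobin genes was the larger only in Control 2 (162 nuclei against 98) and ALP 3 (139 against 70).

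Among InN-like nuclei of all depths, 55.3% ± 3.64 in control and 30.2% ± 6.25 in ALP libraries exceeded 2500 genes (SD, n = 3 each, exact permutation p = 0.1) and were removed by the study's filter. Total UMIs alone do not account for it. Among nuclei of matched UMIs the shares were 67.1% ± 14.6 in control and 21.6% ± 14.2 in ALP libraries, a difference of -45.6 percentage points (SD, n = 3 each, exact permutation p = 0.1). The most abundant feature took 15.9%, 24.6% and 17.0% of the UMIs of kept InN-like nuclei in Control 1, 2 and 3. In ALP 1, 2 and 3 it took 28.9%, 22.7% and 31.2%. A larger such share leaves fewer UMIs for other genes at equal depth, and whether this carries the difference was not tested. Gran-like nuclei lost 31.5% ± 11.0 in control and 12.6% ± 7.66 in ALP libraries, also without overlap (SD, n = 3 each, exact permutation p = 0.1; 31.9% ± 12.1 and 10.6% ± 4.77 without the clusters led by OLFM1 or LAMP5), and Pyra-like nuclei 74.2% ± 14.7 and 53.4% ± 5.57 with overlap (SD, n = 3 each, exact permutation p = 0.2). Matched UMIs were tested in InN-like nuclei alone. The upper limit therefore removed different shares of the groups in InN-like and Gran-like nuclei, and results for the 3 neuronal classes describe the nuclei with fewer genes.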
